# Spatial organization of endometrial gene expression at the onset of embryo attachment in pigs

**DOI:** 10.1186/s12864-019-6264-2

**Published:** 2019-11-21

**Authors:** Shuqin Zeng, Susanne E. Ulbrich, Stefan Bauersachs

**Keywords:** Pig, Preimplantation, Endometrium, Cell type-specific, Transcriptomics, RNA-seq, LMD, LCM

## Abstract

**Background:**

During the preimplantation phase in the pig, the conceptus trophoblast elongates into a filamentous form and secretes estrogens, interleukin 1 beta 2, interferons, and other signaling molecules before attaching to the uterine epithelium. The processes in the uterine endometrium in response to conceptus signaling are complex. Thus, the objective of this study was to characterize transcriptome changes in porcine endometrium during the time of conceptus attachment considering the specific localization in different endometrial cell types.

**Results:**

Low-input RNA-sequencing was conducted for the main endometrial compartments, luminal epithelium (LE), glandular epithelium (GE), blood vessels (BV), and stroma. Samples were isolated from endometria collected on Day 14 of pregnancy and the estrous cycle (each group *n* = 4) by laser capture microdissection. The expression of 12,000, 11,903, 11,094, and 11,933 genes was detectable in LE, GE, BV, and stroma, respectively. Differential expression analysis was performed between the pregnant and cyclic group for each cell type as well as for a corresponding dataset for complete endometrium tissue samples. The highest number of differentially expressed genes (DEGs) was found for LE (1410) compared to GE, BV, and stroma (800, 1216, and 384). For the complete tissue, 3262 DEGs were obtained. The DEGs were assigned to Gene Ontology (GO) terms to find overrepresented functional categories and pathways specific for the individual endometrial compartments. GO classification revealed that DEGs in LE were involved in ‘biosynthetic processes’, ‘related to ion transport’, and ‘apoptotic processes’, whereas ‘cell migration’, ‘cell growth’, ‘signaling’, and ‘metabolic/biosynthetic processes’ categories were enriched for GE. For blood vessels, categories such as ‘focal adhesion’, ‘actin cytoskeleton’, ‘cell junction’, ‘cell differentiation and development’ were found as overrepresented, while for stromal samples, most DEGs were assigned to ‘extracellular matrix’, ‘gap junction’, and ‘ER to Golgi vesicles’.

**Conclusions:**

The localization of differential gene expression to different endometrial cell types provided a significantly improved view on the regulation of biological processes involved in conceptus implantation, such as the control of uterine fluid secretion, trophoblast attachment, growth regulation by Wnt signaling and other signaling pathways, as well as the modulation of the maternal immune system.

## Background

The preimplantation period in the pig involves comprehensive biological events including maternal recognition of pregnancy and preparation for conceptus implantation [1]. Many aspects and regulations at the gene expression level are different and specific compared to other species [2–4]. The intensive molecular crosstalk between implanting embryos and the receptive uterus is a prerequisite to establish a successful pregnancy [5]. After a rapid initial transition of porcine blastocysts from spherical to tubular and elongated filamentous forms between Days 10 and 12 of pregnancy [6], the initial attachment of conceptus trophectoderm to the uterine epithelium starts on approximately Day 13, followed by more stable adhesion observed on Day 16 [7]. On Days 13 and 14, protruding epithelial proliferations of the endometrium enclosed by chorionic caps, immobilize the blastocyst and keep the maternal and fetal sides together to develop cell-cell contacts for a close apposition between the apical plasma membranes of trophoblast and uterine epithelium [8]. Within the attachment sites, the surface area is increased by the presence of endometrial folds, surface epithelial folds, and microvilli between the trophoblast and dome-shaped luminal epithelium (LE) cells that are coated by a thick glycocalyx [7, 8]. Several primary molecules, such as mucins, integrins and CDs, have been shown in regulation of various cell adhesion cascades for the embryo implantation in pigs [9–12]. Among the adhesion molecules, integrin family members serve as receptors for various extracellular matrix (ECM) ligands. They do not only modulate cell-cell adhesion, but are also involved in serial complex signal transduction events [13]. Osteopontin (OPN; also known as SPP1) is a secreted ECM protein that can bind with various integrins on the cell surface, and SPP1 has been identified as a candidate adhesion molecule for implantation in pigs and sheep [14]. A further study has confirmed that SPP1 could directly bind with specific integrins on porcine trophectoderm cells and uterine luminal epithelial cells to promote trophectoderm cell migration and adhesion [15]. A related study about ITGAV in porcine trophoblast showed that ITGAV-containing integrin receptors adhere to SPP1, suggesting that mechanical forces generated by elongating conceptuses to uterine LE leads to the assembly of focal adhesions involving ITGAV and SPP1 [10].

Uterine endometrial receptivity and preparation for implantation takes place along with conceptus development in response to a variety of conceptus signals such as estrogens, interleukin 1 beta 2 (IL1B2), and interferons (IFNs) which is crucial for successful establishment of pregnancy [16]. Until recently, the model of MRP in the pig was that estrogen (E2) produced from the porcine conceptus between Days 11 and 13 regulates nutrients and prostaglandin F2-alpha (PGF) secretion into the uterine lumen rather than into the uterine vein, which results in extension of the corpora lutea (CL) life cycle to facilitate pregnancy recognition [17]. However, a recent study showed that the estrogen signal is not essential for initial MRP and prevention of luteolysis but for maintaining pregnancy after day 25 [18]. The complex interactions between the conceptus and the endometrium required to maintain pregnancy have been investigated in a variety of studies. For example, Franczak et al. reported that cell adhesion molecules and the steroid hormone biosynthesis pathway were the most significantly enriched biological pathways in porcine endometrium on Days 15 to 16 of pregnancy [19]. In the first transcriptome study of porcine endometrium at the beginning of implantation (Day 14), a number of 263 differentially expressed genes (DEGs) were identified in the endometrium of pregnant versus non-pregnant sows at the time of initial placentation, and most of the upregulated genes were involved in functional categories, such as “developmental process”, “transporter activity”, “calcium ion binding”, “apoptosis”, and “cell motility” [20]. In addition to microarray studies based on nucleic acid hybridization, transcriptome changes during the preimplantation phase have been studied by using RNA-seq in our own and other laboratories [21–24], and these studies revealed a variety of processes and molecular pathways potentially involved in the regulation of the endometrial functions during conceptus attachment and implantation. However, the knowledge of cell-specific gene expression in the complex endometrial tissue is still poor and clearly limiting the value of the results of endometrial gene expression studies. Our recent study on Day 12 of pregnancy, the time of initial maternal recognition of pregnancy in the pig revealed complex and very specific localization of endometrial transcriptome changes and many DEGs not detectable as differentially expressed in the analysis of complete tissue samples [25]. On Day 12, the main response with respect to gene expression changes was localized to the luminal epithelium [25]. Furthermore, similar studies of the endometrium in other species also found very cell type-specific localization of differential expression (DE) [26–28]. With the same approach, we aimed here to reveal the endometrial molecular changes at the beginning of the conceptus attachment period on Day 14 in comparison of samples collected from pregnant and cyclic pigs. To reflect the complexity of the endometrial tissue, the four main compartments with different functions, luminal epithelium (LE), glandular epithelium (GE), stromal areas (S), and blood vessels (BV) were studied by laser capture microdissection. All four compartments are considered as important. Regarding their localization, the LE is in first layer, in direct contact to the conceptus and its secretions. The GE is important for the secretion of nutrients and factors important for conceptus growth and development. Blood vessels undergo remodeling during the implantation process (increased vascularization at implantation zones) as well as stromal areas., the latter containing also a variety of important immune cells.

## Results

### Numbers of detectable and differentially expressed genes in LCM samples and complete endometrial tissue samples

Around 500 million raw reads from the LE, GE, BV, and S samples (in total 32 samples) were obtained with RNA-seq, 251 and 249 million reads in pregnant and cyclic groups, respectively. After removal of low quality reads and PCR duplicates, 397 million clean reads (192 million reads in pregnant and 205 million reads in cyclic group) were obtained and used for further analyses in EdgeR [29]. 

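Counts were analysed here for LE, GE, BV and S of 4 cyclic and 4 pregnant gilts on Day 14, with 1 library for each gilt and compartment. The compartments were cut out of frozen sections by laser capture microdissection, and each library was amplified from picogram amounts of RNA and sequenced in single-read mode. The authors trimmed the reads with Trim Galore, aligned them to Sscrofa11.1 with Hisat2, removed PCR duplicates with NuGEN's tool and counted the remaining reads for each NCBI gene with QuasR. Their values are whole counts without normalization. The count table of GE holds no column for pregnant gilt 41, so pregnant GE has n = 3 and every other group n = 4. Table S1 of the paper lists 32 libraries with 500160000 raw reads in all. In the 31 libraries with counts, 116410000 reads fell on genes after the removal of duplicates. Library totals lay between 2415200 and 7081600 counts, with a median of 3624000. Medians of the cyclic groups were 3873000 in LE, 4195700 in GE, 3396100 in BV and 4360100 in S, and those of the pregnant groups 3547500, 3591600, 2763900 and 3108100. A pair of ribosomal RNA genes took between 5.20% and 16.9% of a library's counts, with a median of 13.1%. Genes in the authors' filtered table of a compartment are called detectable. Expression is given below as CPM (counts scaled to the library total) after TMM normalization in edgeR, as mean ± SD over gilts, and coordinates are those of Sscrofa11.1. Pregnant and cyclic libraries of a compartment were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over its detectable genes. DEGs were called after the paper's rule, at a false discovery rate of 1% in LE and, in the other compartments, up to the largest unadjusted p called in LE, here 3.28e-04. Counting intervals and floors cover counting error only.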

The detailed information of the raw data for each library is shown in Additional file 4: Table S1.

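The filtered tables kept 12002 of 30185 counted genes in LE, 11905 in GE, 11096 in BV and 11935 in S. Leaving out 2 ribosomal RNA genes, 12000, 11903, 11094 and 11933 genes remained. At least 1 count was seen for 22213 genes in LE, 21090 in GE, 21411 in BV and 22132 in S. A minimum of 1 CPM in 4 libraries (3 for GE) gave 14593, 14626, 14882 and 14988 genes.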

A number of 12,000, 11,903, 11,094, and 11,933 genes were detectable in LE, GE, BV, and S, respectively (Additional file 5: Table S2). Combining the detected genes from the 4 individual endometrial compartments resulted in a total of 13,885 detected genes. 

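Over the 4 compartments, 13887 genes were detectable in at least 1, or 13885 without the ribosomal RNA genes, and 9727 in all 4. Genes detectable in 1 compartment only numbered 344 in LE, 754 in GE, 150 in BV and 352 in S.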

RNA-sequencing of complete endometrial tissue samples revealed slightly more detectable genes (14297). The comparison of LCM samples and complete endometrium showed that the majority of the detectable genes (9429) could be identified in all four individual cell types as well as in the complete tissue (Upset plot, Fig. 1a). In total, 1199 genes were found as expressed in either one or more of the LCM samples but not in the complete tissue sample. A number of 61, 296, 75, and 124 genes were specifically found in LE, GE, BV, and S, respectively.

**Fig. 1:**
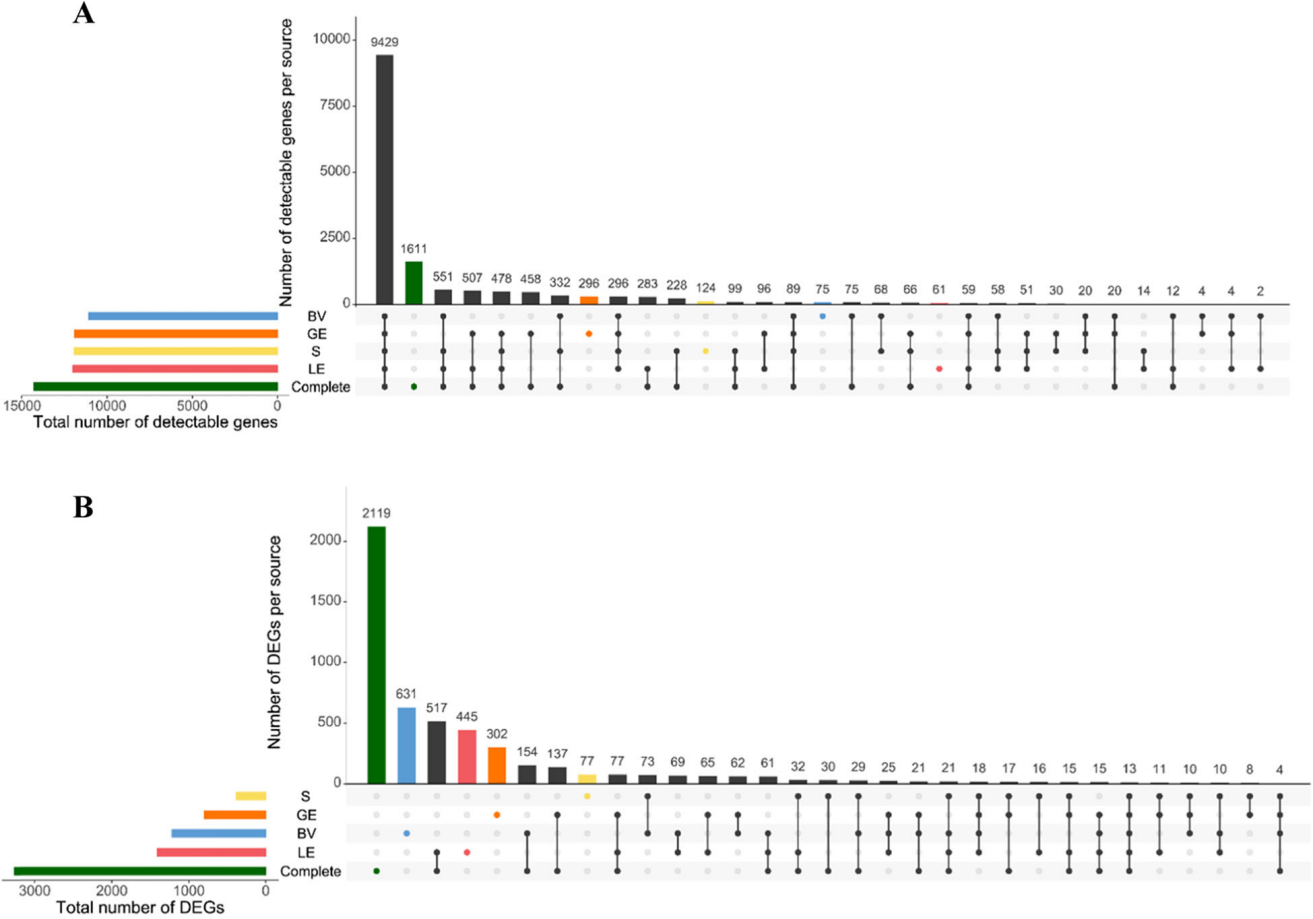
Numbers and overlaps of detectable genes (**a**) and differentially expressed genes (DEGs) (**b**) for the 4 LCM sample types and complete tissue samples illustrated using Upset plots. On the left side, the total numbers of detectable genes and the DEGs, respectively, are shown for complete tissue samples (green), luminal epithelium (red, LE), stromal cells (yellow, S), glandular epithelium (orange, GE), and blood vessel (blue, BV). The colored dots indicate the number of genes specifically detectable (**a**) or specific DEGs (**b**) for the corresponding sample type. Numbers with black dots show the numbers of genes commonly expressed (**a**) or differential (**b**) in different sample types

Comparison of RNA-seq data between pregnant gilts and cyclic controls was used to define DEGs in the current study. The number of DEGs in LCM samples were 1410, 800, 1216, and 384 (LE, GE, BV, and S, respectively; FDR (1%) or corresponding *P* value (0.0012), whereas 3262 DEGs were found in complete endometrial tissue (Additional file 6: Table S3 and Additional file 1: Figure S1, S2, S3, S4). 

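With the quasi-likelihood test, 398 of 12002 genes were called in LE, 89 of 11905 in GE, 206 of 11096 in BV and 35 of 11935 in S. At an unadjusted p under 0.05 there were 3233, 2742, 3161 and 1735 genes. A false discovery rate of 1% within each compartment called 0 genes in GE, BV and S with this test, and 651, 1199 and 207 with edgeR's robust GLM likelihood ratio test, the test named in the paper's methods. Under the paper's rule the robust GLM called 1411 in LE, 793 in GE, 1216 in BV and 377 in S. The calls in LE fell to 101, 113, 138, 105 and 117 without cyclic gilt 40 or 42 or pregnant gilt 139, 39 or 43. In GE they fell to 38 without cyclic gilt 42 and to 43, 41 and 43 without pregnant gilts 139, 39 and 43. BV had 97, 123 and 78 calls without cyclic gilts 128, 40 and 42, and 77 and 81 without pregnant gilts 39 and 43. In S the number was 14 and 12 without cyclic gilts 128 and 40 and 12 without pregnant gilt 43.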

Though a large number of genes were differently expressed (DE) among these cell types, it was notable that only a small number of DEGs (13) were found in all four LCM samples and complete endometrium as differentially expressed, and 18 in all four LCM cell types (Fig. 1b). 

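With the quasi-likelihood calls, 679 genes were DEGs in at least 1 compartment and 1 gene in all 4. This gene, named after its values were seen, was NR1D1 (gene ID 641342), with log2 fold changes of 2.62 in LE (standard error 0.47), 3.19 in GE (standard error 0.37), 1.47 in BV (standard error 0.19) and 1.54 in S (standard error 0.25), and adjusted p of 0.00923, 0.0276, 0.0130 and 0.0891 from edgeR's quasi-likelihood test. No gene was called in all 4 when any 1 gilt was left out of every compartment. The robust GLM called 30 genes in all 4 compartments, of which 28 had the same sign in each and EFHD1 and SCIN fell in BV and rose elsewhere. DESeq2 gave 18 genes. The paper's 18 appears to leave out genes also called in complete tissue, so it is not the same measure.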

Besides, 2119 DEGs were only identified in complete endometrium, and 445, 302, 631, and 77 DEGs were specifically obtained for LE, GE, BV, and S, respectively. This points to a highly specific spatial regulation of gene expression. 

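Whether the effect of pregnancy differed between compartments was tested with an interaction term in a quasi-likelihood fit of all 31 libraries over the 9727 genes detectable in every compartment. At a false discovery rate of 1%, the effect differed between compartments for 203 genes, between LE and GE for 106, between LE and BV for 253 and between LE and S for 88. With the gilt as a block, the 4 numbers were 297, 150, 328 and 144. Among genes called in 1 compartment only and detectable in all, the interaction was called for 81 of 251 from LE, 7 of 53 from GE, 17 of 177 from BV and 1 of 19 from S. The number for all compartments was 95, 66 and 131 without cyclic gilts 40, 42 and 78, and 69 and 87 without pregnant gilts 39 and 43. For LE and GE it was 33 and 37 without cyclic gilts 40 and 42, and 64, 13 and 19 without pregnant gilts 139, 39 and 43. LE and BV differed in 148, 129 and 145 genes without cyclic gilts 40, 42 and 78, and in 94 and 122 without pregnant gilts 39 and 43. LE and S differed in 32 and 43 genes without cyclic gilts 40 and 42, and in 42 and 39 without pregnant gilts 39 and 43. Across these genes, which are not independent replicates, the log2 fold changes correlated with r = 0.495 between LE and GE and r = 0.673 between BV and S. In both cases 1 of 35 splits of the gilts into groups of 4, the real one, gave as large an r, with the next split at 0.491 for LE and GE and at 0.563 for BV and S. For LE and BV r was 0.240, and 12 of 35 splits gave one as large, as did 3 for LE and S (r = 0.436), 4 for GE and BV (r = 0.370) and 3 for GE and S (r = 0.468). From the small number of DEGs shared by the compartments and the larger numbers found in only 1, the paper proposes that gene expression is regulated in a spatially specific way.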

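On the deposited counts, DESeq2 called 1342 genes in LE, 791 in GE, 943 in BV and 310 in S, and 1139, 600, 829 and 231 of them were also called by edgeR's robust GLM, all with the same sign. Only the robust GLM called 272, 193, 387 and 146 genes, and only DESeq2 203, 191, 114 and 79. Each DEG of the quasi-likelihood test was among the genes called by both.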

The DE analysis was in addition to EdgeR performed using the tool DESeq2 [30] that revealed very similar lists of DEGs (see Additional file 2: Figure S5 for DEGs complete endometrium).

### Comparison of LCM RNA-seq results to previous data from real-time RT-PCR

Validation of 14 selected genes from complete tissue samples was performed recently using quantitative PCR (dataset from Samborski et al. [22]). The selection of these genes was based on the previous findings of known or inferred functions in the porcine endometrium on Day 14 of pregnancy. The results for these genes were compared with RNA-seq results from the current study using the LCM method. 

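Of the genes that Table 1 of the paper compares, S100A9 changed most. S100A9 (gene ID 100127489, chromosome 4 from 96236114 to 96238989) had 0 counts in cyclic LE and 399.7 ± 341 CPM (SD, n = 4) in pregnant LE, at least 1739-fold higher than a floor of 3 counts over the cyclic group (adjusted p = 0.00476, edgeR's quasi-likelihood test). The call of S100A9 was lost without any 1 of cyclic gilts 40 and 42 and pregnant gilts 139, 39 and 43 (adjusted p from 0.011 to 0.0165). HPGD (gene ID 100156186, chromosome 14 from 15718261 to 15773534) fell from 769 ± 346 CPM (SD, n = 4) in cyclic to 114 ± 54.7 CPM (SD, n = 4) in pregnant LE (log2 fold change -2.76, standard error 0.48, adjusted p = 0.00845). HPGD moved between -3.04 and -2.45 when 1 library was left out, and the call was lost without any 1 of cyclic gilts 128, 40 and 42 and pregnant gilts 139, 39, 41 and 43 (adjusted p from 0.0135 to 0.0293). The mean of HPGD in GE was 60.8 ± 16.4 CPM (SD, n = 3) in pregnant against 10.0 ± 15.2 CPM (SD, n = 4) in cyclic gilts (log2 fold change 2.60, standard error 0.98, adjusted p = 0.167). Leave-one-out values of HPGD ran from 2.22 to 4.57, and it passed the threshold without cyclic gilt 78 (adjusted p = 0.0543). HPGD in GE lay apart in cyclic gilt 78 at 32.6 CPM, and the next library of its group had 5.09 CPM. HPGD was called by edgeR's robust GLM test (adjusted p = 6.0e-12) and not by DESeq2 (adjusted p = 0.0567). The effect on HPGD differed between compartments (interaction, adjusted p = 0.00701). FGF9 (gene ID 396717, chromosome 11 from 1554648 to 1581938, log2 fold change 3.27, adjusted p = 0.00208) and SERPINB7 (gene ID 100152588, chromosome 1 from 157953872 to 157999242, log2 fold change 5.69, adjusted p = 0.00698) were also DEGs in LE. The call of FGF9 was lost without cyclic gilt 42 (adjusted p = 0.0108). The call of SERPINB7 was lost without any 1 of cyclic gilts 40 and 42 and pregnant gilts 139, 39, 41 and 43 (adjusted p from 0.0137 to 0.0303). STC1 in LE (gene ID 100125345, chromosome 14 from 7952175 to 7961365, log2 fold change 3.79, adjusted p = 0.0118), DEFB1 in LE (gene ID 404699, on no placed chromosome, log2 fold change -4.82, adjusted p = 0.0157) and PAQR5 in GE (gene ID 100521597, chromosome 1 from 167154636 to 167234835, log2 fold change 1.90, adjusted p = 0.0832) passed no threshold of the quasi-likelihood test, and the robust GLM and DESeq2 called all 3. STC1 passed the threshold without either of cyclic gilts 128 and 78 (adjusted p from 0.00354 to 0.00709). DEFB1 passed the threshold without cyclic gilt 78 (adjusted p = 0.00848). For DEFB1 in LE, cyclic gilt 128 lay apart at 148 CPM, with the next library of its group at 28.6 CPM. IRF1 in GE (gene ID 396611, chromosome 2 from 134776122 to 134783646, log2 fold change 3.13, adjusted p = 0.0781) and SPP1 in LE (gene ID 397087, chromosome 8 from 131077786 to 131085334, log2 fold change 0.72, adjusted p = 0.556) were not called by the quasi-likelihood test, and only IRF1 was called by the robust GLM and DESeq2.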

Similar mRNA expression profiles were observed in this comparison (Table 1).

**Table 1:** Comparison of RNA-seq and qPCR data

Ssc gene symbol	Ssc Entrez gene ID	Hsa *gene symbol*	Hsa Entrez gene ID	Hsa gene description	log2 FC P/C						FDR (RNA-seq) / *P*-value (qPCR)					
					RNA-seq					qPCR	RNA-seq					qPCR
					LE	GE	BV	S	Complete		LE	GE	BV	S	Complete	
*DEFB1*	404699	*DEFB1*	1672	defensin beta 1	−4.1				−3.9	−3.4	0.000				0.000	0.010
*FGF9*	396717	*FGF9*	2254	fibroblast growth factor 9	3.4	2.0			2.6	3.0	0.000	0.000			0.000	< 0.001
*IRF1*	396611	*IRF1*	3659	interferon regulatory factor 1	0.8	1.9	0.7	1.8	3.3	2.9	0.045	0.000	0.023	0.000	0.000	0.003
*PLP1*	397029	*PLP1*	5354	proteolipid protein 1					8.3	7.5					0.000	< 0.001
*S100A9*	100127489	*S100A9*	6280	S100 calcium binding protein A9	13.4			8.9	9.1	9.2	0.000			0.000	0.000	< 0.001
*SERPINB7*	100152588	*SERPINB7*	8710	serpin family B member 7	6.3			6.7	4.5	5.4	0.000			0.000	0.000	0.018
*SPP1*	397087	*SPP1*	6696	secreted phosphoprotein 1	0.0	1.0	−1.3	−1.1	3.6	3.2	0.987	0.036	0.002	0.017	0.000	0.029
*STAT1*	396655	*STAT1*	6772	signal transducer and activator of transcription 1	0.7	0.8	0.2	1.0	2.7	2.3	0.029	0.085	0.432	0.008	0.000	< 0.001
*CLDN10*	100153752	*CLDN10*	9071	claudin 10		−0.5			−0.6	−0.5		0.196			0.009	0.089
*CLDN11*	100302016	*CLDN11*	5010	claudin 11				1.6	0.6	0.1				0.000	0.084	0.506
*HPGD*	100156186	*HPGD*	3248	15-hydroxyprostaglandin dehydrogenase	−2.7	4.2	0.4	−1.0	−0.9	−1.3	0.000	0.000	0.241	0.015	0.000	0.055
*LOC102161418*	102161418	*IFITM1*	8519	interferon-induced transmembrane protein 1-like	−1.2		1.0	0.2	−0.6	0.4	0.006		0.005	0.675	0.007	0.195
*PAQR5*	100521597	*PAQR5*	54852	progestin and adipoQ receptor family member 5	0.9	1.8			0.4	0.3	0.073	0.000			0.072	0.195
*STC1*	100125345	*STC1*	6781	stanniocalcin 1	4.2			3.0	2.1	2.0	0.000			0.000	0.000	0.017

### Unsupervised clustering of RNA-seq data sets of the LCM samples

To explore the RNA-seq data in an unsupervised manner, multiple dimension scaling (MDS) plots were generated which are based on leading log-fold-changes between each pair of RNA-seq samples (Fig. 2). In the MDS plot including all LCM samples, a clustering of samples derived from the same cell type including pregnant and cyclic groups was observed for LE, GE, BV, and S (Fig. 2a, b). However, a clear separation of pregnant and control samples was mainly found for BV according to principal component 1. 

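On leading log2 fold changes of 2000 genes, the compartment gave 64.0% of the summed squared distances between the 31 libraries and pregnancy 6.10%. No permutation of the compartment labels reached this share (p = 1e-05, the smallest that 100000 permutations can give). With 500 genes the share was 58.4%. The nearest library came from the same compartment for 8 of 8 LE, 7 of 7 GE, 8 of 8 BV and 6 of 8 S libraries.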

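On the first dimension, cyclic BV libraries lay at -1.85 ± 0.187 (SD, n = 4) and pregnant ones at -1.08 ± 0.196 (SD, n = 4), without overlap (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). The groups overlapped in LE (exact p = 0.4), GE (exact p = 0.486) and S (exact p = 0.2).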

Since the overlap of DEGs in comparison of the different LCM sample types was low, individual MDS plots were also generated for each LCM sample type (Fig. 2c, d, e and f). In the latter MDS plots, a clear separation of samples derived from the pregnant group and the control group was obtained.

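Within a compartment, pregnancy gave 45.5% of the squared leading log2 fold change distances in LE, 32.4% in GE, 40.3% in BV and 26.4% in S. The real split was the largest of 35 in LE, GE and BV (exact permutation test, p = 0.0286) and 1 of 2 as large in S (exact p = 0.0571). With 1 library left out it stayed the largest in LE and BV, while in S the exact p was 0.0286 without cyclic gilt 42, 0.0571 without cyclic gilt 78 or pregnant gilt 39, 0.0857 without pregnant gilt 139 and 0.114 without any 1 of cyclic gilts 128 and 40 and pregnant gilts 41 and 43. For GE, leaving out 1 library leaves 10 or 15 splits, so no smaller p than 0.1 or 0.0667 can be reached, and 2 of 15 splits were as large without pregnant gilt 139 or 39 (exact p = 0.133).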

**Fig. 2:**
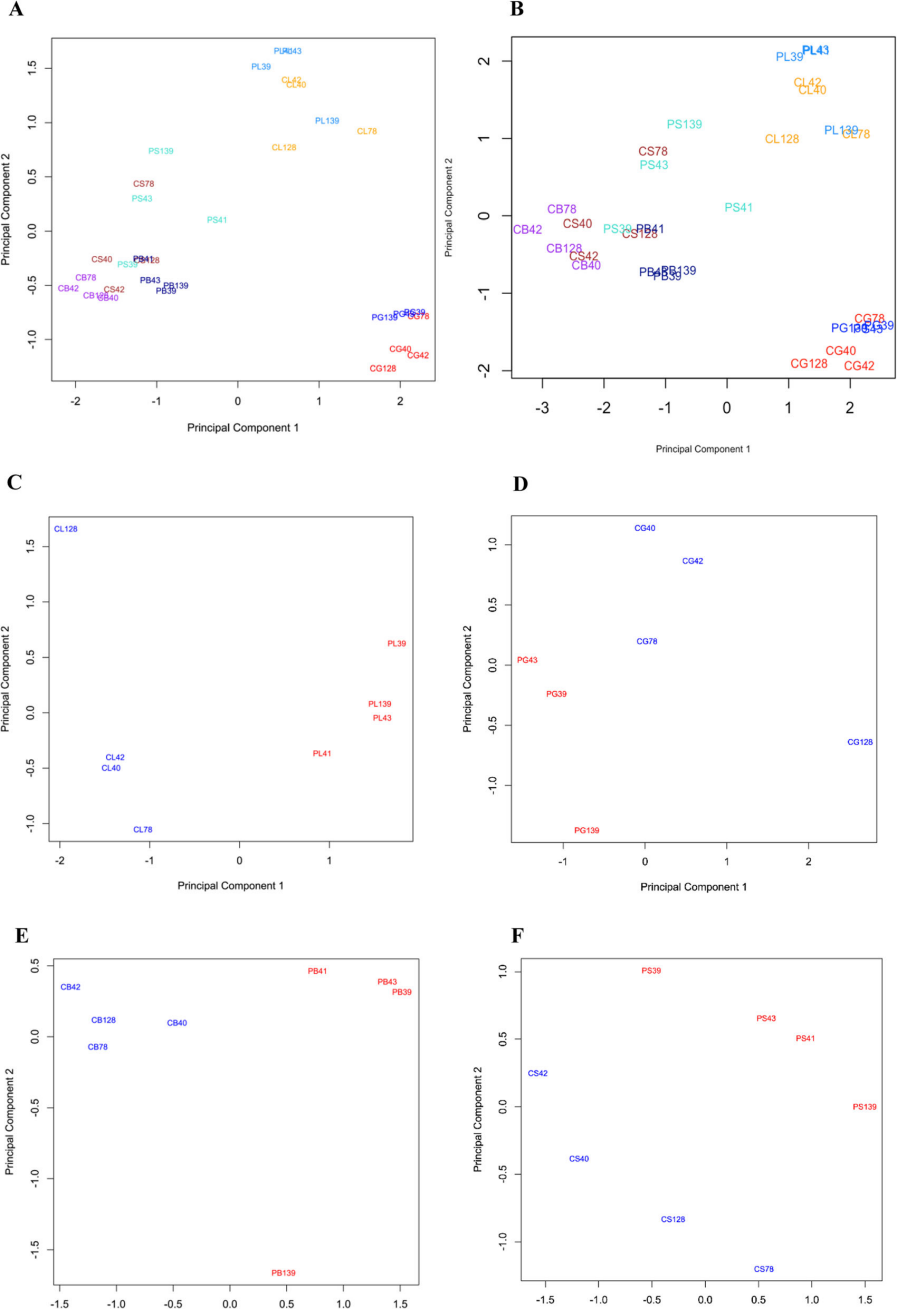
Unsupervised clustering of endometrial LCM samples. Multidimensional scaling plots were generated in EdgeR for the genes showing the highest leading log-fold-changes between the samples in the dataset for LCM samples. Sample groups: CL (orange): cyclic, luminal epithelium; PL (dodgerblue): pregnant, luminal epithelium; CG (red): cyclic, glandular epithelium; PG (blue): pregnant, glandular epithelium; CB (purple): cyclic, blood vessels; PB (darkblue): pregnant, blood vessels; CS (brown): cyclic, stroma; PS (cyan): pregnant, stroma. **a,b** all LCM samples based on the 2000 genes with highest leading log-fold-changes (**a**) and on all detectable genes (**b**). **c** luminal epithelium samples. **d** glandular epithelium samples. **e** blood vessel samples. **f** stroma samples. **c-f** MDS plots based on the 500 genes with highest leading log-fold-changes. Red and Blue indicate samples from pregnant and cyclic groups, respectively

In addition, a hierarchical cluster analysis was performed for each individual LCM sample type to show homogeneity of gene expression in the individual samples (biological replicates) of the pregnant and cyclic stage, respectively (see Additional file 1: Figure S1, S2, S3, and S4). Regarding the comparison between pregnant and cyclic endometrium, 833, 501, 643, and 245 DEGs were upregulated in LE, GE, BV, and S of pregnant gilts, respectively, and 577, 299, 573, and 139 DEGs were identified as downregulated in LE, GE, BV, and S, respectively. 

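Of the quasi-likelihood DEGs, 243 were upregulated and 155 downregulated in LE, 61 and 28 in GE, 144 and 62 in BV, and 22 and 13 in S. The robust GLM gave 838 and 573, 499 and 294, 636 and 580, and 234 and 143. Upregulated genes made up 61.1%, 68.5%, 69.9% and 62.9% of the quasi-likelihood calls, and 59.4%, 62.9%, 52.3% and 62.1% of the robust calls. In BV, 85 of 144 upregulated genes (59.0%) were at least 4-fold higher in LE or GE than in BV, against 6.44% of all genes tested there. In S these were 10 of 22 (45.5%), against 7.34% of the genes tested.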

The detailed information for the obtained DEGs can be found in Additional file 6: Table S3.

### Comparative functional annotation of DEGs between cell types

To compare in more detail the cell-specific differential gene expression, functional classification was conducted using the online tool DAVID GO charts (Gene Ontology (GO) categories and KEGG pathways) for the upregulated genes. The functional categories with FDR < 5% were selected, then sorted by a score combining FDR and fold enrichment, and 20% best scores were used for the heatmap and word clouds based on the overrepresented terms and pathways. The results shown in Fig. 3 revealed ‘extracellular exosome’ and ‘membrane bound vesicle’ categories as overrepresented in all four cell types as well as in complete endometrial tissue. For LE and GE, mainly lipid metabolic processes were overrepresented, while secretion, basolateral plasma membrane, and B cell apoptotic process were enriched for LE and stroma. 

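Table S4 of the paper lists the genes behind each term, and the direction of those genes was taken from the paper's list of DEGs. The log2 fold changes computed here have the same sign for 1409 of 1410 listed genes in LE and 799 of 799 in GE. Steroid biosynthetic process in LE held 7 upregulated and 21 downregulated genes, and lipid biosynthetic process in GE 18 and 27. Basolateral plasma membrane in LE held 22 and 14, and all 7 genes of B cell apoptotic process were upregulated there.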

The processes ‘regulation of cell migration’ and ‘circulatory system development’ were obtained for GE and BV. Categories related to regulation of different processes, endoplasmic reticulum were found for BV and stroma. In addition to the commonly enriched functional categories, some GO terms and pathways were specifically enriched for the specific cell types, such as categories describing biosynthetic processes, related to ion transport, and apoptotic processes were enriched for the genes upregulated in LE. In contrast, overrepresented categories and pathways in GE were related to cell migration, cell growth, signaling, and metabolic/biosynthetic processes. 

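Of 102 terms listed for LE with their genes, 94 contained downregulated genes and 30 contained more downregulated than upregulated ones. Among 46 terms below a false discovery rate of 5% this held for 17. Small molecule biosynthetic process had 32 upregulated and 41 downregulated genes, and regulation of sodium ion transport 7 and 11.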

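For GE, 112 of 120 listed terms contained downregulated genes, and in 46 they were the majority, including 18 of 44 terms below a false discovery rate of 5%. Regulation of cell migration held 51 upregulated and 11 downregulated genes, regulation of cell growth 33 and 4, and coenzyme biosynthetic process 6 and 14.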

Functional categories and pathways such as ‘focal adhesion’, ‘actin cytoskeleton’, ‘cell junction’, ‘cell differentiation and development’ were highly enriched for BV. For stroma, genes related to extracellular matrix, gap junction, and ER to Golgi vesicles were overrepresented. The detailed information can be found in Additional file 7: Table S4. Among all these functional categories and pathways, it is of notice that overrepresentation of adhesion functions was most significant for genes upregulated in BV, and for all cell types various cell communication categories were found as overrepresented.

**Fig. 3:**
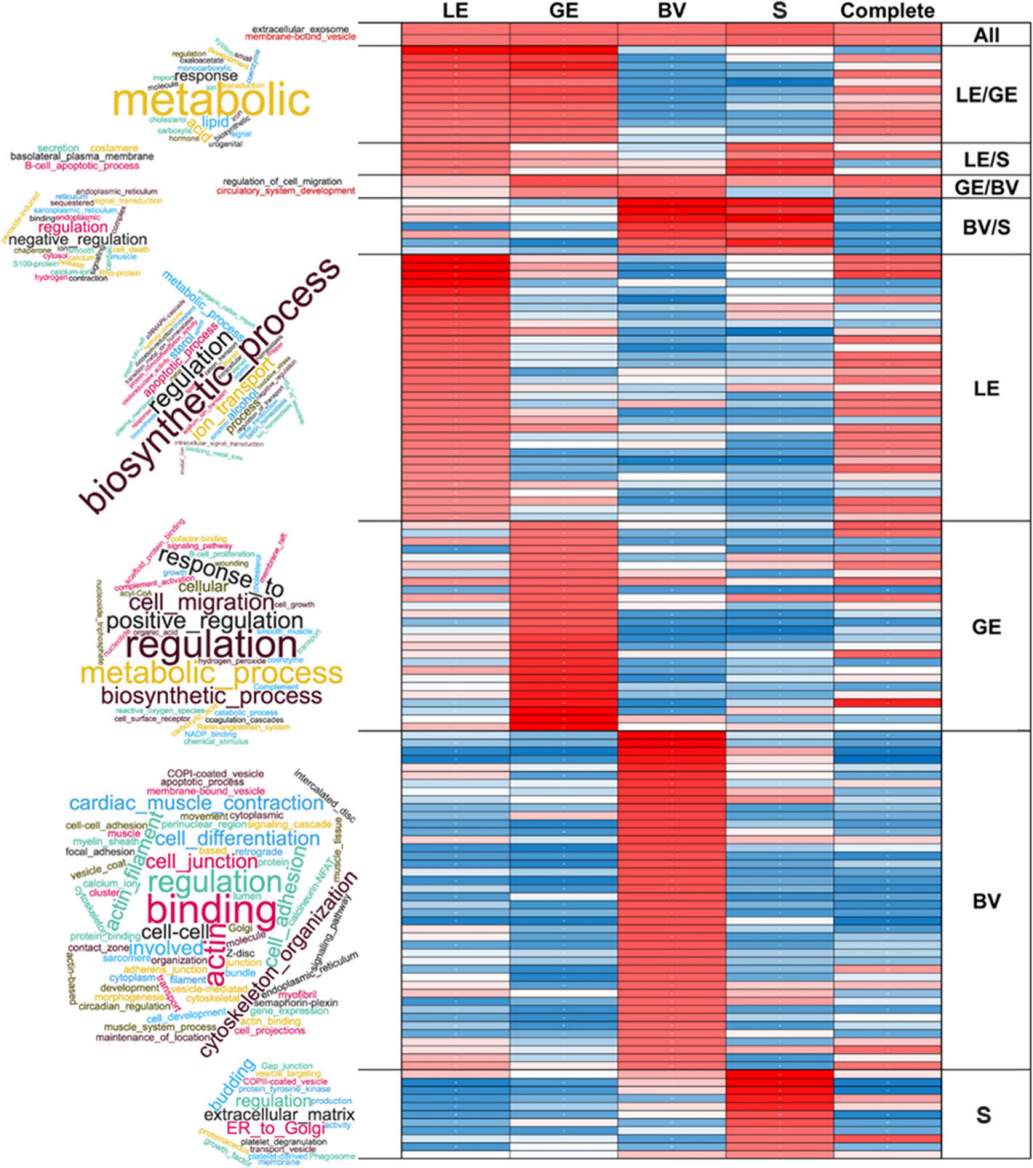
Comparative DAVID Gene Ontology chart analysis. Overrepresentation of the most significantly overrepresented functional categories of each LCM sample type (LE: luminal epithelium, GE: glandular epithelium, BV: blood vessel, S: stroma, All: overrepresented in all sample types) was compared. Categories were filtered manually for redundancy. The word clouds on the left side indicate the main functional categories/terms for the DEGs obtained for the respective endometrial compartments. Characteristic terms and words of the overrepresented categories were used to generate word clouds where the font size indicates the frequency of the word or term. The heatmap shows a score combining fold enrichment and false discovery rate (blue = lowest score, red = score of 7 or higher). For details of the DAVID GO chart analysis see Additional file 7: Table S4

### Top 20 DEGs of LCM samples and complete endometrial tissue

The top 10 up- and downregulated genes of each sample type were selected to illustrate the very specific regulation of gene expression in endometrium on Day 14 of pregnancy (see Fig. 4). 

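In LE, MMP8 (gene ID 100523811, chromosome 9 from 33384034 to 33397637) had 261 ± 141 CPM (SD, n = 4) in cyclic and 2.53 ± 2.70 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of -6.50 (standard error 0.81, adjusted p = 0.00251, edgeR's quasi-likelihood test). Without 1 library, MMP8 stayed between -7.68 and -6.13, and the call was lost without either of pregnant gilts 39 and 43 (adjusted p from 0.012 to 0.0126). NXNL2 (gene ID 100739001, chromosome 14 from 348225 to 357227) fell from 13.2 ± 6.33 CPM (SD, n = 4) in cyclic to 0.230 ± 0.308 CPM (SD, n = 4) in pregnant LE (log2 fold change -5.93, standard error 0.75, adjusted p = 0.00255). NXNL2 ranged from -7.00 to -5.29 in log2 fold change as each LE library was left out, and the call was lost without pregnant gilt 39 (adjusted p = 0.0106). The pooled counts of NXNL2 give a ratio of 77.0 with an exact 95% counting interval from 26.0 to 376. For GPR83 (gene ID 100513220, chromosome 9 from 26549230 to 26560473) and FXYD4 (gene ID 100511475, chromosome 14 from 61633355 to 61637733), LE means fell from 15.7 ± 8.48 to 0.107 ± 0.213 CPM (adjusted p = 0.00294) and from 62.8 ± 75.7 to 0.492 ± 0.428 CPM (adjusted p = 0.00625). The pooled counts of GPR83 give a ratio of 94.8 with an exact 95% counting interval from 32.1 to 463. The call of GPR83 was lost without any 1 of cyclic gilt 40 and pregnant gilts 139, 39, 41 and 43 (adjusted p from 0.0108 to 0.0119). The call of FXYD4 was lost without any 1 of cyclic gilts 40 and 42 and pregnant gilts 139, 39, 41 and 43 (adjusted p from 0.0143 to 0.025). GPR83 was highest in LE of pregnant gilt 41 at 0.427 CPM, with the next library of the group at 0 CPM. FXYD4 in LE lay apart in cyclic gilt 128 at 176 CPM, and the next library of its group had 32.9 CPM. LOC100625810 (gene ID 100625810, chromosome 15 from 139049403 to 139050341) had 273 counts in cyclic LE and 0 in pregnant LE, at least 99.1-fold lower against the 3-count floor of the group (adjusted p = 0.0479). LOC100625810 passed the threshold without cyclic gilt 78 (adjusted p = 0.00299). Together with CDH17, AQP5, CYP26A1, LGR5, IL24 and LOC110255187, all 11 genes were lower in pregnant LE, 5 were called by the quasi-likelihood test, 11 by the robust GLM and 8 by DESeq2. Adjusted over the list alone, 11 of 11 stayed below 5%, but the study chose this list on these libraries, so that count is not independent evidence. The groups did not overlap for 8 of the 11. By chance 2.86% of genes do so, but this rate is no reference for a list chosen on these libraries. CDH17 passed the threshold without either of cyclic gilts 128 and 78 (adjusted p from 0.00131 to 0.00741), AQP5 passed the threshold without cyclic gilt 128 (adjusted p = 0.00341) and LOC110255187 passed the threshold without cyclic gilt 128 (adjusted p = 0.00323). CDH17 was highest in cyclic gilt 128 at 1917 CPM, and in pregnant gilt 41 LGR5 stood apart at 11.8 CPM and LOC110255187 at 0.285 CPM.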

The genes, matrix metallopeptidase 8 (*MMP8*), cadherin 17 (*CDH17*), G protein-coupled receptor 83 (*GPR83*), FXYD domain containing ion transport regulator 4 (*FXYD4*), nucleoredoxin-like 2 (*NXNL2*), aquaporin 5 (*AQP5*), cytochrome P450, family 26, subfamily A, polypeptide 1 (*CYP26A1*), leucine rich repeat containing G protein-coupled receptor 5 (*LGR5*), interleukin 24 (*IL24*), olfactory receptor 6B3-like (*LOC100625810*) and uncharacterized *LOC110255187* were differential and only expressed in LE (Additional file 8: Table S5). 

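In GE, MUC6 (gene ID 100626121, chromosome 2 from 630075 to 657967) had 68.9 ± 73.6 CPM (SD, n = 4) in cyclic and 0.723 ± 0.219 CPM (SD, n = 3) in pregnant gilts, with a log2 fold change of -6.55 (standard error 1.37, adjusted p = 0.0558, edgeR's quasi-likelihood test). MUC6 moved between -6.94 and -5.56 when 1 library was left out, and it passed the threshold without cyclic gilt 40 (adjusted p = 0.0462). The mean of GBP1 (gene ID 100151938, chromosome 4 from 127425699 to 127442132) in GE was 152 ± 204 CPM (SD, n = 3) in pregnant against 1.39 ± 0.662 CPM (SD, n = 4) in cyclic gilts (log2 fold change 6.74, standard error 1.33, adjusted p = 0.05). Leave-one-out values of GBP1 ran from 4.63 to 7.30, and it passed the threshold without pregnant gilt 39 (adjusted p = 0.0726). DISP3 (gene ID 100523793, chromosome 6 from 71583818 to 71640945) fell to 1.47 ± 1.00 CPM from 66.7 ± 62.0 CPM (adjusted p = 0.0539). Including MPV17L, LOC100624435, CYP2C36, RLBP1, LOC100153854, BHMT, CYP2C34 and CYP2C49, all 10 genes given as lower in pregnant GE had lower means there. The text of the paper prints MPV17 with the description of a like protein, which was taken here to be MPV17L. None of the 10 was called by the quasi-likelihood test, although all 10 had an unadjusted p under 0.05, while the robust GLM called 10 and DESeq2 7. Of GBP1, CXCL10 and B4GALT6, all higher in pregnant GE, 0 were called by the quasi-likelihood test with 3 at an unadjusted p under 0.05, 3 by the robust GLM and 2 by DESeq2. Adjusted over each list alone, all 10 and all 3 stayed below 5%, which is not independent evidence for lists chosen by the study on these libraries. Groups did not overlap for 3 of the 10 and 1 of the 3. LOC100624435 passed the threshold without cyclic gilt 128 (adjusted p = 0.0344), BHMT passed the threshold without cyclic gilt 128 (adjusted p = 0.0352), CYP2C49 passed the threshold without cyclic gilt 128 (adjusted p = 0.0202), CXCL10 passed the threshold without pregnant gilt 39 (adjusted p = 0.0565) and B4GALT6 passed the threshold without pregnant gilt 139 (adjusted p = 0.0591). The pooled counts of MPV17L give a ratio of 168 with an exact 95% counting interval from 29.9 to 6673. The pooled counts of CYP2C49 give a ratio of 84.8 with an exact 95% counting interval from 14.9 to 3378.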

Mitochondrial inner membrane protein like (*MPV17*), cytochrome P450 2C42-like (*LOC100624435*), cytochrome P450 2C36 (*CYP2C36*), retinaldehyde binding protein 1 (*RLBP1*), pancreatic alpha-amylase (*LOC100153854*), betaine-homocysteine S-methyltransferase (*BHMT*), mucin 6, oligomeric mucus/gel-forming (*MUC6*), dispatched RND transporter family member 3 (*DISP3*), cytochrome P450 2C34 (*CYP2C34*), cytochrome P450 2C49 (*CYP2C49*), guanylate binding protein 1, interferon-inducible (*GBP1*), C-X-C motif chemokine ligand 10 (*CXCL10*), and beta-1, 4-galactosyltransferase 6 (*B4GALT6*) were specifically differentially expressed in GE (Additional file 8: Table S5). 

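In BV, HEPHL1 (gene ID 100625356, chromosome 9 from 26356159 to 26438315) had 8.52 ± 4.58 CPM (SD, n = 4) in cyclic and 0.365 ± 0.518 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of -4.37 (standard error 0.84, adjusted p = 0.0186, edgeR's quasi-likelihood test). Without 1 library, HEPHL1 stayed between -5.68 and -3.97, and it passed the threshold without cyclic gilt 42 (adjusted p = 0.0458). The mean of SYT13 (gene ID 100520062, chromosome 2 from 17120127 to 17166997) in BV was 553 ± 299 CPM (SD, n = 4) in pregnant against 13.0 ± 17.8 CPM (SD, n = 4) in cyclic gilts (log2 fold change 5.39, standard error 0.98, adjusted p = 0.017). SYT13 ranged from 5.01 to 7.1 in log2 fold change as each BV library was left out, and the call was lost without any 1 of cyclic gilts 128, 42 and 78 and pregnant gilts 139, 39 and 43 (adjusted p from 0.0163 to 0.0568). SYT13 is among the genes from which the share of GE RNA in BV was estimated. HEPHL1 was called by edgeR's robust GLM test (adjusted p = 3.2e-07) and by DESeq2 (adjusted p = 1.4e-04). CNTN1 (gene ID 100521555, chromosome 5 from 72168496 to 72495454) had 11.5 ± 8.08 CPM (SD, n = 4) in cyclic and 13.6 ± 27.0 CPM (SD, n = 4) in pregnant BV (log2 fold change 0.24, standard error 1.34, adjusted p = 0.927), and ACAN (gene ID 397255, chromosome 7 from 54449830 to 54520606) 7.90 ± 4.65 and 12.0 ± 24.0 CPM (log2 fold change 0.56, standard error 1.36, adjusted p = 0.816). The robust GLM reversed both, with log2 fold changes of -4.83 for CNTN1 (adjusted p = 2.6e-06) and -5.10 for ACAN (adjusted p = 1.1e-06). Without pregnant gilt 139, the quasi-likelihood log2 fold change of CNTN1 was -6.13. CPM of that library were 54.2 for CNTN1 and 48.1 for ACAN, and it was also the highest pregnant library for GLDN at 51.4 CPM, CSRNP3 at 20.4 CPM, HTR2B at 20.8 CPM, KCNMB1 at 13.4 CPM, COL8A1 at 122 CPM and KRT80 at 8.97 CPM. For CSRNP3, cyclic gilt 42 also lay apart at 16.7 CPM. Of the 9 genes other than SYT13, 7 had lower means in pregnant BV, 0 were called by the quasi-likelihood test (2 at an unadjusted p under 0.05), 9 by the robust GLM and 1 by DESeq2. Without pregnant gilt 139 the quasi-likelihood test called CNTN1 (adjusted p = 0.0156), GLDN (adjusted p = 0.00817), CSRNP3 (adjusted p = 0.00713), HTR2B (adjusted p = 0.013) and KCNMB1 (adjusted p = 0.00713) as downregulated. Adjusted over the list alone, 1 stayed below 5%, and for 1 the groups did not overlap. The study chose this list on these libraries, so neither count is independent evidence.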

Gliomedin (*GLDN*), cysteine and serine rich nuclear protein 3 (*CSRNP3*), 5-hydroxytryptamine receptor 2B (*HTR2B*), potassium calcium-activated channel subfamily M regulatory beta subunit 1 (*KCNMB1*), collagen type VIII alpha 1 chain (*COL8A1*), aggrecan (*ACAN*), contactin 1 (*CNTN1*), hephaestin like 1 (*HEPHL1*), keratin 80 (*KRT80*), and synaptotagmin 13 (*SYT13*) were identified as DEGs specifically in BV. In stroma, SLIT and NTRK like family member 4 (*SLITRK4*), cartilage intermediate layer protein (*CILP*), ADAM metallopeptidase with thrombospondin type 1 motif 4 (*ADAMTS4*), ELL associated factor 2 (*EAF2*), hemicentin 2 (*HMCN2*), colorectal cancer associated 1 (*COLCA1*), and sodium voltage-gated channel alpha subunit 3 (*SCN3A*) were differentially expressed. 

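In S, SLITRK4 (gene ID 100525800, chromosome X from 117145647 to 117157275) had 36.8 ± 29.6 CPM (SD, n = 4) in cyclic and 4.43 ± 1.72 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of -3.04 (standard error 0.63, adjusted p = 0.111, edgeR's quasi-likelihood test). SLITRK4 moved between -3.35 and -2.42 when 1 library was left out, and it passed the threshold without cyclic gilt 42 (adjusted p = 0.0946). For SLITRK4 in S, pregnant gilt 39 lay apart at 1.86 CPM, with the next library of its group at 5.24 CPM. ADAMTS4 (gene ID 100157276, chromosome 4 from 89260354 to 89269238) fell from 100.3 ± 87.7 CPM (SD, n = 4) in cyclic to 11.0 ± 7.44 CPM (SD, n = 4) in pregnant S (log2 fold change -3.19, standard error 0.74, adjusted p = 0.118). Leave-one-out values of ADAMTS4 ran from -3.72 to -2.47. SCN3A (gene ID 100625056, chromosome 15 from 71717330 to 71824190) had 0.0893 ± 0.104 CPM (SD, n = 4) in cyclic and 37.4 ± 48.7 CPM (SD, n = 4) in pregnant S (adjusted p = 0.109). The pooled counts of SCN3A give a ratio of 268 with an exact 95% counting interval from 73.8 to 2223. For SCN3A, it passed the threshold without either of pregnant gilts 139 and 39 (adjusted p from 0.0596 to 0.0883). The share of RNA of LE and GE was estimated for each S library from genes at least 4-fold higher in that epithelium than in S. At this share, RNA of LE and GE would give 0.343% of the rise of SCN3A. Its subtraction left 2 of 2 counts in cyclic and 415 of 417 in pregnant S, with 2 of 4 cyclic libraries at 0 (robust GLM, unadjusted p = 1.1e-13). All 6 genes other than SCN3A were lower in pregnant S, and 0 of them were called by the quasi-likelihood test, with 3 at an unadjusted p under 0.05. The robust GLM called 6 and DESeq2 2. With adjustment over the list alone, which the study chose on these libraries, 3 stayed below 5%. For 2 of the 6 the groups did not overlap. In pregnant gilt 41, COLCA1, EAF2 and HMCN2 stood apart at 10.5, 8.86 and 15.1 CPM.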

There were also some genes only detected in complete endometrial tissue, such as, regenerating islet-derived 3 gamma (*REG3G*), lithostathine-like (*LOC100624628* and *LOC100520832*), gamma polypeptide (*ADH1C*), small nuclear ribonucleoprotein F-like (*LOC102157754*), asparaginase (*ASPG*), corneodesmosin (*CDSN*), serine peptidase inhibitor, Kazal type 7 (*SPINK7*), aconitate decarboxylase 1 (*ACOD1*), proteolipid protein 1 (*PLP1*), Wnt family member 7B (*WNT7B*), indoleamine 2,3-dioxygenase 1 (*IDO1*), and membrane-spanning 4-domains subfamily A member 8-like (*LOC110259710*). Detailed information is shown in Additional file 8: Table S5.

**Fig. 4:**
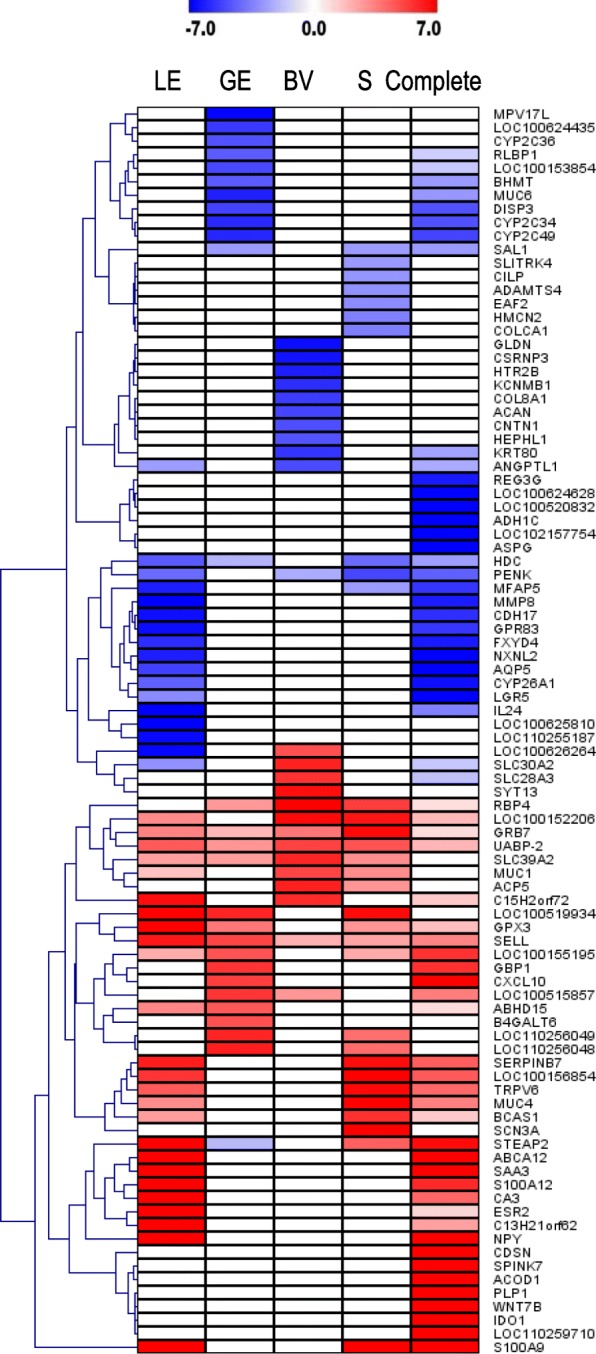
Heatmap of the top 10 upregulated and downregulated genes identified for each sample type in comparison of samples derived from pregnant and cyclic gilts. The color scale indicates log2 fold change from −7 to 7 (corresponding to a linear fold change of 128). Each column represents one LCM sample type or complete tissue (luminal epithelium (LE), glandular epithelium (GE), blood vessel (BV), stromal cells (S), and complete tissue). Detailed information can be found in Additional file 8: Table S5

### Cell type-specific DEGs

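Of the 679 quasi-likelihood DEGs, 633 (93.2%) were called in 1 compartment only, 361 in LE, 62 in GE, 189 in BV and 21 in S. By the robust GLM the share was 77.3% and by DESeq2 80.0%, with 964, 435, 783 and 103 genes by the robust GLM. Of genes tested in both LE and GE, 20 were called in both, against 2.52 for independent compartments. For LE and BV it was 10 against 5.80, 1 of them in opposite directions. The compartments share their gilts, so independence is no fair reference. Other splits of the gilts also gave correlated effects, with a median r of 0.320 for LE and GE and 0.192 for LE and BV.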

A number of cell type-specific DEGs (962, 439, 785, and 107) were obtained for LE, GE, BV, and S, respectively. These genes were only DE in one cell type or in one cell type and complete tissue (Fig. 1b). DAVID Functional Annotation Clustering was performed for these specific DEGs to identify overrepresented functional categories and pathways specific for each endometrial compartment. Furthermore, DEGs that were only identified in complete tissue were analyzed (Additional file 9: Table S6). Overrepresented functions including “regulation of cell death”, “intracellular signal transduction”, “cell migration”, “molecular function regulator”, “response to hormone”, “cellular protein modification process” and “cell morphogenesis involved in differentiation” were obtained for upregulated genes in LE. For the downregulated genes in LE the categories “cholesterol biosynthetic process” and “lipid biosynthetic process” were enriched. The upregulated genes in GE revealed high enrichment for “cellular response to chemical stimulus”, “cell migration”, “cell surface receptor signaling pathway”, “extracellular matrix organization”, and “vasculature development”. In contrast, “mitochondrial part”, “oxoacid metabolic process”, “coenzyme biosynthetic process”, and “cellular lipid metabolic process” were overrepresented for genes downregulated in GE. Enriched categories for genes with higher expression in BV derived from pregnant endometrium were involved in “anatomical structure formation involved in morphogenesis”, “embryonic morphogenesis”, “epithelium development”, “cell morphogenesis”, and “immune system development”, whereas functional categories “adherens junction”, “myofibril”, “cellular localization”, “actin filament-based process”, and “mitotic cell cycle” were found for the genes with decreased expression in BV. The most significant functional themes for the genes only found as upregulated in complete endometria were “immune response”, “response to cytokine”, “cell activation”, “response to external biotic stimulus”, “response to lipopolysaccharide”, and “programmed cell death”.

### DEGs involved in cell adhesion and modulation of immune response as potential main players in embryo implantation

Genes involved in cell adhesion and immune response signaling were identified to analyze their localization of differential expression. A selection of corresponding lists of genes was obtained from GO, KEGG pathways, Wiki Pathways, and previous studies (interferon-stimulated genes [31], synaptic adhesion-like molecules, focal adhesion, integrin cell surface interactions, integrin-mediated cell adhesion, cell junction organization, GO:0098609 cell-cell adhesion, interferon type I signaling pathways, Type II interferon signaling (IFNG), interferon alpha/beta signaling, interferon gamma signaling, IL-1 signaling pathway, structural pathway of interleukin 1 (IL-1), wnt signaling) and compared to the lists of DEGs for the LCM samples and complete tissue. In total, 407 DEGs related to these selected processes and pathways were assigned. 

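Of 407 genes in Table S7 of the paper, 91 of 97 marked for LE, 68 of 75 for GE, 87 of 91 for BV and 39 of 44 for S were matched by symbol to detectable genes. The direction computed here was the marked one for 91, 68, 86 and 39 of them. The quasi-likelihood test called 25, 10, 16 and 4, the robust GLM 89, 67, 84 and 39, and DESeq2 78, 54, 58 and 25.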

With the LCM-RNA-seq, 97, 74, 91, and 44 were localized to LE, GE, BV, and S, respectively. The detailed information is shown in Additional file 10: Table S7. Most of the genes related to immune response were only found in complete tissue as DE and were upregulated. Two typical interferon-stimulated genes (ISGs), interferon alpha inducible protein 6 (*IFI6*) and interferon-induced transmembrane protein 3 (*IFITM3*) were downregulated in LE, whereas interferon regulatory factor 2 (*IRF2*) was upregulated. 

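In LE, IRF2 (gene ID 100621620, chromosome 15 from 45546779 to 45693241) had 60.2 ± 14.3 CPM (SD, n = 4) in cyclic and 122 ± 28.3 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 1.01 (standard error 0.23, adjusted p = 0.0229, edgeR's quasi-likelihood test). Without 1 library, IRF2 stayed between 0.88 and 1.19. IRF2 was called by edgeR's robust GLM test (adjusted p = 9.6e-04) and by DESeq2 (adjusted p = 9.5e-04). IFI6 (gene ID 110261124, chromosome 6 from 84852782 to 84858072) fell from 341 ± 274 CPM (SD, n = 4) in cyclic to 84.7 ± 62.7 CPM (SD, n = 4) in pregnant LE (log2 fold change -2.00, standard error 0.65, adjusted p = 0.0794). IFI6 ranged from -2.67 to -1.35 in log2 fold change as each LE library was left out. IFI6 was highest in LE of pregnant gilt 41 at 178 CPM, with the next library of the group at 61.3 CPM. IFI6 was called by edgeR's robust GLM test (adjusted p = 3.4e-04) and by DESeq2 (adjusted p = 0.00931). The mean of IFITM3 (gene ID 100518544, chromosome 2 from 128658 to 129736) in LE was 44.4 ± 13.2 CPM (SD, n = 4) in pregnant against 177 ± 189 CPM (SD, n = 4) in cyclic gilts (log2 fold change -1.99, standard error 0.63, adjusted p = 0.0744). IFITM3 in LE lay apart in cyclic gilt 128 at 457 CPM, and the next library of its group had 116 CPM. IFITM3 was called by DESeq2 (adjusted p = 0.00847) and not by edgeR's robust GLM test (adjusted p = 0.0127).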

Typical ISGs were upregulated in complete tissue only, such as interferon induced protein, interferon-induced protein with tetratricopeptide repeats, interferon regulatory factor, MX dynamin like GTPase, poly (ADP-ribose) polymerase, signal transducer and activator of transcription, tripartite motif containing, and the ubiquitin specific peptidase families as well as ISG15 ubiquitin-like modifier and radical S-adenosyl methionine domain containing 2 (*RSAD2*). Genes related to cell adhesion processes were found as DE in all LCM samples and complete tissue samples. In LE, e.g., the integrin genes *ITGAM*, *ITGAV*, *ITGB3*, *ITGB5*, *ITGB6*, and selectin L (*SELL*) were found as upregulated. 

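In LE, ITGB5 (gene ID 100134977, chromosome 13 from 135468111 to 135587483) had 34.7 ± 7.37 CPM (SD, n = 4) in cyclic and 111 ± 17.0 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 1.67 (standard error 0.20, adjusted p = 0.00202, edgeR's quasi-likelihood test). ITGB5 moved between 1.57 and 1.78 when 1 library was left out. ITGAM in LE (gene ID 397459, chromosome 3 from 17216719 to 17272134, log2 fold change 1.55, adjusted p = 0.0264), ITGAV in LE (gene ID 397285, chromosome 15 from 91604666 to 91711843, log2 fold change 1.93, adjusted p = 0.00792), ITGB3 in LE (gene ID 397063, chromosome 12 from 16694466 to 16752228, log2 fold change 3.72, adjusted p = 0.0102) and ITGB6 in LE (gene ID 100037276, chromosome 15 from 67041516 to 67175409, log2 fold change 3.01, adjusted p = 0.0204) were also higher in pregnant LE. ITGAV and ITGB5 were called by the quasi-likelihood test, and the 5 integrin genes by the robust GLM and by DESeq2. The groups did not overlap for any of the 5, in a list that the study drew from these libraries.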

Overall, integrin genes showed complex expression patterns in the different endometrium compartments according to their complex and diverse functions. Likewise, members of the claudin family, important for cell junctions, showed complex patterns with *CLDN1* upregulated in LE, *CLDN22* downregulated in GE, *CLDN3*, 4 and 7 upregulated in BV, *CLDN11* upregulated in stroma, and *CLDN8* and 23 downregulated in complete tissue only.

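In BV, CLDN3 (gene ID 431781, chromosome 3 from 11019073 to 11020102) had 2.20 ± 1.66 CPM (SD, n = 4) in cyclic and 23.2 ± 14.3 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 3.34 (standard error 0.57, adjusted p = 0.0163, edgeR's quasi-likelihood test). Leave-one-out values of CLDN3 ran from 2.84 to 3.99, and the call was lost without any 1 of cyclic gilts 128, 42 and 78 and pregnant gilt 39 (adjusted p from 0.0237 to 0.0551). For CLDN3, 100.4% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 3 of 29 counts in cyclic and 15 of 243 in pregnant BV, with 2 of 4 cyclic and 3 of 4 pregnant libraries at 0 (robust GLM, unadjusted p = 0.677). CLDN4 (gene ID 733578, chromosome 3 from 11039711 to 11053930, log2 fold change 3.23, adjusted p = 0.048) and CLDN7 (gene ID 100127486, chromosome 12 from 52612517 to 52628376, log2 fold change 2.73, adjusted p = 0.0193) rose in BV without being called by the quasi-likelihood test. CLDN4 would owe 171% of its rise in BV to the estimated epithelial RNA, and its subtraction left 3 of 28 counts in cyclic and 0 of 225 in pregnant BV, with 3 of 4 cyclic and 4 of 4 pregnant libraries at 0 (robust GLM, unadjusted p = 0.378). For CLDN7, 129% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 5 of 22 counts in cyclic and 8 of 127 in pregnant BV, with 2 of 4 cyclic and 3 of 4 pregnant libraries at 0 (robust GLM, unadjusted p = 0.779). CLDN7 passed the threshold without cyclic gilt 128 (adjusted p = 0.0354). CLDN1 (gene ID 100625166, chromosome 13 from 127714857 to 127730628) rose from 2.88 ± 2.81 CPM (SD, n = 4) in cyclic to 30.5 ± 15.6 CPM (SD, n = 4) in pregnant LE (log2 fold change 3.38, standard error 0.64, adjusted p = 0.0116). Without 1 library, CLDN1 stayed between 2.99 and 4.30, and it passed the threshold without cyclic gilt 78 (adjusted p = 0.00344). CLDN1 was called by edgeR's robust GLM test (adjusted p = 1.5e-11) and by DESeq2 (adjusted p = 2.4e-06). For CLDN22 (gene ID 100294683, chromosome 15 from 44804228 to 44804908), GE held 18.2 ± 6.19 CPM (SD, n = 4) in cyclic and 4.21 ± 3.94 CPM (SD, n = 3) in pregnant gilts (log2 fold change -2.16, standard error 0.58, adjusted p = 0.0889). CLDN22 was called by edgeR's robust GLM test (adjusted p = 7.5e-06) and by DESeq2 (adjusted p = 0.0067). CLDN22 passed the threshold without pregnant gilt 43 (adjusted p = 0.0698). The mean of CLDN11 (gene ID 100302016, chromosome 13 from 109075672 to 109089097) in S was 10.6 ± 2.90 CPM (SD, n = 4) in pregnant against 3.50 ± 1.78 CPM (SD, n = 4) in cyclic gilts (log2 fold change 1.58, standard error 0.38, adjusted p = 0.134). CLDN11 would owe 1.68% of its rise in S to the estimated epithelial RNA, and its subtraction left 63 of 63 counts in cyclic and 136 of 138 in pregnant S (robust GLM, unadjusted p = 3.5e-05). CLDN11 was called by edgeR's robust GLM test (adjusted p = 0.00479) and by DESeq2 (adjusted p = 0.00976). Over CLDN3, CLDN4 and CLDN7, the robust GLM called 3 and DESeq2 2.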

## Discussion

The use of laser capture microdissection (LCM) to isolate samples derived from distinct endometrial compartments of the porcine endometrium for RNA-sequencing, provided a new insight into the regulation of the endometrial transcriptome during the preimplantation period. The results obtained for Day 14 of pregnancy revealed very specific gene expression and differential regulation in the studied endometrial compartments (luminal epithelium, LE; glandular epithelium, GE; blood vessels, BV; stroma, S). For example, the overlap of DEGs between the different compartments/cell types was much lower compared to our findings on Day 12 of pregnancy [25]. Compared to the analysis of complete endometrial tissue samples collected on Day 14 of pregnancy [22], differential gene expression was assigned to the functional compartments of the endometrium and a high number of genes (1822) was found as DE in LCM samples but not in the complete tissue samples. This number was also higher than the number of DEGs specifically found in LCM samples for Day 12 of pregnancy [25]. This is further supporting the results of our previous study [25] that the LCM approach provides cell-specific gene expression information that can be hidden in transcriptome analysis of whole endometrium tissue samples. Interestingly, there were also many DEGs (2119) only found for complete tissue samples but not detected as DE in LCM cells. This could result from the very low amount of starting material for the RNA-seq libraries in case of the LCM samples. However, given that the number of the detectable genes in the LCM samples was relatively high (between 11,000 and 12,000), this was probably the reason only for a part of those DEGs. Another reason could be that some cell types were not contained in the collected LCM samples but in the complete endometrial tissue samples. For LCM samples, LE, GE, larger blood vessels, and stromal areas without other visible structures were collected. Thus, for example immune cells located close to LE, GE, and smaller blood vessels were probably not present in LCM samples, but in complete endometrial biopsies. A number of DEGs, such as indoleamine 2, 3-dioxygenase 1 (*IDO1*), serine peptidase inhibitor, Kazal type 7 (putative) (*SPINK7*), and C-X-C motif chemokine ligand 9 (*CXCL9*), were strongly upregulated (log2 fold change 8.2, 9.8, 7.35, respectively) and only detectable in complete tissue. 

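None of these genes is in a filtered table, but the LCM libraries held counts of each. Those of IDO1 were higher in the pregnant group of every compartment. For IDO1 (gene ID 100519877, chromosome 17 from 9245283 to 9260140), 2 counts in cyclic and 70 in pregnant LE, 0 counts in cyclic and 43 in pregnant GE, 1 count in cyclic and 31 in pregnant BV and 8 counts in cyclic and 213 in pregnant S were found over all libraries of a group. SPINK7 (gene ID 100622234, chromosome 2 from 149611371 to 149615624) had 1 count each in pregnant LE and cyclic GE and 0 in the other groups, which allows at most 3 counts per group. CXCL9 (gene ID 100135681, chromosome 8 from 71665541 to 71670236) had 8 counts in cyclic and 11 in pregnant LE, 0 counts in cyclic and 1 in pregnant GE, 6 counts in cyclic and 4 in pregnant BV, and 8 counts in cyclic and 36 in pregnant S.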

Indoleamine 2,3-dioxygenase 1 has been reported to play a role in suppressing T-cell activation in murine endometrium, and its mRNA expression is most likely localized to immune cells located around blood vessels [31]. In this study, the differential expression of *IDO1* was observed only in the complete endometrium samples that may be due to location in such immune cells. For *SPINK7*, expression in endometrium was not reported so far but in other tissues, a function in regulation of cell migration/invasion [32] and inflammatory responses [33] has been proposed. The chemokine *CXCL9* showed highest expression in porcine endometrium on Day 15 of pregnancy and expression has been primarily localized to stromal, endothelial, or vascular smooth muscle cells [34]. Results from cell migration assays suggested that CXCL9 may play a role in the recruitment of immune cells, such as T and NK cells into the endometrium during the implantation period in pigs [34]. These results showed that some endometrial cell populations, mainly immune cells are underrepresented in LCM samples collected from cresyl violet-stained frozen sections, indicating the importance of the analysis of the complete tissue sample as a control.

### Regulation of uterine luminal fluid secretion

Before the embryo completes the implantation, the uterine fluid is very critical for the embryo-maternal communication and nutrients for the embryo survival. Studies of the mechanism of uterine fluid secretion and reabsorption revealed that sodium channel epithelial 1 (SCNN1) and cystic fibrosis transmembrane conductance regulator (CFTR) play essential roles in the regulation of secretion [35]. In the present study, expression of *SCNN1A* was highest in LE, followed by GE, but only upregulated in BV and stroma at much lower expression levels compared to LE and GE. 

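Over all libraries, SCNN1A (gene ID 396608, chromosome 5 from 64287529 to 64312917) had 172 ± 92.1 CPM in LE, 66.7 ± 16.2 CPM in GE, 5.82 ± 4.75 CPM in BV and 9.99 ± 9.00 CPM in S (SD, n = 8, and 7 for GE). LE exceeded GE in 7 of 7 gilts (exact sign-flip test, two-sided p = 0.0156). SCNN1A rose from 1.71 ± 1.23 CPM (SD, n = 4) in cyclic to 9.49 ± 2.70 CPM (SD, n = 4) in pregnant BV (log2 fold change 2.43, standard error 0.53, adjusted p = 0.0273, edgeR's quasi-likelihood test). SCNN1A ranged from 2.05 to 2.93 in log2 fold change as each BV library was left out. For SCNN1A, 116% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 1 of 22 counts in cyclic and 3 of 101 in pregnant BV, with 3 of 4 cyclic and 3 of 4 pregnant libraries at 0 (robust GLM, unadjusted p = 0.653). SCNN1A was called by edgeR's robust GLM test (adjusted p = 1.0e-04) and by DESeq2 (adjusted p = 3.8e-04). For SCNN1A, S held 4.77 ± 5.84 CPM (SD, n = 4) in cyclic and 15.1 ± 9.14 CPM (SD, n = 4) in pregnant gilts (log2 fold change 1.58, standard error 0.81, adjusted p = 0.41). SCNN1A would owe 89.4% of its rise in S to the estimated epithelial RNA, and its subtraction left 34 of 101 counts in cyclic and 10 of 207 in pregnant S, with 1 of 4 cyclic and 2 of 4 pregnant libraries at 0 (robust GLM, unadjusted p = 0.914). SCNN1A was called by edgeR's robust GLM test (adjusted p = 0.0175) and not by DESeq2 (adjusted p = 0.319). For SCNN1A in LE, cyclic gilt 128 lay apart at 381 CPM, with the next library of its group at 137 CPM.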

The *SCNN1* family members *SCNN1B* and *SCNN1G* were detected in LE and complete tissue but with lower expression in samples from pregnant animals, whereas *SCNN1D* was only detected in complete tissue and showed higher expression for the pregnant stage. 

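In LE, SCNN1G (gene ID 100522244, chromosome 3 from 22977940 to 23013384) had 28.6 ± 10.5 CPM (SD, n = 4) in cyclic and 4.06 ± 2.91 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of -2.72 (standard error 0.48, adjusted p = 0.009, edgeR's quasi-likelihood test). SCNN1G moved between -3.39 and -2.51 when 1 library was left out, and the call was lost without any 1 of cyclic gilts 40, 42 and 78 and pregnant gilts 139, 39 and 43 (adjusted p from 0.014 to 0.0301). SCNN1B (gene ID 100627971, chromosome 3 from 22832259 to 22902592) fell from 57.4 ± 27.4 CPM (SD, n = 4) in cyclic to 21.1 ± 6.20 CPM (SD, n = 4) in pregnant LE (log2 fold change -1.44, standard error 0.43, adjusted p = 0.065). Leave-one-out values of SCNN1B ran from -1.74 to -1.26, and it passed the threshold without cyclic gilt 128 (adjusted p = 0.0049). SCNN1B was lowest in LE of cyclic gilt 128 at 16.9 CPM, with the next library of the group at 67.5 CPM. SCNN1B was called by edgeR's robust GLM test (adjusted p = 2.3e-04) and not by DESeq2 (adjusted p = 0.0123). SCNN1D (gene ID 100524811, chromosome 6 from 63568171 to 63578623) was not detectable, with 7 counts in cyclic and 12 in pregnant LE, 3 counts in cyclic and 1 in pregnant GE, 9 counts in cyclic and 12 in pregnant BV, and 9 counts in cyclic and 19 in pregnant S.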

In studies of *SCNNs* expression in the endometrium of the mouse, *SCNN1A* was mainly located on the apical membrane of both LE and GE [36], and the activation of *SCNN1* in the uterus was employed to initiate mouse embryo implantation [37]. In addition to the regulation of *SCNNs* in the uterus, serum/glucocorticoid regulated kinase 1 (*SGK1*), first found as a key factor of sodium transport regulation, has been proposed as an important regulator of reproductive success in mice and human [38]. Dysregulation of *SGK1* expression has been found in unexplained infertility and recurrent pregnancy loss in humans which was functionally characterized in mouse models [39]. 

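SGK1 (gene ID 100625739, chromosome 1 from 29625786 to 29753619) was measured at 325 ± 174 CPM in LE, 91.5 ± 39.3 CPM in GE, 59.4 ± 29.1 CPM in BV and 73.8 ± 43.2 CPM in S (SD, n = 8, and 7 for GE). The mean of LE exceeded that of GE in 7 of 7 gilts (exact sign-flip test, two-sided p = 0.0156).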

In our study, *SGK1* mRNA was detected in all LCM samples as well as in complete tissue with highest expression in LE. 

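The mean of SGK1 in LE was 455 ± 135 CPM (SD, n = 4) in pregnant against 206 ± 110.2 CPM (SD, n = 4) in cyclic gilts (log2 fold change 1.14, standard error 0.42, adjusted p = 0.117, edgeR's quasi-likelihood test). Without 1 library, SGK1 stayed between 0.86 and 1.48. SGK1 was called neither by edgeR's robust GLM test (adjusted p = 0.0207) nor by DESeq2 (adjusted p = 0.0484).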

Expression of *SGK1* was upregulated in complete tissue and in LE (adjusted *P*-value 0.02). Altogether, the complex pattern of *SCNN1* mRNA expression regulation together with members of the sodium voltage-gated channel family and *SGK1* shows fine-tuned regulation in the corresponding uterine compartment important for a positive pregnancy outcome. A previous study reported that cystic fibrosis transmembrane conductance regulator (*CFTR*) is abundantly expressed in stromal cells rather than the epithelial cells in mouse endometria [36]. In a cell culture model of porcine endometrial epithelial cells, the role of CFTR in Cl- secretion into the uterine lumen and regulation by PGE2 has been studied [40]. 

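CFTR (gene ID 403154, chromosome 18 from 28627717 to 28818209) reached 29.2 ± 22.0 CPM in LE, 75.5 ± 22.6 CPM in GE, 5.85 ± 5.51 CPM in BV and 4.18 ± 6.33 CPM in S (SD, n = 8, and 7 for GE). GE lay above LE in 7 of 7 gilts (exact sign-flip test, two-sided p = 0.0156). S held 58 counts of CFTR in cyclic and 68 in pregnant libraries, and the gene is not in the filtered table of S.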

In the present study, *CFTR* mRNA was expressed in LE, GE (highest expression), and BV, but was not detectable in stromal areas. 

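CFTR fell from 45.7 ± 19.9 CPM (SD, n = 4) in cyclic to 13.5 ± 5.30 CPM (SD, n = 4) in pregnant LE (log2 fold change -1.78, standard error 0.37, adjusted p = 0.0175, edgeR's quasi-likelihood test). CFTR ranged from -2.01 to -1.44 in log2 fold change as each LE library was left out. CFTR was called by edgeR's robust GLM test (adjusted p = 2.9e-05) and by DESeq2 (adjusted p = 1.7e-04). For CFTR, BV held 1.26 ± 1.53 CPM (SD, n = 4) in cyclic and 10.0 ± 3.60 CPM (SD, n = 4) in pregnant gilts (log2 fold change 2.89, standard error 0.76, adjusted p = 0.046). CFTR moved between 2.45 and 3.86 when 1 library was left out. For CFTR, 71.9% of the rise in BV would come from epithelial RNA at its estimated share. Subtraction of this RNA left 0 of 17 counts in cyclic and 25 of 106 in pregnant BV. After it, 4 of 4 cyclic and 1 of 4 pregnant libraries were at 0 (robust GLM, unadjusted p = 4.3e-04). With no cyclic counts left, this p depends on the share being exact. In BV, CFTR was called by edgeR's robust GLM test (adjusted p = 1.5e-05) and by DESeq2 (adjusted p = 0.00333). In a fit of the 13887 genes detectable in at least 1 compartment, which takes in CFTR though it is not detectable in S, its effect was 4.68 higher in BV than in LE on the log2 scale (interaction, adjusted p = 0.0123).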

Interestingly, the expression of *CFTR* was upregulated in BV and downregulated in LE compared to Day 14 cyclic controls, resulting in no difference of *CFTR* expression in complete tissue. Overall, ion channels are playing an important role for endometrial receptivity and embryo/conceptus attachment by controlling the amount of uterine fluid [41]. Similar to humans and mice, the downregulation of *CFTR* in LE may contribute to reduced volume of uterine fluid in the pig. However, the expression patterns of mRNAs for SCNN1 channels are different compared to humans and mice, which could reflect the different developmental stage of the conceptus at the time of attachment to the uterine wall.

### The maternal-embryo cell-to-cell interaction

The processes of embryo migration and attachment are driven by several adhesion molecules, such as integrins, selectins, and cadherins which are located at the conceptus apposition and attachment sites. Differential expression of integrin genes including upregulation of *ITGAV*, *ITGA3*, *ITGB6*, and *ITGB8* in LE, and *ITGB6* also in GE was identified in our recent study on Day 12 [25]. Compared with the data from Day 12, the mRNAs for the integrin beta subunits associating with ITGAV, beta 1, 3, 5, 6 and 8 (https://www.ncbi.nlm.nih.gov/gene/3685) were all expressed in LE, and *ITGAV*, *ITGB3*, *ITGB5*, and *ITGB6* were upregulated (14-fold, 2.8-fold, 8.4-fold). 

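In LE, ITGAV had 197 ± 101 CPM (SD, n = 4) in cyclic and 752 ± 149 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 1.93 (standard error 0.33, adjusted p = 0.00792, edgeR's quasi-likelihood test). Leave-one-out values of ITGAV ran from 1.79 to 2.35, and the call was lost without any 1 of cyclic gilts 40, 42 and 78 and pregnant gilts 139, 39, 41 and 43 (adjusted p from 0.0129 to 0.0312). ITGAV in LE lay apart in cyclic gilt 128 at 348 CPM, and the next library of its group had 163 CPM. ITGB3 rose from 3.86 ± 3.30 CPM (SD, n = 4) in cyclic to 50.8 ± 25.5 CPM (SD, n = 4) in pregnant LE (log2 fold change 3.72, standard error 0.68, adjusted p = 0.0102). Without 1 library, ITGB3 stayed between 3.34 and 4.27, and it passed the threshold without cyclic gilt 128 (adjusted p = 0.00851). ITGB3 was called by edgeR's robust GLM test (adjusted p = 2.4e-10) and by DESeq2 (adjusted p = 9.1e-07). The mean of ITGB6 in LE was 98.5 ± 40.9 CPM (SD, n = 4) in pregnant against 12.1 ± 8.27 CPM (SD, n = 4) in cyclic gilts (log2 fold change 3.01, standard error 0.65, adjusted p = 0.0204). ITGB6 ranged from 2.63 to 3.41 in log2 fold change as each LE library was left out, and it passed the threshold without cyclic gilt 128 (adjusted p = 0.00768). ITGB6 was called by edgeR's robust GLM test (adjusted p = 1.3e-07) and by DESeq2 (adjusted p = 5.5e-05). ITGB1 (gene ID 397019, chromosome 10 from 56078393 to 56130608, log2 fold change 0.11, adjusted p = 0.761) and ITGB8 (gene ID 100037284, chromosome 9 from 89342245 to 89450701, log2 fold change 0.06, adjusted p = 0.907) were called by none of the 3 tests. For ITGAM, LE held 6.11 ± 2.12 CPM (SD, n = 4) in cyclic and 18.0 ± 7.66 CPM (SD, n = 4) in pregnant gilts (log2 fold change 1.55, standard error 0.36, adjusted p = 0.0264). ITGAM was called by edgeR's robust GLM test (adjusted p = 0.00107) and by DESeq2 (adjusted p = 0.00143).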

Another integrin gene (*ITGAM*) was also found as upregulated in LE on Day 14. 

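In pregnant LE, the mean of ITGAV in the joint normalization of all 31 libraries was 733 ± 128 CPM (SD, n = 4). The next highest of the integrin genes named in the paper was ITGA2, at 638 ± 173 CPM (SD, n = 4). Over both groups, ITGAV had 464 ± 307 CPM in LE, 535 ± 221 CPM in GE, 302 ± 74.2 CPM in BV and 189 ± 33.4 CPM in S (SD, n = 8, and 7 for GE).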

The highest expression in LE of the samples from Day 14 pregnant gilts (4-fold upregulated) among the integrin genes showed *ITGAV*. 

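Over the 8 LE libraries, ITGA2 (gene ID 397483, chromosome 16 from 32336240 to 32440311) had 721 ± 196 CPM, ITGA6 (gene ID 100158200, chromosome 15 from 78504108 to 78591779) had 707 ± 345 CPM, ITGB1 had 428 ± 79.1 CPM, ITGB4 (gene ID 100521988, chromosome 12 from 5651292 to 5685601) had 335 ± 88.8 CPM and ITGB8 had 374 ± 91.8 CPM (SD, n = 8). ITGB1 was higher in BV at 991 ± 309 CPM and ITGB8 in GE at 690.2 ± 124 CPM.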

Other integrins with very high mRNA expression in LE were *ITGA2*, *ITGA6*, *ITGB1*, *ITGB4*, and *ITGB8*. However, they were not DE or were even downregulated (*ITGA6*). 

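ITGA6 fell from 977 ± 277 CPM (SD, n = 4) in cyclic to 458 ± 142 CPM (SD, n = 4) in pregnant LE (log2 fold change -1.09, standard error 0.28, adjusted p = 0.0388, edgeR's quasi-likelihood test). ITGA6 moved between -1.29 and -0.91 when 1 library was left out. ITGA6 was called by edgeR's robust GLM test (adjusted p = 0.00638) and by DESeq2 (adjusted p = 0.00275). ITGA2 (log2 fold change -0.32, adjusted p = 0.486) and ITGB4 (log2 fold change -0.63, adjusted p = 0.0548) were lower without being called by the quasi-likelihood test. For ITGA2 in LE, pregnant gilt 39 lay apart at 387 CPM, with the next library of its group at 733 CPM. ITGB4 was called by DESeq2 (adjusted p = 0.00561) and not by edgeR's robust GLM test (adjusted p = 0.0704).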

Integrin beta 3 and *ITGB5* were specifically upregulated in LE on Day 14, while there was no difference between the cyclic and pregnant LE on Day 12. 

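The effect of pregnancy on ITGB5 differed between compartments (interaction, adjusted p = 0.00882). Relative to LE it was -0.35 in GE (adjusted p = 0.639), -1.28 in BV (adjusted p = 0.00696) and -1.23 in S (adjusted p = 0.015) on the log2 scale. ITGB3 was not detectable in GE, with 16 counts in cyclic and 6 in pregnant GE, and in a fit of the 13887 genes detectable in at least 1 compartment its effect differed between compartments (interaction, adjusted p = 0.00578), while ITGB3 was called by none of the 3 tests in BV (log2 fold change -0.13, adjusted p = 0.809, edgeR's quasi-likelihood test) and S (log2 fold change 0.61, adjusted p = 0.505).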

In LE, the similar reads of *ITGB5* were found both in pregnant and nonpregnant pigs on Day 12 as well as on Day 14 of cyclic groups. However, the reads of *ITGB5* was dramatically increased on Day 14 of pregnancy. *ITGB6* showed the most specific expression, mainly in LE and only weak expression in GE. 

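ITGB6 had 53.7 ± 51.6 CPM in LE, 12.1 ± 7.08 CPM in GE, 1.70 ± 2.42 CPM in BV and 3.60 ± 5.92 CPM in S (SD, n = 8, and 7 for GE). LE was higher than GE in 5 of 7 gilts (exact sign-flip test, two-sided p = 0.141). For ITGB6, GE held 10.4 ± 5.20 CPM (SD, n = 4) in cyclic and 16.7 ± 10.1 CPM (SD, n = 3) in pregnant gilts (log2 fold change 0.69, standard error 0.53, adjusted p = 0.475, edgeR's quasi-likelihood test).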

In GE, the *ITGB5* was upregulated on Day 14 instead of *ITGB6* compared with Day 12. 

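ITGB5 rose from 18.4 ± 3.89 CPM (SD, n = 4) in cyclic to 45.6 ± 3.09 CPM (SD, n = 3) in pregnant GE (log2 fold change 1.31, standard error 0.20, adjusted p = 0.0394, edgeR's quasi-likelihood test). Leave-one-out values of ITGB5 ran from 1.18 to 1.43, and the call was lost without any 1 of cyclic gilts 128 and 42 and pregnant gilts 139, 39 and 43 (adjusted p from 0.0372 to 0.11).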

Downregulation of *ITGB4* and *ITGA9* were identified in S on Day 12 and 14, respectively, and *ITGA3* was upregulated in S on Day 14. 

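ITGA9 (gene ID 100626707, chromosome 13 from 22298497 to 22655717) fell from 123 ± 49.2 CPM (SD, n = 4) in cyclic to 50.9 ± 9.50 CPM (SD, n = 4) in pregnant S (log2 fold change -1.28, standard error 0.29, adjusted p = 0.114, edgeR's quasi-likelihood test). Without 1 library, ITGA9 stayed between -1.47 and -1.03, and it passed the threshold without cyclic gilt 42 (adjusted p = 0.0946). The mean of ITGA3 (gene ID 100517053, chromosome 12 from 26234769 to 26269327) in S was 9.77 ± 3.14 CPM (SD, n = 4) in pregnant against 4.44 ± 4.53 CPM (SD, n = 4) in cyclic gilts (log2 fold change 1.08, standard error 0.58, adjusted p = 0.426). ITGA3 ranged from 0.81 to 2.17 in log2 fold change as each S library was left out. ITGA3 would owe 106% of its rise in S to the estimated epithelial RNA, and its subtraction left 44 of 92 counts in cyclic and 31 of 134 in pregnant S, with 1 of 4 cyclic and 1 of 4 pregnant libraries at 0 (robust GLM, unadjusted p = 0.956). ITGA3 was highest in S of cyclic gilt 78 at 11.2 CPM, with the next library of the group at 2.48 CPM. ITGA9 was called in S by the robust GLM (adjusted p = 4.8e-04) and by DESeq2, and ITGA3 by the robust GLM alone (adjusted p = 0.0157).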

Interestingly, though the upregulation was found on Day 14, actually the reads of Day 14 was much lower than the data from Day 12, which suggest *ITGA3* transcripts were decreased along with the pregnant processing. In addition, upregulation of *ITGB8* was observed in BV, and 5 integrin genes (*ITGA3*, *ITGA7*, *ITGA9*, *ITGB1*, and *ITGBL1*) were downregulated in BV. 

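In BV, ITGB8 had 65.6 ± 17.1 CPM (SD, n = 4) in cyclic and 156 ± 90.9 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 1.25 (standard error 0.37, adjusted p = 0.0667, edgeR's quasi-likelihood test). ITGB8 moved between 0.79 and 1.45 when 1 library was left out. For ITGB8, 76.2% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 653 of 834 counts in cyclic and 740 of 1636 in pregnant BV (robust GLM, unadjusted p = 0.27). ITGB8 was called by edgeR's robust GLM test (adjusted p = 0.0067) and not by DESeq2 (adjusted p = 0.0135). ITGA9 fell from 144 ± 41.9 CPM (SD, n = 4) in cyclic to 59.7 ± 18.0 CPM (SD, n = 4) in pregnant BV (log2 fold change -1.27, standard error 0.26, adjusted p = 0.0217). Leave-one-out values of ITGA9 ran from -1.46 to -1.08, and it passed the threshold without pregnant gilt 139 (adjusted p = 0.0143). ITGBL1 (gene ID 100525532, chromosome 11 from 70042051 to 70246974, log2 fold change -1.47, adjusted p = 0.0447), ITGB1 (log2 fold change -0.71, adjusted p = 0.0553), ITGA7 (gene ID 110260578, chromosome 5 from 21126565 to 21150875, log2 fold change -0.85, adjusted p = 0.181) and ITGA3 (log2 fold change -0.57, adjusted p = 0.607) were also lower in pregnant BV. ITGA3 in BV lay apart in pregnant gilt 139 at 66.4 CPM, and the next library of its group had 12.8 CPM. Of the 5 genes given as downregulated, 0 were called by the quasi-likelihood test, with 3 at an unadjusted p under 0.05, while the robust GLM called 5 and DESeq2 3. Adjusted over the list alone, 3 stayed below 5% in a list the study chose on these libraries, and 2 did not overlap between groups.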

The integrin heterodimers ITGAV/ITGB3 and ITGAV/ITGB6 have been shown to be involved in trophoblast attachment to the luminal epithelium in the pig [10]. Furthermore, ITGAV/ITGB3 and ITGAV/ITGB5 have been shown to mediate attachment of human trophoblast cells to endometrial epithelial cells in vitro [42]. The upregulation of *ITGB3* in LE could be attributed to regulation by Homeobox A10 (*HOXA10*) that was expressed in all LCM samples and upregulated in GE since it has been shown that *HOXA10* is able to induce *ITGB3* directly [43]. In addition, defective uterine receptivity in human endometrium is linked to decreased expression of *ITGAV* and *ITGB3* [44], suggesting that the upregulation of *ITGAV* and *ITGB3* in LE of porcine endometrium is important for embryo attachment. 

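HOXA10 (gene ID 100620451, chromosome 18 from 45393525 to 45403259) rose from 11.9 ± 1.53 CPM (SD, n = 4) in cyclic to 29.2 ± 8.11 CPM (SD, n = 3) in pregnant GE (log2 fold change 1.30, standard error 0.23, adjusted p = 0.0436, edgeR's quasi-likelihood test). Without 1 library, HOXA10 stayed between 1.06 and 1.41. HOXA10 was called by edgeR's robust GLM test (adjusted p = 4.3e-04) and by DESeq2 (adjusted p = 2.7e-04). The level of HOXA10 was far higher in S and BV, so their RNA in the GE captures stays open for its rise in GE. Levels of HOXA10 over all libraries were 37.0 ± 18.0 CPM in LE, 17.8 ± 9.68 CPM in GE, 104 ± 33.4 CPM in BV and 174 ± 35.3 CPM in S (SD, n = 8, and 7 for GE). For HOXA10 in LE, cyclic gilt 128 lay apart at 64.4 CPM, with the next library of its group at 28.5 CPM.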

Overall, the complex regulation of the integrin genes on Day 14 in the endometrium, particularly in LE suggests a major role during initiation of embryo implantation.

In addition to the function of integrins in trophoblast to epithelium attachment, other roles during embryo implantation have been described. A leukocyte-specific integrin expressed on macrophages and NK cells has been identified to be formed from integrin ITGAM and ITGB2 (CD11b/CD18) [45]. In the goat, the number of CD11b positive cells, probably mature natural killer cells, increased in pregnant endometrium in response to the chemokine CXCL10 and were probably involved in creating an immune environment of the uterus suitable for conceptus implantation in ruminants [46]. 

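For CXCL10 (gene ID 494019, chromosome 8 from 71693641 to 71695948), GE held 0.691 ± 0.405 CPM (SD, n = 4) in cyclic and 33.4 ± 35.8 CPM (SD, n = 3) in pregnant gilts (log2 fold change 5.53, standard error 1.23, adjusted p = 0.0624, edgeR's quasi-likelihood test). CXCL10 ranged from 4.31 to 6.10 in log2 fold change as each GE library was left out, and it passed the threshold without pregnant gilt 39 (adjusted p = 0.0565). CXCL10 was called by edgeR's robust GLM test (adjusted p = 7.7e-07) and by DESeq2 (adjusted p = 3.6e-05). The other compartments held 85 counts in cyclic and 389 in pregnant LE, 87 counts in cyclic and 326 in pregnant BV and 502 counts in cyclic and 3276 in pregnant S over the libraries of a group, and none of the 3 tests called CXCL10 there.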

In porcine endometrium, *CXCL10* mRNA was highly upregulated in complete pregnant endometrium but not in the LCM samples suggesting the *CXCL10* mRNA expression is located in immune cells not present in the LCM samples. Furthermore, expression of *ITGAM* mRNA was higher on Day 14 compared to Day 12 of pregnancy in porcine endometrium [25]. The finding that injection of an ITGAM antibody into the uterine lumen of early pregnant mice resulted in pregnancy loss further indicates an important role of this integrin during implantation [47]. 

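ITGAM rose from 31.5 ± 10.4 CPM (SD, n = 4) in cyclic to 61.0 ± 31.6 CPM (SD, n = 4) in pregnant BV (log2 fold change 0.95, standard error 0.46, adjusted p = 0.211, edgeR's quasi-likelihood test). ITGAM moved between 0.79 and 1.27 when 1 library was left out. ITGAM would owe 3.91% of its rise in BV to the estimated epithelial RNA, and its subtraction left 419 of 420 counts in cyclic and 657 of 671 in pregnant BV (robust GLM, unadjusted p = 3.6e-04). ITGAM was lowest in BV of pregnant gilt 139 at 13.9 CPM, with the next library of the group at 72.5 CPM. ITGAM was called neither by edgeR's robust GLM test (adjusted p = 0.0111) nor by DESeq2 (adjusted p = 0.164). The interaction of ITGAM with the compartment had an adjusted p of 0.586 from the quasi-likelihood test.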

The specific upregulation in LE and BV on Day 14 suggests expression in infiltrating immune cells such as regulatory NK cells that has to be proved in future studies.

The mRNA for L-selectin (*SELL*) was upregulated in all four LCM sample types as well as in complete tissue, but particularly in LE (84-fold) with high expression, suggesting that endometrial *SELL* could be involved in initiation of the embryo attachment process in the pig. Expression of SELL has been shown on trophoblasts of human blastocyst-stage embryos, while selectin oligosaccharide-based ligands were upregulated by uterine epithelium during the window of implantation in human [48]. Intriguingly, a related study on *SELL* with Holstein heifers showed that its mRNA and protein could be detected in the uterine epithelium but not in conceptuses during the periattachment period [49].

Altogether, compared to our previous study of whole endometrial biopsies on Day 14 of pregnancy [22] the LCM RNA-seq approach significantly improved the interpretation of differential gene expression regarding the genes involved in conceptus attachment and implantation (Fig. 5).

**Fig. 5:**
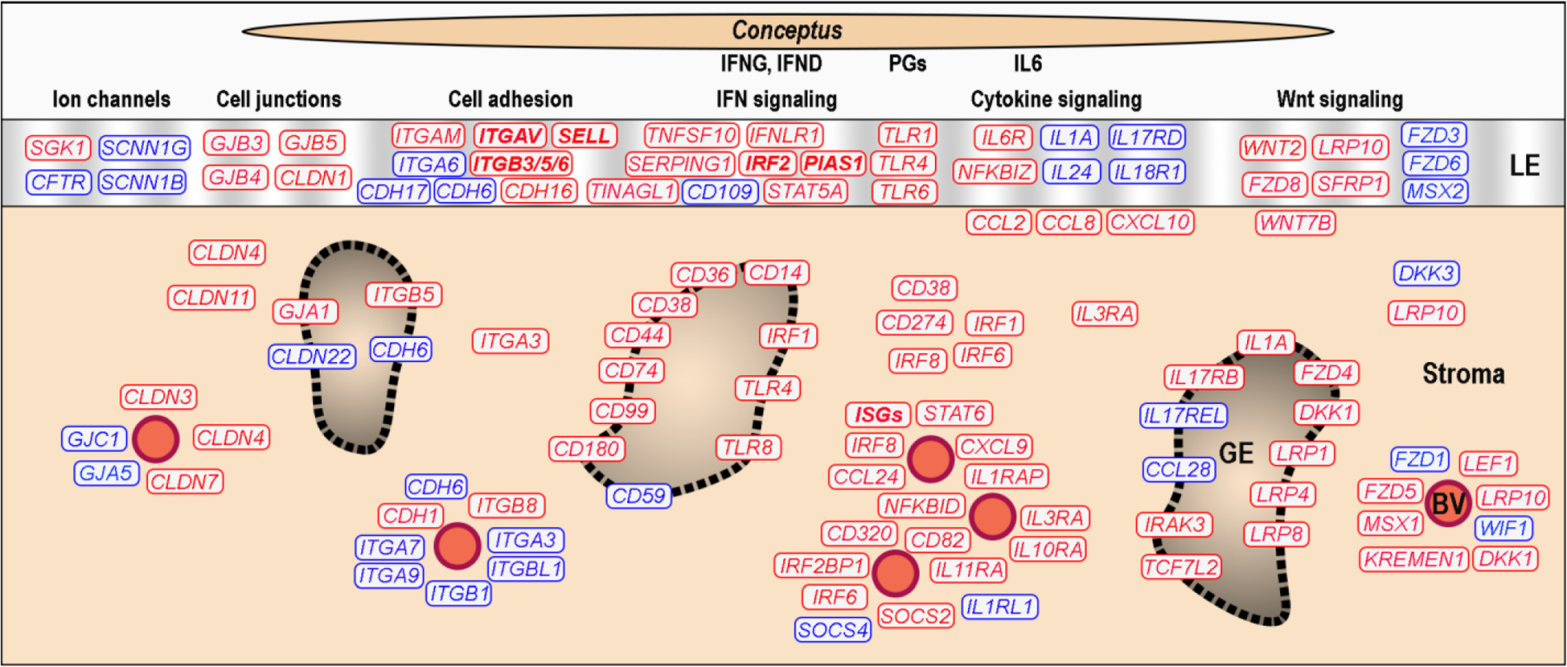
Summary of the main findings of the study. This schematic overview is based on the results of the present study of endometrial localization of differential gene expression. Genes highlighted in red and blue color were found as up- and downregulated, respectively when comparing pregnant to nonpregnant cyclic stage

### WNT signaling

WNT family members are considered as important factors involved in uterine developmental processes and implantation [50]. WNT signaling can be divided into the canonical and the non-canonical pathway regarding its specific functions [51]. The complex blastocyst-uterus interplay is connected to the WNT signaling pathway, and the canonical WNT signaling supports blastocyst competency for implantation [52]. WNT ligands can bind to frizzled (FZD) receptors and low density lipoprotein receptor-related protein (LRP) complex in order to transduce their signals [53]. In the present study, a number of members of the WNT signaling pathway were found as DE, such as *WNT*, *FZD, LRP, SFRP,* and *DKK* genes. 

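In LE, WNT2 (gene ID 100516839, chromosome 18 from 28945825 to 28993969) had 20.9 ± 19.1 CPM (SD, n = 4) in cyclic and 35.2 ± 16.5 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 0.76 (standard error 0.56, adjusted p = 0.429, edgeR's quasi-likelihood test). Leave-one-out values of WNT2 ran from 0.48 to 1.63. WNT2 in LE lay apart in cyclic gilt 128 at 49.4 CPM, and the next library of its group had 13.4 CPM. WNT2 was called by edgeR's robust GLM test (adjusted p = 0.00884) and not by DESeq2 (adjusted p = 0.421). WNT7B (gene ID 100626947, chromosome 5 from 3521412 to 3572322) was in no filtered table, with 2 counts in cyclic and 22 in pregnant LE, 1 count in cyclic and 15 in pregnant GE, 0 counts in cyclic and 3 in pregnant S, and 0 in BV.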

WNT family members showed a very complex expression pattern in the endometrium, but only *WNT2* (upregulated in LE, downregulated in complete tissue) and *WNT7B* (310-fold upregulated in complete tissue, almost undetectable in cyclic stage and not found in LCM samples) were found as DE. In sheep, expression of *WNT2* was only found in stroma [54]. Expression of *WNT7B* has been found in human endometrium [55] and in the neonate mouse uterus [56]. In addition, WNT7B has been shown to be required for proper lung mesenchymal growth and vascular development [57]. The strong upregulation of *WNT7B* in porcine endometrium complete tissue samples may reveal a new role in the uterine preparation for implantation.

Like in sheep [54], upregulation of the Wnt signaling inhibitor *DKK1* was found in porcine endometrium. But in contrast to ovine endometrium, where *DKK1* mRNA increased in stroma from Day 16 of pregnancy, *DKK1* was upregulated on Day 14 of pregnancy in GE and BV and expressed in all endometrial compartments in the pig. 

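DKK1 (gene ID 100157640, chromosome 14 from 97487854 to 97490118) rose from 9.16 ± 7.31 CPM (SD, n = 4) in cyclic to 24.2 ± 6.88 CPM (SD, n = 3) in pregnant GE (log2 fold change 1.39, standard error 0.52, adjusted p = 0.163, edgeR's quasi-likelihood test). Without 1 library, DKK1 stayed between 1.14 and 2.12, and it passed the threshold without cyclic gilt 78 (adjusted p = 0.0543). For DKK1 in GE, cyclic gilt 78 lay apart at 20.0 CPM, with the next library of its group at 6.48 CPM. DKK1 was called by edgeR's robust GLM test (adjusted p = 1.6e-04) and not by DESeq2 (adjusted p = 0.0805). The level of DKK1 was far higher in S and BV, so their RNA in the GE captures stays open for its rise in GE. The mean of DKK1 in BV was 137 ± 54.4 CPM (SD, n = 4) in pregnant against 67.8 ± 21.8 CPM (SD, n = 4) in cyclic gilts (log2 fold change 1.01, standard error 0.30, adjusted p = 0.065). DKK1 ranged from 0.70 to 1.22 in log2 fold change as each BV library was left out. For DKK1, 6.05% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 897 of 902 counts in cyclic and 1438 of 1488 in pregnant BV (robust GLM, unadjusted p = 3.8e-05). In BV, DKK1 was called by edgeR's robust GLM test (adjusted p = 0.00472) and not by DESeq2 (adjusted p = 0.0165). Over all libraries DKK1 had 78.0 ± 44.6 CPM in LE, 14.3 ± 9.50 CPM in GE, 106 ± 55.1 CPM in BV and 325 ± 113 CPM in S (SD, n = 8, and 7 for GE).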

Overall, upregulation of *DKK1* expression in the endometrium during the preimplatation period has been found in several species including human [3]. For another class of WNT signaling antagonist genes, the secreted frizzled related proteins (SFRPs), the genes encoding SFRP family members (*SFRP1*, *SFRP2*, and *SFRP4*), were detected in porcine endometrium. The localization of *SFRP1*, *SFRP2*, and *SFRP4* expression in the current study was in LE, S, and BV, respectively. 

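SFRP1 (gene ID 100621622, chromosome 17 from 10436414 to 10489773) had 3.83 ± 3.25 CPM in LE, 1.69 ± 1.01 CPM in GE, 34.3 ± 17.6 CPM in BV and 11.1 ± 10.2 CPM in S (SD, n = 8, and 7 for GE), with BV above S in 8 of 8 gilts (exact sign-flip test, two-sided p = 0.00781). For SFRP2 (gene ID 100516027, chromosome 8 from 75337311 to 75345926), 1.66 ± 1.16 CPM in LE, 0.424 ± 0.490 CPM in GE, 7.89 ± 5.98 CPM in BV and 4.09 ± 3.09 CPM in S were measured, and BV was above S in 8 of 8 gilts (exact sign-flip test, two-sided p = 0.00781). SFRP4 (gene ID 100145890, chromosome 9 from 108404314 to 108414335) had 1.03 ± 0.693 CPM in LE, 0.269 ± 0.284 CPM in GE, 60.4 ± 43.6 CPM in BV and 4.66 ± 3.78 CPM in S, with BV above S in 8 of 8 gilts (exact sign-flip test, two-sided p = 0.00781). SFRP4 was highest in BV of cyclic gilt 78 at 157 CPM, with the next library of the group at 54.6 CPM.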

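SFRP1 rose from 1.89 ± 2.12 CPM (SD, n = 4) in cyclic to 5.95 ± 3.41 CPM (SD, n = 4) in pregnant LE (log2 fold change 1.67, standard error 0.72, adjusted p = 0.172, edgeR's quasi-likelihood test). SFRP1 moved between 1.22 and 2.81 when 1 library was left out. SFRP1 was called neither by edgeR's robust GLM test (adjusted p = 0.0113) nor by DESeq2 (adjusted p = 0.12). SFRP2 was called by none of the 3 tests in BV (log2 fold change 0.59, adjusted p = 0.559) and S (log2 fold change 0.55, adjusted p = 0.777).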

There was no significant difference between the pregnant and cyclic group for *SFRP2* expression, but *SFRP1* was upregulated in LE (5.1-fold, adjusted *P*-value 0.011) and *SFRP4* was downregulated in complete tissue at a very low expression level. Apart from DKK and SFRP family proteins, WNT inhibitor factor (WIF) directly binds to WNT ligands [53]. 

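In BV, WIF1 (gene ID 100512657, chromosome 5 from 29450442 to 29543913) had 13.3 ± 8.24 CPM (SD, n = 4) in cyclic and 6.43 ± 8.79 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of -1.10 (standard error 0.79, adjusted p = 0.396, edgeR's quasi-likelihood test). Leave-one-out values of WIF1 ran from -2.70 to -0.62. WIF1 in BV lay apart in pregnant gilt 139 at 19.6 CPM, and the next library of its group had 2.93 CPM. WIF1 was called by edgeR's robust GLM test (adjusted p = 0.00252) and not by DESeq2 (adjusted p = 0.413). GE held 24.4 ± 37.0 CPM (SD, n = 7), and LE and S had 12 counts in cyclic and 6 in pregnant LE, and 48 counts in cyclic and 19 in pregnant S.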

WNT inhibitory factor 1 (*WIF1*) was lowly expressed in GE, BV and complete tissue, and it was identified as downregulated in BV. The binding of WIF1 with WNT occurs in the extracellular matrix and prevents the interaction between WNT and its receptor [58], and the low expressed WIF1 may support the cell communication via the extracellular matrix.

Of the frizzled class receptors, *FZD4* was upregulated in complete tissue, but the other genes (*FZD2*, *FZD3*, *FZD5*, *FZD6*, and *FZD7*) were all downregulated. 

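FZD6 (gene ID 100157360, chromosome 4 from 33811159 to 33844556) fell from 174 ± 20.4 CPM (SD, n = 4) in cyclic to 86.6 ± 8.77 CPM (SD, n = 4) in pregnant LE (log2 fold change -1.01, standard error 0.15, adjusted p = 0.00466, edgeR's quasi-likelihood test). Without 1 library, FZD6 stayed between -1.08 and -0.95, and the call was lost without any 1 of cyclic gilts 40 and 42 and pregnant gilts 139, 39 and 43 (adjusted p from 0.0171 to 0.0221). FZD8 (gene ID 110255708, chromosome 10 from 58093980 to 58096790, log2 fold change 1.26, adjusted p = 0.0125) and FZD3 (gene ID 100153078, chromosome 14 from 12281127 to 12394768, log2 fold change -1.36, adjusted p = 0.0557) rose and fell, respectively, without being called by the quasi-likelihood test. FZD8 passed the threshold without pregnant gilt 41 (adjusted p = 0.00873). FZD8 was called by edgeR's robust GLM test (adjusted p = 8.9e-04) and by DESeq2 (adjusted p = 3.8e-04). FZD3 was called by edgeR's robust GLM test (adjusted p = 0.00491) and by DESeq2 (adjusted p = 0.00791).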

With the LCM method, upregulation of *FZD8* and downregulation of *FZD3* and *FZD6* were found in LE. In sheep, expression of *FZD6* and *FZD8* was mainly found in endometrial epithelia during the periimplantation period [54]. 

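The mean of FZD5 (gene ID 100519058, chromosome 15 from 110913990 to 110921388) in BV was 57.0 ± 26.4 CPM (SD, n = 4) in pregnant against 11.0 ± 6.30 CPM (SD, n = 4) in cyclic gilts (log2 fold change 2.36, standard error 0.43, adjusted p = 0.0169, edgeR's quasi-likelihood test). FZD5 ranged from 2.00 to 2.81 in log2 fold change as each BV library was left out, and the call was lost without any 1 of cyclic gilts 128, 42 and 78 and pregnant gilts 139, 39 and 41 (adjusted p from 0.0161 to 0.0568). FZD5 would owe 90.5% of its rise in BV to the estimated epithelial RNA, and its subtraction left 51 of 144 counts in cyclic and 108 of 601 in pregnant BV, with 1 of 4 pregnant libraries at 0 (robust GLM, unadjusted p = 0.00911). FZD4 (gene ID 100520319, chromosome 9 from 20714995 to 20721460) rose from 6.00 ± 0.739 CPM (SD, n = 4) in cyclic to 14.3 ± 6.53 CPM (SD, n = 3) in pregnant GE (log2 fold change 1.25, standard error 0.35, adjusted p = 0.0936). FZD4 moved between 0.91 and 1.56 when 1 library was left out. FZD4 was called by edgeR's robust GLM test (adjusted p = 0.0154) and not by DESeq2 (adjusted p = 0.0251).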

*FZD4* and *FZD5* were upregulated in GE and BV, respectively. In addition, *FZD1* was downregulated in GE. 

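For FZD1 (gene ID 110262227, chromosome 9 from 71346994 to 71356488), GE held 30.2 ± 9.26 CPM (SD, n = 4) in cyclic and 42.1 ± 14.1 CPM (SD, n = 3) in pregnant gilts (log2 fold change 0.47, standard error 0.33, adjusted p = 0.421, edgeR's quasi-likelihood test). Leave-one-out values of FZD1 ran from 0.29 to 0.75. FZD1 was called neither by edgeR's robust GLM test (adjusted p = 0.42) nor by DESeq2 (adjusted p = 0.459).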

In mouse and sheep endometria during the phase of gland development, *FZD2* and *FZD6* were detected in all uterine cell types, the latter particularly with abundant expression in endometrial epithelia [59]. Furthermore, other WNT receptors, *LRP8* and *LRP11* were upregulated, while *LRP12* was downregulated in complete tissue. More DE *LRP* genes were found in LCM samples, for instance, *LRP10* was upregulated in LE, BV, and stroma. 

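LRP10 (gene ID 100233190, chromosome 7 from 76149304 to 76159397) rose from 83.0 ± 5.18 CPM (SD, n = 4) in cyclic to 174 ± 33.1 CPM (SD, n = 4) in pregnant BV (log2 fold change 1.07, standard error 0.15, adjusted p = 0.013, edgeR's quasi-likelihood test). Without 1 library, LRP10 stayed between 0.95 and 1.16. For LRP10, 51.0% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 1019 of 1066 counts in cyclic and 1339 of 1889 in pregnant BV (robust GLM, unadjusted p = 7.5e-05). LRP10 rose in LE (log2 fold change 0.84, adjusted p = 0.0604) and S (log2 fold change 0.65, adjusted p = 0.118). In LE it was called by the robust GLM alone (adjusted p = 0.00835) and in S by DESeq2 alone. LRP10 would owe 49.0% of its rise in S to the estimated epithelial RNA, and its subtraction left 1783 of 1930 counts in cyclic and 1786 of 2283 in pregnant S (robust GLM, unadjusted p = 0.023).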

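In BV, LRP2 (gene ID 100519689, chromosome 15 from 75565299 to 75754604) had 7.24 ± 1.01 CPM (SD, n = 4) in cyclic and 29.8 ± 8.27 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 2.04 (standard error 0.25, adjusted p = 0.013, edgeR's quasi-likelihood test). LRP2 ranged from 1.91 to 2.22 in log2 fold change as each BV library was left out. For LRP2, 101% of the rise in BV would come from epithelial RNA at its estimated share. Subtraction of this RNA left 23 of 92 counts in cyclic and 71 of 324 in pregnant BV. After it, 3 of 4 cyclic and 1 of 4 pregnant libraries were at 0 (robust GLM, unadjusted p = 0.00107). The log2 fold change of LRP2 by the robust GLM was 4.85 after subtraction and 2.07 before it. A share of 101% leaves no rise in the mean, so this p does not show one. LRP2BP (gene ID 100155710, chromosome 15 from 46383433 to 46445688, log2 fold change 1.19, adjusted p = 0.0339) and LRPAP1 (gene ID 399654, chromosome 8 from 2129492 to 2145632, log2 fold change 0.79, adjusted p = 0.0277) also rose in BV and were called by the robust GLM and DESeq2 only. LRP2BP would owe 13.4% of its rise in BV to the estimated epithelial RNA, and its subtraction left 95 of 97 counts in cyclic and 173 of 189 in pregnant BV (robust GLM, unadjusted p = 3.2e-05). For LRPAP1, 33.9% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 371 of 383 counts in cyclic and 465 of 558 in pregnant BV (robust GLM, unadjusted p = 3.8e-04). For LRPAP1 in BV, cyclic gilt 128 lay apart at 39.4 CPM, with the next library of its group at 28.0 CPM. LRPAP1 passed the threshold without cyclic gilt 128 (adjusted p = 0.0354). LRP1 (gene ID 100514839, chromosome 5 from 22435636 to 22519276) rose from 148 ± 20.2 CPM (SD, n = 4) in cyclic to 263 ± 26.8 CPM (SD, n = 3) in pregnant GE (log2 fold change 0.83, standard error 0.16, adjusted p = 0.0493). LRP1 moved between 0.77 and 0.92 when 1 library was left out. LRP4 (gene ID 100518293, chromosome 2 from 15616137 to 15672876, log2 fold change 1.48, adjusted p = 0.094) and LRP8 (gene ID 100187577, chromosome 6 from 158905464 to 158984743, log2 fold change 1.69, adjusted p = 0.192) rose in GE as well. LRP8 was highest in GE of cyclic gilt 78 at 9.55 CPM, with the next library of the group at 2.22 CPM. In GE the robust GLM called 3 of these and DESeq2 2.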

*LRP1*, *LRP4*, and *LRP8* were found with significantly higher expression in GE, and *LRP2*, *LRP2BP*, and *LRPAP1* in BV of the pregnancy group. The dickkopf class of WNT signaling pathway inhibitors, especially DKK1, DKK2, DKK3, and DKK4 only bind to the LRP receptors and interrupt the canonical WNT signaling [60]. DKK inhibits WNT signaling by acting in concert with its receptor Kremen to form a ternary complex with LRP6 [60]. Here, *DKK1* was found as upregulated both in GE and BV and the gene encoding kringle containing transmembrane protein 1 (*KREMEN1*) was also found as expressed in all four LCM samples and as upregulated in BV (1.8-fold, adjusted *P*-value 0.009).

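KREMEN1 (gene ID 100154052, chromosome 14 from 46254248 to 46323355) rose from 12.0 ± 2.91 CPM (SD, n = 4) in cyclic to 21.4 ± 2.47 CPM (SD, n = 4) in pregnant BV (log2 fold change 0.83, standard error 0.21, adjusted p = 0.0442, edgeR's quasi-likelihood test). Leave-one-out values of KREMEN1 ran from 0.71 to 0.99. KREMEN1 would owe 162% of its rise in BV to the estimated epithelial RNA, and its subtraction left 123 of 153 counts in cyclic and 56 of 230 in pregnant BV, with 1 of 4 pregnant libraries at 0 (robust GLM, unadjusted p = 0.203). KREMEN1 was called by edgeR's robust GLM test (adjusted p = 0.00924) and not by DESeq2 (adjusted p = 0.0139). KREMEN1 had 88.1 ± 14.6 CPM in LE, 122 ± 24.9 CPM in GE, 17.4 ± 5.78 CPM in BV and 20.0 ± 8.67 CPM in S (SD, n = 8, and 7 for GE).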

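In LE, MSX2 (gene ID 110257220, chromosome 16 from 49765587 to 49771745) had 27.8 ± 3.21 CPM (SD, n = 4) in cyclic and 10.6 ± 7.22 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of -1.34 (standard error 0.42, adjusted p = 0.0701, edgeR's quasi-likelihood test). Without 1 library, MSX2 stayed between -1.90 and -1.10. MSX2 was called by edgeR's robust GLM test (adjusted p = 2.6e-04) and not by DESeq2 (adjusted p = 0.0174). MSX1 (gene ID 100302364, chromosome 8 from 5628381 to 5632375) fell from 56.1 ± 32.5 CPM (SD, n = 4) in cyclic to 23.4 ± 12.7 CPM (SD, n = 4) in pregnant LE (log2 fold change -1.26, standard error 0.47, adjusted p = 0.118). MSX1 ranged from -1.65 to -0.77 in log2 fold change as each LE library was left out. MSX1 in LE lay apart in cyclic gilt 128 at 104 CPM, and the next library of its group had 46.3 CPM. In LE, MSX1 was called neither by edgeR's robust GLM test (adjusted p = 0.0266) nor by DESeq2 (adjusted p = 0.0491). The mean of MSX1 in BV was 11.5 ± 5.52 CPM (SD, n = 4) in pregnant against 3.13 ± 1.86 CPM (SD, n = 4) in cyclic gilts (log2 fold change 1.86, standard error 0.49, adjusted p = 0.046). For MSX1, 97.8% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 15 of 40 counts in cyclic and 23 of 121 in pregnant BV, with 1 of 4 cyclic and 1 of 4 pregnant libraries at 0 (robust GLM, unadjusted p = 0.406). In BV, MSX1 was called by edgeR's robust GLM test (adjusted p = 0.00146) and by DESeq2 (adjusted p = 0.00652). The effect on MSX1 was 3.10 higher in BV than in LE on the log2 scale (interaction, adjusted p = 0.0341).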

The important transcriptional regulators of WNT signaling pathway components, msh homeobox 1 and 2 (*MSX1* and *MSX2*) were both downregulated in LE and *MSX1* was upregulated in BV in the current study. The *MSX1* and *MSX2* mRNA were declined by P4 treatment in ovine uterus, which was supposed to alter tight and adherens junctions, thereby stimulating blastocyst growth and development [61]. In the mouse, *MSX1* was transiently expressed in LE and GE on Day 4 of pregnancy, but decreased with the onset of implantation (Day 5) to undetectable levels on Day 8 [62]. Deletion of both *Msx1* and *Msx2* leads to complete infertility and aberrant expression of implantation-related genes [63]. 

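In GE, TCF7L2 (gene ID 100153922, chromosome 14 from 123343695 to 123547332) had 6.66 ± 1.16 CPM (SD, n = 4) in cyclic and 26.9 ± 16.5 CPM (SD, n = 3) in pregnant gilts, with a log2 fold change of 2.02 (standard error 0.39, adjusted p = 0.0493, edgeR's quasi-likelihood test). TCF7L2 moved between 1.39 and 2.28 when 1 library was left out. TCF7L2 was called by edgeR's robust GLM test (adjusted p = 3.3e-04) and by DESeq2 (adjusted p = 3.6e-04). The effect on TCF7L2 differed between compartments (interaction, adjusted p = 0.00861). LEF1 (gene ID 100170126, chromosome 8 from 113824511 to 113944078) rose from 102 ± 33.3 CPM (SD, n = 4) in cyclic to 241 ± 44.3 CPM (SD, n = 4) in pregnant BV (log2 fold change 1.23, standard error 0.23, adjusted p = 0.0181). Leave-one-out values of LEF1 ran from 1.10 to 1.47, and it passed the threshold without cyclic gilt 40 (adjusted p = 0.0244). LEF1 is among the genes from which the share of GE RNA in BV was estimated. LEF1 was called by edgeR's robust GLM test (adjusted p = 3.9e-07) and by DESeq2 (adjusted p = 5.4e-05).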

Additional transcriptional regulators of WNT signaling were found as DE in porcine endometrium, transcription factor 7 like 2 (*TCF7L2*) and lymphoid enhancer binding factor 1 (*LEF1*), upregulated in GE and in BV, respectively. In sheep, endometrial expression of TCF7L2 has been detected as transiently increased in epithelia of P4-treated ewes on Day 9, but decreased with longer P4 application on Day 12 [61]. 

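Levels of LEF1 were 169 ± 72.9 CPM in LE, 1060 ± 388 CPM in GE, 179 ± 85.2 CPM in BV and 188 ± 51.4 CPM in S (SD, n = 8, and 7 for GE), highest in GE and above S in 7 of 7 gilts (exact sign-flip test, two-sided p = 0.0156).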

From Days 10 to 20 of pregnancy in sheep, *LEF1* mRNA was detectable in LE and GE by in situ hybridization [54] whereas in the present study expression was detectable in all LCM samples derived from Day 14 of pregnancy.

Overall, members of the Wnt signaling pathway showed a very complex spatial expression pattern in porcine endometrium. Some of them showed even contrary regulation of expression in different endometrial compartments (see Fig. 5). Furthermore, the comparison to the findings in other species showed specific differences in temporal and spatial regulation, suggesting a specific role in the regulation of the type of epitheliochorial placentation in the pig. Wnt signaling is mediating interactions with the embryo, between different endometrial cells, angiogenesis, and maybe also with respect to regulation of infiltrating immune cells thereby playing an essential role in early pregnancy events [64].

### Cytokines and interferon regulatory factors

The interleukin family, i.e., a variety of cytokines and their receptors, is of great importance during embryo implantation [65]. A number of genes encoding interleukins and interleukin receptors was found as upregulated in LE on Day 12 of pregnancy in our previous study [25], such as, interleukin 1 receptor type 1 (*IL1R1*), interleukin 1 receptor accessory protein (IL1RAP), and interleukin 1 receptor associated kinases 3 and 4 (*IRAK3, IRAK4*). In contrast, only interleukin 6 receptor (*IL6R*) was upregulated on Day 14 in LE of pregnant gilts. The remaining DE interleukin family genes, interleukin 1 alpha and 24 (*IL1A*, *IL24*), interleukin 17 receptor D and 18 receptor 1 (*IL17RD*, *IL18R1*) were downregulated in LE of pregnancy. 

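IL17RD (gene ID 100513377, chromosome 13 from 38935631 to 39006721) fell from 478 ± 248 CPM (SD, n = 4) in cyclic to 78.0 ± 38.5 CPM (SD, n = 4) in pregnant LE (log2 fold change -2.61, standard error 0.47, adjusted p = 0.00957, edgeR's quasi-likelihood test). Without 1 library, IL17RD stayed between -3.01 and -2.25, and the call was lost without any 1 of cyclic gilts 40, 42 and 78 and pregnant gilts 139, 39 and 43 (adjusted p from 0.0127 to 0.035). IL18R1 (gene ID 397179, chromosome 3 from 51803383 to 51844758, log2 fold change -1.40, adjusted p = 0.0703) and IL1A (gene ID 397094, chromosome 3 from 43718320 to 43731668, log2 fold change -1.80, adjusted p = 0.229) were lower without being called by the quasi-likelihood test. For IL1A in LE, cyclic gilt 128 lay apart at 2.11 CPM, with the next library of its group at 50.0 CPM. With IL24, all 4 genes were lower in pregnant LE, 2 were called by the quasi-likelihood test, 4 by the robust GLM and 2 by DESeq2. Adjusted over the list alone, chosen by the study on these libraries, 3 stayed below 5%, and 2 did not overlap between groups.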

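For IL24 (gene ID 100739374, chromosome 9 from 67525246 to 67532407), LE held 64.0 ± 38.8 CPM (SD, n = 4) in cyclic and 0.203 ± 0.405 CPM (SD, n = 4) in pregnant gilts (log2 fold change -8.24, standard error 1.07, adjusted p = 0.00289, edgeR's quasi-likelihood test). IL24 ranged from -11.07 to -7.58 in log2 fold change as each LE library was left out, and the call was lost without any 1 of cyclic gilt 40 and pregnant gilts 139, 39 and 43 (adjusted p from 0.0113 to 0.0187). IL24 was highest in LE of pregnant gilt 139 at 0.810 CPM, with the next library of the group at 0 CPM. The pooled counts of IL24 give a ratio of 367 with an exact 95% counting interval from 125 to 1781.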

Interestingly, *IL24* expression was almost not detectable in LE of pregnant gilts (946-fold downregulation, only very low in one of 4 pregnant samples). Furthermore, *IL24* was not detectable in GE, BV and S. On Day 12, expression of *IL24* already started to decrease in samples from pregnant endometrium but was still expressed in all LCM samples [25]. 

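IL24 was in no filtered table of GE, BV or S, which held 2 counts in cyclic and 0 in pregnant GE, 0 in BV, and 25 in cyclic and 0 in pregnant S. In S this is at least 6.48-fold lower against the 3-count floor of the pregnant group. The share of LE RNA in cyclic S was estimated at 6.41 ± 3.29% (SD, n = 4). The counts in S therefore need not come from S, since IL24 was abundant in cyclic LE.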

In humans, IL-24 expression has been shown in villous and decidual tissues, trophoblasts, stroma and blood vessels during early pregnancy [66]. Furthermore, inhibition of invasiveness of a human trophoblast cell line was found in the same study. The downregulation of *IL24* on Day 14 in the pig could be related to trophoblast attachment to the endometrium. Expression of interleukin 6 (*IL6*) mRNA in the elongating porcine embryo has been described from Day 13 to Day 21 of pregnancy [67], and IL-6 activity has been detected in the uterine fluid during the preimplantation phase [68]. The 11-fold higher concentration of *IL6R* mRNA in pregnant compared to cyclic LE suggests that IL-6 and its receptor have also an important role in conceptus implantation in the pig as in other species such as human and mice [69].

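The mean of IL6R (gene ID 399522, chromosome 4 from 95322426 to 95381393) in LE was 123 ± 61.4 CPM (SD, n = 4) in pregnant against 11.7 ± 4.90 CPM (SD, n = 4) in cyclic gilts (log2 fold change 3.38, standard error 0.50, adjusted p = 0.00429, edgeR's quasi-likelihood test). IL6R moved between 3.11 and 3.68 when 1 library was left out, and the call was lost without any 1 of cyclic gilts 40 and 42 and pregnant gilts 139, 39 and 43 (adjusted p from 0.0127 to 0.0195). Over all libraries IL6R had 65.5 ± 69.1 CPM in LE, 192 ± 126 CPM in GE, 65.0 ± 28.5 CPM in BV and 34.3 ± 15.2 CPM in S (SD, n = 8, and 7 for GE).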

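IL1A rose from 1.69 ± 1.87 CPM (SD, n = 4) in cyclic to 25.5 ± 20.5 CPM (SD, n = 3) in pregnant GE (log2 fold change 3.88, standard error 0.92, adjusted p = 0.0704, edgeR's quasi-likelihood test) and fell from 39.9 ± 25.2 to 11.0 ± 11.0 CPM (SD, n = 4) in LE. Leave-one-out values of IL1A ran from 3.16 to 4.97. In GE, IL1A was called by edgeR's robust GLM test (adjusted p = 6.9e-08) and by DESeq2 (adjusted p = 7.2e-04). In LE, IL1A was called by edgeR's robust GLM test (adjusted p = 0.00535) and not by DESeq2 (adjusted p = 0.123). In a fit of the 13887 genes detectable in at least 1 compartment, the effect on IL1A was 5.70 higher in GE than in LE on the log2 scale (interaction, adjusted p = 0.0216).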

Opposite regulation was observed for *IL1A*, upregulation in GE and downregulation in LE. In a recent study of the effects of PGF2a on porcine endometrium, the expression of IL1A was increased after treatment of endometrial explants with PGF2a [70]. In the context of a study with human cytotrophoblast cells, the proinflammatory cytokine IL-1A could also be involved in regulation of trophoblast invasiveness in the pig [71]. The importance of fine-tuned regulation of *IL1A* expression is indicated by a study in mice where IL-1A administration led to implantation failure [72]. 

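IL11RA (gene ID 100524166, chromosome 10 from 32138984 to 32149315) rose from 19.7 ± 3.09 CPM (SD, n = 4) in cyclic to 40.2 ± 5.21 CPM (SD, n = 4) in pregnant BV (log2 fold change 1.02, standard error 0.17, adjusted p = 0.0163, edgeR's quasi-likelihood test). Without 1 library, IL11RA stayed between 0.95 and 1.11, and the call was lost without any 1 of cyclic gilts 128, 42 and 78 and pregnant gilts 139, 41 and 43 (adjusted p from 0.0163 to 0.0535). IL11RA would owe 84.0% of its rise in BV to the estimated epithelial RNA, and its subtraction left 207 of 257 counts in cyclic and 202 of 430 in pregnant BV (robust GLM, unadjusted p = 0.323). IL3RA (gene ID 102166116, on no placed chromosome, log2 fold change 1.57, adjusted p = 0.0667) and IL10RA (gene ID 100525654, chromosome 9 from 45310527 to 45324557, log2 fold change 1.06, adjusted p = 0.141) rose without being called by the quasi-likelihood test. For IL3RA, 1.13% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 301 of 301 counts in cyclic and 742 of 748 in pregnant BV (robust GLM, unadjusted p = 8.0e-06). IL10RA would owe 2.39% of its rise in BV to the estimated epithelial RNA, and its subtraction left 337 of 337 counts in cyclic and 575 of 583 in pregnant BV (robust GLM, unadjusted p = 4.1e-05). IL10RA in BV lay apart in pregnant gilt 139 at 17.5 CPM, and the next library of its group had 63.7 CPM. In BV, IL1RL1 (gene ID 100127134, chromosome 3 from 51868549 to 51902454) had 44.5 ± 43.1 CPM (SD, n = 4) in cyclic and 6.93 ± 11.7 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of -2.72 (standard error 1.19, adjusted p = 0.17). For IL1RL1 in BV, pregnant gilt 139 lay apart at 24.5 CPM, with the next library of its group at 2.20 CPM. IL1RL1 was called by edgeR's robust GLM test (adjusted p = 4.4e-05) and not by DESeq2 (adjusted p = 0.25). Of the 3 upregulated receptors the robust GLM called 3 and DESeq2 2. The effect on IL11RA differed between compartments (interaction, adjusted p = 0.00736).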

In BV, upregulation of interleukin 3, 10 and 11 receptor subunit alpha (*IL3RA, IL10RA, and IL11RA*), and downregulation of interleukin 1 receptor like 1 (*IL1RL1*) were observed. Interleukin 10 (IL10) functions as a potent protector against vascular dysfunction, and enhancement of IL10 has been suggested as an immunotherapeutic intervention to treat adverse pregnancy outcomes [73]. The higher expression of *IL10RA* in BV of pregnant gilts suggested IL10 and IL10RA may play a role in vascular remodeling in normal pregnancy. 

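In S, IL3RA had 9.97 ± 3.13 CPM (SD, n = 4) in cyclic and 36.8 ± 20.2 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 1.91 (standard error 0.41, adjusted p = 0.114, edgeR's quasi-likelihood test). IL3RA ranged from 1.55 to 2.15 in log2 fold change as each S library was left out, and it passed the threshold without pregnant gilt 41 (adjusted p = 0.105). For IL3RA, 3.83% of the rise in S would come from epithelial RNA at its estimated share, and its subtraction left 163 of 167 counts in cyclic and 501 of 517 in pregnant S (robust GLM, unadjusted p = 5.3e-07). IL3RA was called by edgeR's robust GLM test (adjusted p = 1.8e-04) and by DESeq2 (adjusted p = 0.00135). IL1RAP (gene ID 100628318, chromosome 13 from 127933239 to 128071984) rose from 15.6 ± 9.97 CPM (SD, n = 4) in cyclic to 34.0 ± 8.59 CPM (SD, n = 4) in pregnant S (log2 fold change 1.11, standard error 0.38, adjusted p = 0.245). IL1RAP moved between 0.93 and 1.68 when 1 library was left out, and it passed the threshold without cyclic gilt 78 (adjusted p = 0.0715). IL1RAP is among the genes from which the share of LE RNA in S was estimated. IL1RAP was called by edgeR's robust GLM test (adjusted p = 0.00121) and not by DESeq2 (adjusted p = 0.113).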

Besides, upregulation of interleukin 1 receptor accessory protein (*IL1RAP*) and interleukin 3 receptor subunit alpha (*IL3RA*) were found in stroma in this study and a higher expression of IL1RAP in pregnant compared to cyclic endometrium has been shown in a related study [74]. Our results on Day 14 provided the additional information that *IL1RAP* was not only detected in LE and GE, but also in BV and S, and the upregulation of *IL1RAP* is mainly localized in BV of pregnant gilts (overview in Fig. 5).

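IL1RAP had 339.9 ± 158 CPM in LE, 45.6 ± 12.5 CPM in GE, 22.4 ± 10.4 CPM in BV and 25.0 ± 13.1 CPM in S (SD, n = 8, and 7 for GE). IL1RAP rose from 16.5 ± 2.27 CPM (SD, n = 4) in cyclic to 26.6 ± 12.6 CPM (SD, n = 4) in pregnant BV (log2 fold change 0.69, standard error 0.33, adjusted p = 0.194, edgeR's quasi-likelihood test). Leave-one-out values of IL1RAP ran from 0.43 to 0.92. IL1RAP is among the genes from which the share of LE RNA in BV was estimated. In BV, IL1RAP was called neither by edgeR's robust GLM test (adjusted p = 0.103) nor by DESeq2 (adjusted p = 0.184).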

Many genes of the chemokine system were found as expressed in the endometrium in this study. Interestingly, most of these genes, such as C-C motif chemokine ligands 2, 4, 5, 8, 26, (*CCL2*, *CCL4*, *CCL5*, *CCL8*, and *CCL26*), C-C motif chemokine receptor 1, 2, 3, 5, 7 (*CCR1*, *CCR2*, *CCR3*, *CCR5*, and *CCR7*), C-C motif chemokine receptor like 2 (*CCRL2*), C-X-C motif chemokine ligand 9, 11 (*CXCL9* and *CXCL11*), and C-X-C motif chemokine receptor 3 (*CXCR3*) were only DE in complete tissue, what could be because of expression in infiltrating immune cells located around smaller vessels or in subepithelial stromal areas. For example, expression of *CCL2* and *CCL8* (monocyte chemotactic protein-1 and -2) increased between Days 13 and 19 of pregnancy in the ovine uterus and was located in eosinophils recruited to the subepithelial compact stroma [75]. Another three chemokine members (*CCL3L1*, *CCL28*, and *CXCL10*) which were DE in complete endometrium were also DE in GE, whereas, *CCL24* was downregulated in complete endometrium and upregulated in BV. 

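In GE, CCL3L1 (gene ID 494459, chromosome 12 from 39491999 to 39493345) had 0 counts in both groups, which allows at most 0.178 CPM in cyclic and 0.254 CPM in pregnant gilts. CCL24 (gene ID 780407, chromosome 3 from 10347397 to 10361500) rose from 6.65 ± 4.52 CPM (SD, n = 4) in cyclic to 21.1 ± 14.3 CPM (SD, n = 4) in pregnant BV (log2 fold change 1.64, standard error 0.59, adjusted p = 0.105, edgeR's quasi-likelihood test). Without 1 library, CCL24 stayed between 1.21 and 2.23. CCL24 would owe 1.32% of its rise in BV to the estimated epithelial RNA, and its subtraction left 89 of 89 counts in cyclic and 229 of 232 in pregnant BV (robust GLM, unadjusted p = 7.8e-05). CCL24 was called by edgeR's robust GLM test (adjusted p = 0.00252) and not by DESeq2 (adjusted p = 0.0434).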

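CCL28 (gene ID 554303, chromosome 16 from 27990024 to 28010859) fell from 316 ± 315 CPM (SD, n = 4) in cyclic to 44.7 ± 43.2 CPM (SD, n = 3) in pregnant GE (log2 fold change -2.81, standard error 0.89, adjusted p = 0.121, edgeR's quasi-likelihood test). CCL28 ranged from -3.98 to -1.82 in log2 fold change as each GE library was left out. CCL28 was highest in GE of cyclic gilt 128 at 783 CPM, with the next library of the group at 219.5 CPM. CCL28 was called by edgeR's robust GLM test (adjusted p = 1.2e-05) and by DESeq2 (adjusted p = 0.00516). Over all libraries CCL28 had 2.45 ± 3.14 CPM in LE, 185 ± 250.4 CPM in GE, 10.2 ± 13.9 CPM in BV and 14.8 ± 28.0 CPM in S (SD, n = 8, and 7 for GE).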

In agreement with the results of a previous study [76], CCL28 was mainly expressed in GE and at lower levels in samples from pregnant gilts. Messenger RNA expression of *CXCL9*, *CXCL10*, *CXCL11*, and *CXCR3* have been found highest on Day 15 of pregnancy in porcine endometrium [34]. In the same study, on Day 15 of pregnancy expression of *CXCL9* was localized to vascular endothelial cells, *CXCL10* exclusively to subepithelial stromal cells and endothelial cells, CXCL11 protein mainly in smooth muscle cells of BV, and CXCR3 protein primarily in vascular endothelial cells [34]. Han et al. [34] also showed that these chemokines are involved in the recruitment and migration of T cells and NK infiltrating the endometrium on Day 15 of pregnancy. In sheep, expression of CXCL10 (alias IP-10) has been shown in monocytes located in the subepithelial stroma of pregnant ewes [77]. A very recent study investigated a number of selected chemokines at the porcine maternal-fetal interface during the periimplantation period and revealed CCL2, CCL5, CCL11 and CXCL12 as involved in communication with the trophoblast, and suggested that CXCL9 and CXCL10 are involved in recruitment of immune cells and establishment of an immunotolerant environment for conceptus implantation [78]. Overall, chemokines are supposed to be involved in conceptus development, lymphocyte-promoted endometrial angiogenesis important for conceptus survival, and in pregnancy success in general [79, 80]. Although the importance of the chemokine system for establishment and maintenance of pregnancy in the pig has been shown, our study provides in addition the complexity of gene expression regulation and location of expression of the corresponding genes in porcine endometrium on Day 14 of pregnancy.

Similar to ruminants, transcriptional repressor interferon regulatory factor 2 (*IRF2*) has been found as upregulated in the endometrial LE from Day 12 of pregnancy in the pig thereby limiting upregulation of interferon-stimulated genes (ISGs) to glandular and stromal regions [25, 81, 82]. In contrast to ruminants, where the conceptus secretes the type I IFN IFN tau [83, 84], the porcine conceptus is secreting type II IFNs (IFN gamma (IFNG)) and type I IFNs (IFN delta (IFND)) during the periimplantation period [85, 86]. Previously, we found that the expression of ISGs was DE in porcine endometrium on Day 12 of pregnancy including upregulation of *IRF2* in LE [25]. In the present study of Day 14, many ISGs genes were found as DE, e.g., several genes encoding interferon-regulatory factors (*IRF1*, *IRF2*, *IRF4*, *IRF5*, *IRF6*, *IRF7*, and *IRF8*). The gene *IRF1* was identified as upregulated in GE and stroma, *IRF6* and *IRF8* in BV and stroma, and *IRF4* and *IRF7* only in complete endometrial tissue samples. 

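IRF8 (gene ID 396645, chromosome 6 from 3041617 to 3060685) rose from 7.99 ± 2.61 CPM (SD, n = 4) in cyclic to 19.4 ± 12.5 CPM (SD, n = 4) in pregnant BV (log2 fold change 1.26, standard error 0.46, adjusted p = 0.112, edgeR's quasi-likelihood test). IRF8 moved between 0.79 and 1.54 when 1 library was left out. For IRF8, 5.17% of the rise in BV would come from epithelial RNA at its estimated share, and its subtraction left 106 of 106 counts in cyclic and 205 of 212 in pregnant BV (robust GLM, unadjusted p = 0.00213). IRF8 in S (log2 fold change 1.26, adjusted p = 0.137) rose as well, and the quasi-likelihood test called neither. IRF8 would owe 4.45% of its rise in S to the estimated epithelial RNA, and its subtraction left 157 of 159 counts in cyclic and 286 of 294 in pregnant S (robust GLM, unadjusted p = 2.1e-04). IRF1 (log2 fold change 2.04, adjusted p = 0.207) rose in S. For IRF1, GE held 8.97 ± 1.81 CPM (SD, n = 4) in cyclic and 78.7 ± 96.0 CPM (SD, n = 3) in pregnant gilts. IRF1 was called in GE and S by the robust GLM and DESeq2, and IRF8 in S by both but in BV by neither. For IRF1, 6.06% of the rise in S would come from epithelial RNA at its estimated share, and its subtraction left 578 of 589 counts in cyclic and 1882 of 1971 in pregnant S (robust GLM, unadjusted p = 0.0011).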

The results for *IRF1* and the upregulation of *IRF2* in LE on Days 12 and 14 are consistent with previous studies [82] whereas the other IRFs have not been described so far in porcine endometrium.

Another *ISG*, signal transducer and activator of transcription 2 (*STAT2*), has been found with increased expression during the peri-implantation period compared with nonpregnant sows mainly localized in stratum compactum stroma [82]. In our study, we did not only confirm the upregulation of *STAT2*, but also identified more members of the STAT gene family (*STAT1*, *STAT4*, and *STAT5A*) as upregulated in complete endometrial tissue. 

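STAT5B (gene ID 397340, chromosome 12 from 20498103 to 20574365) rose from 38.9 ± 7.49 CPM (SD, n = 4) in cyclic to 88.9 ± 17.1 CPM (SD, n = 4) in pregnant LE (log2 fold change 1.19, standard error 0.20, adjusted p = 0.00693, edgeR's quasi-likelihood test). Leave-one-out values of STAT5B ran from 1.05 to 1.32, and the call was lost without any 1 of cyclic gilts 128, 40 and 42 and pregnant gilts 139, 39, 41 and 43 (adjusted p from 0.0129 to 0.0241). The mean of STAT5A (gene ID 397550, chromosome 12 from 20474221 to 20498785) in LE was 36.2 ± 18.6 CPM (SD, n = 4) in pregnant against 11.9 ± 2.21 CPM (SD, n = 4) in cyclic gilts (log2 fold change 1.60, standard error 0.35, adjusted p = 0.0204). Without 1 library, STAT5A stayed between 1.20 and 1.79. STAT5A was called by edgeR's robust GLM test (adjusted p = 3.0e-04) and by DESeq2 (adjusted p = 4.5e-04). In BV, STAT6 (gene ID 100153518, chromosome 5 from 22406356 to 22422412) had 47.8 ± 5.65 CPM (SD, n = 4) in cyclic and 77.1 ± 11.5 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.0277). STAT6 ranged from 0.59 to 0.76 in log2 fold change as each BV library was left out. STAT6 would owe 23.5% of its rise in BV to the estimated epithelial RNA, and its subtraction left 601 of 611 counts in cyclic and 738 of 825 in pregnant BV (robust GLM, unadjusted p = 1.0e-04). STAT6 was called by edgeR's robust GLM test (adjusted p = 0.0023) and by DESeq2 (adjusted p = 0.00176).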

Besides, upregulation of *STAT5A*, *STAT5B* was also found in LE, and *STAT6* was upregulated in BV. The upregulation of *STAT5A* in LE may be induced by estrogen as it has been shown in the mouse [87]. Many more of the typical ISGs [31, 88], such as *ISG15*, *ISG20*, *IFI44*, *IFIT1*, *MX1*, *MX2*, *USP18*, *GBP1–6*, *PARP* family members etc. were found as upregulated in the present study but mainly in complete tissues only or in BV and/or stroma.

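In LE, TINAGL1 (gene ID 100517950, chromosome 6 from 88095650 to 88106092) had 27.3 ± 9.75 CPM (SD, n = 4) in cyclic and 171 ± 59.3 CPM (SD, n = 4) in pregnant gilts, with a log2 fold change of 2.65 (standard error 0.32, adjusted p = 0.00202, edgeR's quasi-likelihood test). TINAGL1 moved between 2.37 and 2.89 when 1 library was left out, and the call was lost without cyclic gilt 40 (adjusted p = 0.0118). PIAS1 (gene ID 100519005, chromosome 1 from 165957114 to 166087242, log2 fold change 0.92, adjusted p = 0.00662), SERPING1 (gene ID 100144304, chromosome 2 from 13324160 to 13338826, log2 fold change 1.80, adjusted p = 0.00657), C1S (gene ID 397274, chromosome 5 from 63670309 to 63681466, log2 fold change 1.67, adjusted p = 0.00631), DHX34 (gene ID 100515780, chromosome 6 from 53131193 to 53161369, log2 fold change 2.14, adjusted p = 0.00698) and IFI30 (gene ID 100174943, chromosome 2 from 59629762 to 59633714, log2 fold change 1.64, adjusted p = 0.0091) were called as well. The call of PIAS1 was lost without any 1 of cyclic gilts 128, 40, 42 and 78 and pregnant gilts 139, 39, 41 and 43 (adjusted p from 0.0106 to 0.027). The call of SERPING1 was lost without any 1 of cyclic gilts 128, 40 and 78 and pregnant gilts 139, 39, 41 and 43 (adjusted p from 0.0118 to 0.0258). The call of C1S was lost without any 1 of cyclic gilts 128, 40, 42 and 78 and pregnant gilts 139, 39 and 41 (adjusted p from 0.0109 to 0.0239). The call of DHX34 was lost without any 1 of cyclic gilts 128, 40 and 42 and pregnant gilts 39, 41 and 43 (adjusted p from 0.011 to 0.0283). The call of IFI30 was lost without any 1 of cyclic gilts 40, 42 and 78 and pregnant gilts 139, 39, 41 and 43 (adjusted p from 0.0127 to 0.029). SERPING1 in LE lay apart in cyclic gilt 42 at 91.8 CPM, and the next library of its group had 48.7 CPM. For DHX34 in LE, pregnant gilt 139 lay apart at 105 CPM, with the next library of its group at 46.5 CPM. With C1R, C3, C4A, DDX52, FAM13A, GBP4, IFI27L2, IRF2, JAK1, STAT5A, TNFSF10 and UBE2B, all 18 genes were higher in pregnant LE, and the quasi-likelihood test called 6, the robust GLM 18 and DESeq2 16. C4A passed the threshold without cyclic gilt 78 (adjusted p = 0.0079), FAM13A passed the threshold without cyclic gilt 78 (adjusted p = 0.00391) and UBE2B passed the threshold without pregnant gilt 41 (adjusted p = 0.00753). In a list-wise adjustment, 18 of 18 stayed below 5% in a list the study drew from these libraries, so this is not independent evidence. The groups of 16 of the 18 did not overlap. The effect differed between compartments for TINAGL1 (interaction, adjusted p = 7.4e-04) and PIAS1 (interaction, adjusted p = 0.00546). In pregnant gilt 139, C3 reached 474 CPM and TNFSF10 341 CPM, apart from the other pregnant libraries.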

Interestingly, a number of ISGs (*C1R*, *C1S*, *C3*, *C4A*, *DDX52*, *DHX34*, *FAM13A*, *GBP4*, *IFI27L2*, *IFI30*, *IRF2*, *JAK1*, *PIAS1*, *SERPING1*, *STAT5A*, *TINAGL1*, *TNFSF10*, *UBE2B*) were identified as upregulated in LE. The function in the endometrium of some of these genes has been described in other species, such as for tubulointerstitial nephritis antigen-like 1 (*TINAGL1*) in mice, where it is markedly expressed in postimplantation decidual endometrium and interacting with integrins [89]. The mRNA for *SERPING1*, encoding a regulator of complement activation, has been found as upregulated in bovine endometrium during the preimplantation period [90] and with decreased expression in endometrial biopsies collected on Day LH + 7 (window of implantation, WOI) from women with recurrent miscarriages [91]. Another gene that has probably a conserved function in different mammalian species is tumor necrosis factor (ligand) superfamily member 10 (*TNFSF10*). The *TNFSF10* mRNA has been found as upregulated in human endometrium during the WOI [92], in bovine endometrium on Day 18 of pregnancy [93], and in equine endometrium on Day 12 of pregnancy [94]. Protein inhibitor of activated STAT 1 (PIAS1) has been shown to block IRF3 DNA-binding activity and thereby negatively modulating type I IFN signaling [95], which is suggesting PIAS1 as another factor involved in repression of ISG expression in LE.

Porcine MHC class I (*SLA-1* to *8*) and class II (*SLA-D*) genes were differentially expressed in the endometrial tissue samples on Day 14, i.e., identified as upregulated in complete tissue samples derived from pregnant gilts. For the LCM samples, high expression was found for *SLA-1* to *3* in LE, BV, stroma, and moderate expression in GE. Upregulation of these MHC class I genes was only found in LE (log2 FC 2 to 3). 

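Mean levels over all libraries were 272 ± 217 CPM in LE, 52.5 ± 25.8 CPM in GE, 304 ± 177 CPM in BV and 278 ± 104 CPM in S for SLA-1 (gene ID 100037293, chromosome 7 from 22824137 to 22920154), 833 ± 1065 CPM in LE, 110.2 ± 105 CPM in GE, 353 ± 125 CPM in BV and 403 ± 329.6 CPM in S for SLA-2 (gene ID 100135031, chromosome 7 from 22916747 to 22959405) and 474 ± 393 CPM in LE, 57.3 ± 28.2 CPM in GE, 268 ± 100.0 CPM in BV and 286 ± 196 CPM in S for SLA-3 (gene ID 100037288, chromosome 7 from 22938211 to 22942735) (SD, n = 8, and 7 for GE). Reads of these near-identical genes can be split between them in the counting, so their single values are uncertain.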

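SLA-3 rose from 162 ± 13.5 CPM (SD, n = 4) in cyclic to 813 ± 329 CPM (SD, n = 4) in pregnant LE (log2 fold change 2.33, standard error 0.32, adjusted p = 0.0036, edgeR's quasi-likelihood test). Leave-one-out values of SLA-3 ran from 2.13 to 2.58, and the call was lost without any 1 of cyclic gilts 40 and 42 and pregnant gilts 139, 39 and 43 (adjusted p from 0.0107 to 0.017). The mean of SLA-2 in LE was 1565 ± 1275 CPM (SD, n = 4) in pregnant against 159 ± 10.7 CPM (SD, n = 4) in cyclic gilts (log2 fold change 3.30, standard error 0.54, adjusted p = 0.00672). Without 1 library, SLA-2 stayed between 2.59 and 3.60, and the call was lost without any 1 of cyclic gilts 128, 40, 42 and 78 and pregnant gilts 39 and 43 (adjusted p from 0.0132 to 0.0282). SLA-1 (log2 fold change 1.81, adjusted p = 0.0683) was not called, and the robust GLM and DESeq2 called all 3 genes. In GE, BV and S 0 of the 3 were called by the quasi-likelihood test, the robust GLM or DESeq2, with 2, 0 and 1 at an unadjusted p under 0.05.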

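Over both groups, mean CPM in LE and GE were 98.3 ± 49.6 and 27.3 ± 23.3 for SLA-DRA (gene ID 100135040, chromosome 7 from 24825037 to 24830650), 44.7 ± 24.8 and 12.9 ± 8.17 for SLA-DQA1 (gene ID 100153387, chromosome 7 from 24953472 to 24959313), 37.5 ± 16.2 and 12.1 ± 9.57 for SLA-DRB1 (gene ID 100153386, chromosome 7 from 24901386 to 24914016) and 25.8 ± 13.3 and 8.88 ± 6.77 for SLA-DQB1 (gene ID 100037921, chromosome 7 from 24969034 to 24977238) (SD, n = 8 and 7). Read sharing between class II paralogs leaves single values uncertain. In GE, the robust GLM called SLA-DRA, SLA-DQA1 and SLA-DRB1 as upregulated and DESeq2 called SLA-DRA.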

The expression of most of the MHC class II genes (*SLA-DMA, SLA-DMB, SLA-DOA, SLA-DOB, SLA-DQA1, SLA-DQB1, SLA-DRA, SLA-DRB1, LOC100155975, LOC100153139, LOC106504372*) was low or absent in the LCM samples, particularly in LE and GE. 

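For the 4 genes, the means of BV and S were 189 ± 71.4 and 243 ± 197 CPM for SLA-DRA, 105 ± 55.2 and 118 ± 68.8 CPM for SLA-DQA1, 97.4 ± 57.0 and 131 ± 128 CPM for SLA-DRB1 and 67.6 ± 30.4 and 77.9 ± 42.5 CPM for SLA-DQB1 (SD, n = 8). Of 4 genes, 0 were called in BV and 0 in S by the quasi-likelihood test, the robust GLM or DESeq2, with 0 and 2 at an unadjusted p under 0.05. All 4 had positive log2 fold changes in S, from 0.66 to 1.14, and 3 in BV, where the 4 lay between -0.16 and 0.38. SLA-DRB1 was highest in BV of pregnant gilt 43 at 212 CPM, with the next library of the group at 80.6 CPM.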

Only *SLA-DQA1, SLA-DQB1, SLA-DRA, SLA-DRB1* showed moderate expression in BV and stroma, but no difference between pregnant and cyclic samples. In contrast, expression of class II genes was much higher and upregulated in complete tissue samples, indicating localization in immune cells present in areas not collected by LCM. This is in agreement with the results of a previous study, where *SLA-DQA, SLA-DQB* have been found as upregulated on Day 15 of pregnancy and mRNA and protein expression was detected in subepithelial stromal cells and around BV [96]. These are probably areas not contained in the LCM samples collected in our study but in the complete tissue samples. In another study, expression of the classical MHC class I genes *SLA-1*, *SLA-2*, and *SLA-3*, and the nonclassical class I genes *SLA-6*, *SLA-7*, and *SLA-8*, was studied in porcine endometrium during cycle and pregnancy [97]. Expression during pregnancy increased until Day 14 and decreased thereafter. Localization by in situ hybridization revealed expression of all SLA genes in LE, GE, and BV until Day 12 of the cycle and pregnancy, whereas expression decreased in LE from Day 15 and was not detectable from Day 20 on [97]. Since we found the classical SLA class I genes still with high expression in LE and upregulated in pregnant samples on Day 14, the downregulation in LE seems to start after Day 14 of pregnancy. This is also in agreement with a study in sheep, where MHC class I and beta2-microglobulin was absent in LE and superficial ductal GE, presumably caused by IRF2 upregulation in LE induced by IFNT [98]. Since upregulation of *IRF2* was also specifically found in LE in the present study and our recent study of Day 12 of pregnancy [25], the regulation of MHC gene expression could also be via conceptus interferons. Collectively, a complex spatial regulation of genes of various cytokine signaling systems is needed for the modulation of the immune system in preparation of conceptus attachment and implantation that is controlled by various signaling molecules secreted by the conceptus such as interferons, interleukins and chemokines [99].

## Conclusions

Using an integrated LCM and transcriptomic approach, the present study has revealed spatial information for differential gene expression in the porcine endometrium during the conceptus attachment phase. This significantly increased the depth of gene expression analysis results obtained in our recent study of porcine endometrium on Day 14 of pregnancy [22] and uncovered local differential gene expression hidden in the analysis of complete endometrial tissue samples. The assignment of differential gene expression to functional compartments of the endometrium provided an improved view on how biological processes involved in conceptus implantation could be regulated at this stage, such as control of uterine fluid secretion, trophoblast to endometrium adhesion, growth regulation by Wnt signaling, and modulation of the maternal immune system. The obtained results showed that an even higher spatial resolution with respect to specific regions of endometrial compartments, such as subepithelial stromal regions or even individual endometrial cell types, e.g., immune cells is needed to fully understand the complexity of regulatory processes in the context of establishment of pregnancy.

## Methods

### Target cell collection

The animal trial and uterus sample collection were conducted as described in our previous study [22]. Treatments of gilts were performed in accordance with the local authorities (District Government of Upper Bavaria). The performed standard procedures/treatments in animal breeding all followed the International Guiding Principles for Biomedical Research Involving Animals. Briefly, a number of 8 prepuberal gilts were synchronized with 750 IU eCG (Intergonan, MSD Animal Health Innovation GmbH, Schwabenheim, Germany), followed by 750 IU hCG (Ovogest, MSD Animal Health Innovation) after 72 h. “Pregnant” gilts (*n* = 4) were inseminated with a standard dose of German Landrace semen twice (24 h and 36 h after hCG injection), and “non-pregnant” (n = 4) were inseminated with the supernatant semen (3000 rpm, 10 min) from the same boar. The animals were slaughtered on Day 14 after insemination at the slaughterhouse of the Bavarian State Research Center for Agriculture, Grub, Germany. The animals were rendered unconscious by electrical stunning and then immediately bled by cutting the throat. The uteri were removed, and each uterine horn was subsequently opened longitudinally at the antimesometrial side and the hyperemic zones (the sites of embryonic attachment) were visible in the pregnant endometrium. In the pregnant sows, endometrial samples (including the lamina epithelialis, lamina propria, and tela submucosa but not tunica muscularis) were collected from the hyperemic zones after carefully removing the conceptus. Then, the endometrial tissue samples were frozen immediately in liquid nitrogen and stored in − 80° for further analysis. Using a clinical cryostat (Leica CM1950, Leica Biosystems, Germany), 10 μm thick sections of endometrial tissue were cut to mount on membrane slides (MembraneSlide NF 1.0 PEN, Zeiss, Germany), followed by a modified staining protocol. All solutions used for staining were prepared with RNase-free water. Briefly, the slides were in 70% ethanol for fixation, 50% ethanol for washing, and 1% cresyl violet for staining. After staining, the sections were washed by 50, 70, and 100% ethanol, respectively, and dried in room temperature for 3 mins. Finally, isolation of target cell was performed on PALM Microbeam (Zeiss PALM Microsystems, Germany) to identify LE, GE, BV, and stromal cells. The LCM cells were collected with the LCM cap (AdhesiveCap 200 clear, Zeiss, Germany) and incubated with 50 μl extraction buffer at 42 °C for 30 min to lyse the cells. The targeted cell types after staining were visible in the endometrial tissue with PALM Microbeam (see Additional file 3: Figure S6 for LE, GE, BV, and stroma), and the collected cells are shown in Additional file 3: Figure S7.

### RNA extraction and library preparation

PicoPure RNA Isolation Kit (Applied Biosystems™, Vilnius, Lithuania) was used to extract the total RNA from isolated LE, GE, BV, and stromal cells of individual pig following the manufacturers’ instructions. After RNA isolation, each RNA sample was performed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany) with the Agilent RNA 6000 Pico assay to assess RNA integrity and quantity. RNA Integrity number (RIN) of all samples ranged from 6.1 to 8.7, and most samples’ RIN number were around 7.5. Total RNA with 800 pg input was used for starting the library preparation, then a number of 32 RNA samples with 4 biological replicates in each cell type were prepared following the Ovation SoLo Single Cell RNA-Seq System (NuGen Technologies, San Carlos, USA). It was worth to notice that the number of PCR cycles was set with 16 during the amplification. Finally, a total number of 32 individual libraries with unique barcodes were mixed within three pools for one lane sequencing with single-read flow cell on an Illumina HiSeq 2500 instrument. The process of sequencing and demultiplexing was provided by the Functional Genomics Center Zurich (FGCZ).

### Bioinformatics analysis

The RNA-seq data analysis was conducted on our local Galaxy installation [100]. Briefly, the raw reads were subjected quality control checking firstly, then the adaptor was trimmed and 5 bp from 5′ end of the read was removed using Trim Galore. All the fragmented reads were mapped to the reference genome (Sscrofa 11.1) from NCBI (ftp://ftp.ncbi.nih.gov/genomes/Sus_scrofa/GFF) by using Hisat2 tool, and duplicates generated from the PCR amplification were cleaned with NUGEN nudup. The reads for each gene were quantified with the QuasR qCount tool. After that, the read count table was subjected to CPM cut-off filtering to remove genes with neglectable read counts. Genes passing this filter were defined as “detectable genes”. Statistical analysis of the read count data was performed in EdgeR (using GLM_robust) to identify DEGs [29]. In addition, DESeq2 [30] was used to confirm that similar results are obtained with both methods. An FDR of 1% in LE was set as cut-off and the corresponding *P*-value was used as the cut-off for the remaining three cell types in order to optimally compare the results. Then, these DEGs were subjected to hierarchical cluster analysis in MultiExperiment Viewer (MeV) for each cell type. The functional classification and pathway analyses related to these DEGs in each cell type were performed with Database for Annotation, Visualization, and Integrated Discovery (DAVID) [101]. Data analysis of complete endometrial tissue samples followed the same workflow except the step of removal of PCR duplicates. Raw FASTQ files used in current study were deposited at National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GSE123265).

## Supplementary information

**Additional file 1:** **Figure S1.** The expression profiles of DEGs between pregnant and nonpregnant endometrium for luminal epithelium (LE). **Figure S2.** The expression profiles of DEGs between pregnant and nonpregnant endometrium for glandular epithelium (GE). **Figure S3.** The expression profiles of DEGs between pregnant and nonpregnant endometrium for blood vessel (BV). **Figure S4.** The expression profiles of DEGs between pregnant and nonpregnant endometrium for stromal cells (S).

**Additional file 2:** **Figure S5.** Venn diagram showing the overlap of DEG for complete tissue samples obtained by EdgeR and DESeq2 (for both FDR cut-off 1%).

**Additional file 3:** **Figure S6.** Endometrial tissue sections after staining. The localization of luminal epithelium (LE), glandular epithelium (GE), blood vessel (BV), and stromal cells (S) in the endometrium. **Fig. S7.** Collected target cell areas. Luminal epithelium (LE), glandular epithelium (GE), blood vessel (BV), and stromal cells (S) in the endometrium were isolated by laser capture microdissection.

**Additional file 4:** **Table S1.** Raw data statistics of RNA-seq results.

**Additional file 5:** **Table S2.** Detectable genes in luminal epithelium (LE), glandular epithelium (GE), stroma (S), and complete tissue.

**Additional file 6:** **Table S3.** Differentially expressed genes in luminal epithelium (LE), glandular epithelium (GE), stroma (S), and complete tissue.

**Additional file 7:** **Table S4.** Comparative DAVID GO chart analysis.

**Additional file 8:** **Table S5.** Top 10 up- and downregulated genes in luminal epithelium (LE), glandular epithelium (GE), blood vessels (BV), stromal cells (S), and complete tissue.

**Additional file 9:** **Table S6.** Overrepresentation analysis for genes only differentially expressed in three cell types and complete tissue.

**Additional file 10:** **Table S7.** DEGs involved in cell adhesion and immune response signaling pathways.

## Data Availability

All data used in this study have been included in the article and its supplementary files. The sequence data (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123265) is available at National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GSE123265).

## Abbreviations

ACAN: Aggrecan
ACKR: Atypical chemokine receptors
ACOD1: Aconitate decarboxylase 1
ADAMTS4: ADAM metallopeptidase with thrombospondin type 1 motif 4
ADH1C: Gamma polypeptide
AQP5: Aquaporin 5
ASPG: Asparaginase
B4GALT6: beta-1, 4-galactosyltransferase 6
BHMT: Betaine-homocysteine S-methyltransferase
BV: Blood vessel
CCL: C-C motif chemokine ligand
CCL2: C-C motif chemokine ligand 2
CCR1: C-C motif chemokine receptor 1
CCRL2: C-C motif chemokine receptor like 2
CDH1: Cadherin 1
CDH17: Cadherin 17
CDSN: corneodesmosin
CFTR: Cystic fibrosis transmembrane conductance regulator
CILP: Cartilage intermediate layer protein
CNTN1: Contactin 1
COL8A1: Collagen type VIII alpha 1 chain
COLCA1: Colorectal cancer associated 1
CSRNP3: Cysteine and serine rich nuclear protein 3
CXCL: C-X-C motif chemokine ligand
CXCR3: C-X-C motif chemokine receptor 3
CYP26A1: Cytochrome P450, family 26, subfamily A, polypeptide 1
CYP2C34: Cytochrome P450 2C34
CYP2C36: cytochrome P450 2C36
CYP2C49: Cytochrome P450 2C49
DEGs: Differentially expressed genes
DISP3: Dispatched RND transporter family member 3
DKK: Dickkopf WNT signaling pathway inhibitors
E2: Estrogen
EAF2: ELL associated factor 2
ECM: Extracellular matrix
FXYD4: FXYD domain containing ion transport regulator 4
FZD: Frizzled
GBP1: Guanylate binding protein 1, interferon-inducible
GE: Glandular epithelium
GLDN: Gliomedin
GO: Gene Ontology
GPR83: G protein-coupled receptor 83
HEPHL1: Hephaestin like 1
HMCN2: Hemicentin 2
HTR2B: 5-hydroxytryptamine receptor 2B
IDO1: Indoleamine 2, 3-dioxygenase 1
IFI6: Interferon alpha inducible protein 6
IFITM3: Interferon-induced transmembrane protein 3
IFNs: Interferons
IL17RD: Interleukin 17 receptor D
IL18R1: Interleukin 18 receptor 1
IL1B2: Interleukin 1 beta 2
IL1R1: Interleukin 1 receptor type 1
IL24: Interleukin 24
IRAK: Interleukin 1 receptor associated kinases
IRF2: Interferon regulatory factor 2
ISGs: Interferon-stimulated genes
ITGs: Integrins
KCNMB1: Potassium calcium-activated channel subfamily M regulatory beta subunit 1
KREMEN1: Kringle containing transmembrane protein 1
KRT80: Keratin 80
LCM: Laser capture microdissection
LE: Luminal epithelium
LGR5: G protein-coupled receptor 5
LRP: Lipoprotein receptor-related protein
MMP8: Matrix metallopeptidase 8
MPV17: Mitochondrial inner membrane protein like
MSX: Msh homeobox
MUC6: Mucin 6, oligomeric mucus/gel-forming
NXNL2: Nucleoredoxin-like 2
OPN: Osteopontin
PLP1: Proteolipid protein 1
REG3G: Regenerating islet-derived 3 gamma
RLBP1: Retinaldehyde binding protein 1
RSAD2: Radical S-adenosyl methionine domain containing 2
S: Stromal areas
SCN3A: Sodium voltage-gated channel alpha subunit 3
SCNN1: Sodium channel epithelial 1
SELL: Selectin L
SFRP: Secreted frizzled related protein
SGK1: Serum/glucocorticoid regulated kinase 1
SLITRK4: SLIT and NTRK like family member 4
SPINK7: Serine peptidase inhibitor, Kazal type 7
STAT: Signal transducer and activator of transcription factors
SYT13: Synaptotagmin 13
WIF1: WNT inhibitory factor 1
WNT7B: Wnt family member 7B

# Supplementary material for: Spatial organization of endometrial gene expression at the onset of embryo attachment in pigs
**Source:** BMC Genomics. 2019 Nov 21;20:895. doi: 10.1186/s12864-019-6264-2
**Supplement:** Supplementary file 4 — Additional file 4: Table S1. Raw data statistics of RNA-seq results.

**Supplemental Table 1. Raw data statistic of RNA-seq**

| **Sample** | **Total Raw Reads** | **Total clean reads** |
| --- | --- | --- |
| C_B_128 | 12004844 | 11449670 |
| C_B_40 | 13619302 | 12514443 |
| C_B_42 | 13528609 | 12546372 |
| C_B_78 | 11331377 | 10431436 |
| C_G_128 | 15051382 | 14411973 |
| C_G_40 | 13151950 | 12246408 |
| C_G_42 | 14623638 | 13728883 |
| C_G_78 | 13459451 | 12540248 |
| C_L_128 | 12698634 | 12110032 |
| C_L_40 | 15756074 | 14619060 |
| C_L_42 | 12556050 | 11698188 |
| C_L_78 | 27691996 | 25612739 |
| C_S_128 | 22658617 | 21630769 |
| C_S_40 | 16826627 | 15682053 |
| C_S_42 | 12968552 | 12079676 |
| C_S_78 | 21270840 | 20296318 |
| P_B_139 | 12852259 | 12256022 |
| P_B_39 | 11408334 | 10889751 |
| P_B_41 | 12475997 | 11933414 |
| P_B_43 | 14916279 | 14261500 |
| P_G_139 | 22277483 | 21237876 |
| P_G_39 | 13174795 | 12639050 |
| P_G_41 | 12724471 | 12161594 |
| P_G_43 | 12707081 | 12132154 |
| P_L_139 | 21437642 | 20497050 |
| P_L_39 | 11195789 | 10714424 |
| P_L_41 | 26833543 | 25625442 |
| P_L_43 | 11363678 | 10872213 |
| P_S_139 | 18989205 | 18142040 |
| P_S_39 | 13335458 | 12709923 |
| P_S_41 | 13437739 | 12839471 |
| P_S_43 | 21833689 | 20772617 |

How the deposited data were processed for this re-analysis (not part of the article)

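Endometrium of 4 cyclic and 4 pregnant gilts on Day 14 was separated by laser capture microdissection into LE, GE, BV and S, and the count tables of these compartments were analysed, with 31 libraries in all. GE of pregnant gilt 41 was not analysed here, so pregnant GE has n = 3 and every other group n = 4. Complete endometrial tissue was not analysed here. The counts were made by the authors, who trimmed the reads with Trim Galore, mapped them to Sscrofa11.1 with Hisat2, removed PCR duplicates with NuGEN's nudup and counted reads per NCBI gene with QuasR, as the methods of the paper describe without versions. All values are whole numbers, 1 column per library, without normalization or log scale. Each compartment has a full table of 30185 genes and a table that the authors filtered by a minimum CPM, whose value the paper does not give, and the counts of the filtered table were checked to be those of the full one. The filtered tables hold 12002 genes in LE, 11905 in GE, 11096 in BV and 11935 in S, which are called detectable. Gene symbols and positions come from the NCBI annotation of Sscrofa11.1.

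Library totals ranged from 2415200 to 7081600 counts, rounded to 5 digits. At this depth a floor of 3 counts over a group equals 0.189 CPM in cyclic and 0.173 CPM in pregnant LE, 0.178 CPM in cyclic and 0.254 CPM in pregnant GE, 0.228 CPM in cyclic and 0.279 CPM in pregnant BV and 0.174 CPM in cyclic and 0.224 CPM in pregnant S. A fold change of a gene with 0 counts in a group is given as a lower bound against that floor, and one with 1 to 3 counts as the ratio of pooled CPM with its exact 95% binomial interval.

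Pregnant and cyclic libraries were compared within each compartment with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, on the authors' filtered counts with TMM normalization. P-values were adjusted by Benjamini and Hochberg's method over the genes of the compartment. As in the methods of the paper, genes were called at a false discovery rate of 1% in LE, and in GE, BV and S at an unadjusted p no larger than the largest one called in LE, which was 3.3e-04 for the quasi-likelihood test. Beside it, the test that the paper names, edgeR's GLM with robust dispersions and a likelihood ratio test, and the Wald test of DESeq2 1.42.0 were run on the same genes, each with its own largest p in LE. Means are CPM after TMM normalization of the filtered counts of the compartment, and the levels of a gene in several compartments come from a joint normalization of all 31 libraries. Standard errors of log2 fold changes were derived from the fitted coefficient and its F statistic.

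Whether the effect of pregnancy differed between compartments was tested by interaction contrasts in a joint quasi-likelihood fit of the genes detectable in all 4 compartments. Levels in a pair of compartments were compared by exact sign-flip tests over the gilts. Distances between libraries are leading log2 fold changes, as in edgeR's multidimensional scaling, over 500 genes within a compartment and 2000 genes over all libraries, and the share due to the groups was tested by exact splits or by permutation of the compartment labels within gilts. Each count of genes was set beside the counts from all 35 splits of the gilts into groups of the same sizes, and for differences between compartments beside 20 random relabellings and the real labels.

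Lists of marker genes for epithelium, smooth muscle, endothelium, fibroblasts and leukocytes were written before the data were examined and tested in BV and S with camera of limma 3.58.1 at its preset correlation of 0.01 between genes, with fry beside it, and the same tests in LE and GE were added after the data had been seen. The share of RNA of LE or GE in the BV and S captures was estimated from genes with at least 100 CPM in the source, at least 4-fold above the target and the other epithelium, and changed by less than 1 on the log2 scale in the source, and that of BV, S or the other epithelium in LE and GE in the same way but without the limit on the other epithelium. The share of a library is the median ratio of target to source CPM over those genes. For the corrected counts the part above the lowest library was taken off. Corrected counts below 0 were set to 0, and the tests on them take the share as exact. These limits and the lists of genes behind the share were set after the data had been examined.

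The alternatives set before the data were examined were DESeq2, the robust GLM, RLE normalization, no filter, edgeR's filterByExpr, counts thinned to the smallest library, false discovery rates of 1% and 5% within each compartment, the raw p limit of 0.0012 that the paper prints, other rules for detectable genes, genes at least 4-fold higher in LE or GE left out, other numbers of genes, a block for the gilt, fry, camera with an estimated correlation, and each library or gilt left out in turn. Chosen after the data had been seen were the tests without the ribosomal RNA genes RN18S and RN5-8S, the robust GLM with the raw p limit, with the false discovery rate or without the epithelial genes, DESeq2 with the false discovery rate, the overlap of DEGs without a filter and with filterByExpr, and the subtraction of carried-over RNA. The named genes were set as all that the paper names with a statement on a compartment, and in each compartment the 5 DEGs with the largest increase and the 5 with the largest decrease among those whose groups do not overlap, with a mean of at least 10 normalized counts. Of these DEGs and of the marker genes the text names only some, mostly those with a statement of the paper, and a few genes are not reported here.

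Single libraries apart from the rest of their group were sought with Dixon's test in groups of 4. To see which gilt a library resembles, its deviations from the group mean were correlated with those of each gilt in the other compartments over the 300 genes that differ most between gilts there, a number chosen after the data had been seen. The interferon-stimulated genes are those marked in Table S7 of the paper, 162 genes of which 143 have a symbol in the reference, and each library was compared with the median of the others of its group. The enrichment of functional terms was not computed here.

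The tests were tried on simulated data with 200 changed genes in the layout of each comparison. Of genes changed 4-fold, the quasi-likelihood test found 67.5%, 58.5%, 86% and 71% for pregnant against cyclic LE, GE, BV and S (12002, 11905, 11096 and 11935 genes) with 2, 1, 0 and 0 unchanged genes called. The robust GLM found 92%, 87%, 98% and 94% with 39, 43, 27 and 43 unchanged genes called, and DESeq2 91%, 80.5%, 96% and 90.5% with 20, 16, 9 and 19. Of genes changed 2-fold, the quasi-likelihood test found 0 in LE. This set the p limit of GE, BV and S to 0 and with it their calls, so power there was not measured. In LE, GE, BV and S the robust GLM found 27.5%, 18%, 45.5% and 32.5%, and DESeq2 26%, 14%, 36% and 27%. The p limit of the quasi-likelihood test was 1.12e-04 in the 4-fold simulation and 3.3e-04 in the data. In the data it called genes near 2-fold in LE, such as FZD6 (log2 fold change -1.01). Its simulated result at 2-fold is therefore no measure of its power in the data. Libraries apart from their group were not simulated.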

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

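Libraries that stood apart from the other 3 of their group were found with Dixon's test at the 95% level, and chance gives about 1 in 20 groups, against 52 of 435 groups tested for the named genes (12.0%) and 5 of 42 for sums over a library (11.9%). In this part the tests on gilts 139 and 43 and on the share of carried-over RNA were chosen only after the result was seen, and the splits of the gilts, the interaction contrasts and the libraries left out were chosen before. Values below are CPM of the library, with the next library of its group behind them. The named genes are no random choice and genes of a library are not independent, and pregnant GE, with 3 libraries, was not tested.

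The pregnant BV library of gilt 139 was highest for ACAN (48.1, next 0), CNTN1 (54.2, next 0.362), COL8A1 (122, next 2.49), CSRNP3 (20.4, next 0), GLDN (51.4, next 0.356), HTR2B (20.8, next 0), IL1RL1 (24.5, next 2.20), ITGA3 (66.4, next 12.8), KCNMB1 (13.4, next 0.362), KRT80 (8.97, next 0) and WIF1 (19.6, next 2.93) and lowest for IL10RA (17.5, next 63.7) and ITGAM (13.9, next 72.5). A cyclic library under a pregnant label would lie among the cyclic ones, and of the 62 genes called as upregulated in BV without this library, those at least 4-fold higher in LE or GE left out, 50 (80.6%) were above every cyclic library in gilt 139 and 8 at or below the cyclic median, and of 118 downregulated ones 60 (50.8%) were below every cyclic library and 40 (33.9%) at or above the cyclic median. Placed in the same way by the genes called without it, a cyclic library was above the other 3 for 25.0% to 66.1% of the upregulated genes and below them for 13.6% to 84.1% of the downregulated ones, both highest in gilt 78 and lowest in gilt 42, and the libraries of pregnant gilts 39, 41 and 43 were above the cyclic ones for 27 of 27, 42 of 43 and 25 of 26 and below them for 15 of 15, 40 of 40 and 15 of 16. A cyclic library and a pregnant library with another mix of cells therefore cannot be told apart by these counts, and gilt 139 also had the highest estimated share of GE RNA in BV, 24.6%, which adds to genes that are higher in GE. Across 300 genes that vary between gilts, which are not independent replicates, it correlated with r = 0.198 with the other libraries of gilt 139 and with r = 0.380 with those of gilt 78, while the other 30 libraries had r of at least 0.368 with their own gilt. The other libraries of gilt 139 also correlated with those of gilt 78, with r = 0.548 in LE, 0.430 in GE and 0.319 in S. A library of another gilt and a library of gilt 139 with another mix of cells cannot be told apart by this correlation, since the mix of cells moves it too. Smooth muscle markers had a mean of 8.64 on the log2 CPM scale in this library, 1.93 above the mean of the other pregnant libraries (6.36 to 7.18) and inside the cyclic range (8.28 to 10.0). Its leukocyte markers lay -1.69 from the median of the other pregnant BV libraries, and its interferon-stimulated genes by a median of -0.67, 20 of 122 being higher. A larger share of smooth muscle in that capture is a candidate explanation, and a trait of the gilt stays open as untested.

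In the pregnant BV library of gilt 43, the highest values were those of IRF1 (144, next 38.4) and SLA-DRB1 (212, next 80.6). Over 122 interferon-stimulated genes detectable in BV, 96 were higher in this library than the median of the others of its group, with a median difference of 0.47 on the log2 scale, and in that of gilt 139 the difference was larger and negative, -0.67 with 20 higher. Leukocyte markers lay 0.27 above the median of the other pregnant BV libraries, inside the range of that group, so a larger share of leukocytes and a stronger response of this gilt cannot be told apart. A response to the conceptuses is the biological explanation that the comparison of pregnant and cyclic gilts names, and it stays open as untested.

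In LE, the library of cyclic gilt 128 was highest for CDH17 (1917, next 80.4), DEFB1 (148, next 28.6), FXYD4 (176, next 32.9), HOXA10 (64.4, next 28.5), IFITM3 (457, next 116), ITGAV (348, next 163), MSX1 (104, next 46.3), SCNN1A (381, next 137) and WNT2 (49.4, next 13.4) and lowest for IL1A (2.11, next 50.0) and SCNN1B (16.9, next 67.5). The pregnant LE library of gilt 139 was highest for C3 (474, next 106), DHX34 (105, next 46.5), IL24 (0.810, next 0), IRF1 (94.5, next 25.3) and TNFSF10 (341, next 96.0), that of gilt 41 highest for GPR83 (0.427, next 0), IFI6 (178, next 61.3), LGR5 (11.8, next 1.63) and LOC110255187 (0.285, next 0), and that of gilt 39 lowest for ITGA2 (387, next 733). Cyclic gilt 42 was highest for SERPING1 (91.8, next 48.7) in LE. The number of DEGs in LE was 395 without cyclic gilt 128, 310 without pregnant gilt 41, 113 without cyclic gilt 42, 138 without pregnant gilt 139 and 105 without pregnant gilt 39, against 398. Interferon-stimulated genes of pregnant gilt 139 differed from the median of the others of its group by a median of 0.35 (83 of 112 higher) in LE, 0.76 (83 of 98 higher) in GE, 0.36 (97 of 127 higher) in S and -0.67 (20 of 122 higher) in BV. A trait of a gilt and a fault of its capture or library were not tested for the single genes of LE, and both stay open.

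In GE, cyclic gilt 78 was highest for DKK1 (20.0, next 6.48), HPGD (32.6, next 5.09) and LRP8 (9.55, next 2.22), cyclic gilt 128 highest for CCL28 (783, next 219.5) and cyclic gilt 42 highest for SLA-1 (93.5, next 33.6). In S, pregnant gilt 41 was highest for COLCA1 (10.5, next 0.456), EAF2 (8.86, next 0.674) and HMCN2 (15.1, next 1.49), pregnant gilt 139 highest for ITGB1 (700.5, next 464) and S100A9 (93.3, next 15.2), pregnant gilt 39 lowest for SLITRK4 (1.86, next 5.24) and cyclic gilt 78 highest for ITGA3 (11.2, next 2.48). Among cyclic BV libraries, gilt 42 was highest for CSRNP3 (16.7, next 10.6), gilt 128 highest for LRPAP1 (39.4, next 28.0) and gilt 78 highest for SFRP4 (157, next 54.6). No explanation was tested for these single values, and a trait of the gilt stays open beside a fault of the library.

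Of the sums over a library, 18S ribosomal RNA took 3.50% and both ribosomal RNA genes 5.20% of the counts in the cyclic GE library of gilt 78, the lowest of their group, as were its 10 most abundant genes at 8.87%. In the pregnant LE library of gilt 139, 18S ribosomal RNA took 12.0%, and in the pregnant S library of the same gilt the 10 most abundant genes took 20.9%. With both ribosomal RNA genes left out, the numbers of DEGs were 401, 89, 209 and 35 in LE, GE, BV and S, against 398, 89, 206 and 35, which argues against ribosomal RNA as a source of these numbers. The number was 67 in GE without cyclic gilt 78, 138 in LE and 27 in S without pregnant gilt 139. How the libraries came to differ in ribosomal RNA was not tested, and the design names no biological explanation for it.

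The effect of pregnancy differed between compartments for 203 genes at a false discovery rate of 1%, between LE and GE for 106, between LE and BV for 253 and between LE and S for 88, by interaction contrasts of edgeR's quasi-likelihood fit. Chance is unlikely for all 4 numbers, since 1 of 35 splits of the gilts, the real one, gave as many. This is the smallest p the splits can give, not adjusted over the numbers. With 1 gilt left out, the lowest numbers were 66 over the 4 compartments, 13 for LE and GE, 94 for LE and BV and 32 for LE and S. Of the genes the paper names that are detectable in every compartment, those that differed were, with their log2 fold changes, TINAGL1 (2.65 in LE, 1.81 in GE, -0.24 in BV and 0.32 in S, adjusted p = 7.4e-04), ITGAV (1.93 in LE, 0.69 in GE, -0.43 in BV and 0.095 in S, adjusted p = 0.00229), PIAS1 (0.92 in LE, 0.093 in GE, -0.17 in BV and 0.12 in S, adjusted p = 0.00546), HPGD (-2.76 in LE, 2.60 in GE, 0.23 in BV and -0.78 in S, adjusted p = 0.00701), IL11RA (-0.93 in LE, -0.46 in GE, 1.02 in BV and 0.59 in S, adjusted p = 0.00736), TCF7L2 (0.95 in LE, 2.02 in GE, -0.11 in BV and 0.058 in S, adjusted p = 0.00861) and ITGB5 (1.67 in LE, 1.31 in GE, 0.42 in BV and 0.45 in S, adjusted p = 0.00882). Pregnant and cyclic LE did not overlap for TINAGL1, ITGAV, PIAS1, HPGD, TCF7L2 and ITGB5, in 4 of 4 pregnant libraries. The rate of 2.86% by chance holds for genes not chosen by their values. These genes were named by the paper and passed the interaction test on the same libraries, so the rate is no reference for them. RNA of GE in the BV captures, at a median rise of 10.8% of the level in GE, may add to the differences between LE and BV for genes abundant in GE, while thinning every library to the same depth left 139 upregulated genes in BV against 144, which argues against depth for the genes called there. The compartment itself is the biological explanation that the design names, and it stays open as untested.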

How the results depend on the processing

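The quasi-likelihood test gave 398, 89, 206 and 35 DEGs in LE, GE, BV and S, 1 gene called in all 4 compartments and 93.2% of DEGs called in 1 compartment only. In this part the settings without ribosomal RNA genes, those that join the robust GLM or DESeq2 with another threshold or with the epithelial genes left out, and the subtraction of carried-over RNA were chosen only after the result was seen. With DESeq2 the 4 numbers were 1342, 791, 943 and 310, with 18 genes in all 4 and 80.0% in 1 only, and with the robust GLM 1411, 793, 1216 and 377, 30 and 77.3%. A false discovery rate of 5% within each compartment gave 1288, 221, 958 and 4 DEGs and 0 in all 4, and a rate of 1% gave 398 in LE, 0, 0 and 0 in GE, BV and S, 0 in all 4 and 100% in 1 only. Where the quasi-likelihood test gave 0 at 1%, 2742, 3161 and 1735 genes had an unadjusted p under 0.05 in GE, BV and S, and at the same 1% the robust GLM called 1411, 651, 1199 and 207 (21 in all 4, 80.7% in 1 only) and DESeq2 1342, 599, 846 and 167 (11 and 83.5%). With the raw p limit of 0.0012 there were 703, 263, 447 and 119 DEGs and 2 in all 4, and with it and the robust GLM 1413, 809, 1231 and 383, 31 and 77.2%. The robust GLM without ribosomal RNA genes gave 1410, 800, 1216 and 384, 31 and 77.3%. The cause of the differences between the tests was not tested beyond the simulated data, in which the robust GLM and DESeq2 found more of the changed genes and called more unchanged ones. For the quasi-likelihood test in each compartment and the robust GLM in LE, GE and BV, 1 of 35 splits of the gilts, the real one, gave as many. This makes chance unlikely (exact permutation p = 0.0286, the smallest the splits can give, not adjusted over the results). In S the next split gave 25 DEGs by the quasi-likelihood test against 35, so chance is less clearly argued against there. For the robust GLM in S, 3 of 35 splits gave as many, so chance stays open.

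RLE normalization (401, 87, 206 and 36 DEGs), no filter (481, 131, 278 and 51), filterByExpr (381, 88, 192 and 33), thinned counts (390, 89, 199 and 39) and leaving out the ribosomal RNA genes (401, 89, 209 and 35) kept each number within 1.5 times its value. Without genes at least 4-fold higher in LE or GE, the quasi-likelihood test gave 121 DEGs in BV and 25 in S, and the robust GLM 925 and 250, with fewer genes tested. After subtraction of carried-over RNA the quasi-likelihood test gave 93 and 23 and the robust GLM 844 and 216. Thinning every library to 2415200 counts changed the call of 3 named genes to none and of 1 to a call. Whether these genes lie near the floor was not tested.

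Leaving out 1 library changed the number of DEGs more than 1.5 times in each compartment. The number in LE was 101 and 113 without cyclic gilts 40 and 42, and 138, 105 and 117 without pregnant gilts 139, 39 and 43. The number in GE was 38 without cyclic gilt 42, and 43, 41 and 43 without pregnant gilts 139, 39 and 43. The number in BV was 97, 123 and 78 without cyclic gilts 128, 40 and 42, and 77 and 81 without pregnant gilts 39 and 43. The number in S was 14 and 12 without cyclic gilts 128 and 40, and 12 without pregnant gilt 43. The lowest and highest numbers, with each gilt also left out of every compartment at once, were 101 and 439 in LE, 8 and 110 in GE, 15 and 231 in BV and 3 and 56 in S, 0 genes in all 4 whichever gilt was left out, and 89.8% to 96.7% in 1 compartment only. The threshold of GE, BV and S follows the largest p called in LE, so a gilt left out of every compartment moves it for all. The cause was not tested.

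For the interaction with the compartment, the numbers lay between 66 and 203 as each gilt was left out, 13 and 97 for LE and GE, 94 and 229 for LE and BV, and 32 and 94 for LE and S. Over the 4 compartments it was 95, 66 and 131 without cyclic gilts 40, 42 and 78, and 69 and 87 without pregnant gilts 39 and 43. For LE and GE it was 33 and 37 without cyclic gilts 40 and 42, and 64, 13 and 19 without pregnant gilts 139, 39 and 43, for LE and BV 148, 129 and 145 without cyclic gilts 40, 42 and 78, and 94 and 122 without pregnant gilts 39 and 43, and for LE and S 32 and 43 without cyclic gilts 40 and 42, and 42 and 39 without pregnant gilts 39 and 43. With the gilt as a block, which pairs the compartments of a gilt, LE and S differed in 144 genes against 88, and the other numbers stayed within 1.5 times (297, 150 for LE and GE, 328 for LE and BV, and 7179 genes that differ between compartments). The cause was not tested. The gilt could not serve as a block for pregnant against cyclic gilts because the groups share no gilts. No fit was blocked on the resemblance between cyclic and pregnant gilts that is described in the last part. Genes that differ between compartments numbered 6963, and from 6223 to 6932 with a gilt left out. Chance is unlikely for this number (1 of 21 labellings, the real one, gave as many).

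The share of the distances that pregnancy gave ranged with 1 library left out from 43.6% to 51.7% in LE, 31.8% to 38.2% in GE, 37.4% to 50.6% in BV and 24.6% to 33.2% in S. In S the share was 27.6% without cyclic gilt 42, where the exact p was 0.0286, 0.0571 without cyclic gilt 78 or pregnant gilt 39, 0.0857 without pregnant gilt 139 and 0.114 without any 1 of cyclic gilts 128 and 40 and pregnant gilts 41 and 43. In GE too few splits remain to reach any p under 0.05, and the exact p was 0.133 without pregnant gilt 139 or 39, where 2 of 15 splits were as large. The correlation of the effects, over genes that are not independent replicates, lay between 0.413 and 0.519 for LE and GE, between 0.195 and 0.331 for LE and BV, between 0.334 and 0.488 for LE and S, between 0.291 and 0.411 for GE and BV, between 0.356 and 0.520 for GE and S and between 0.604 and 0.714 for BV and S with a gilt left out.

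Camera with its preset correlation treats the genes of a list as nearly independent, fry does not, and the results depended on this. The adjusted p of 1.3e-09 for epithelium markers in BV became 0.00592 by fry and 0.215 by camera with an estimated correlation, that of smooth muscle in BV (5.4e-05) became 0.0968 by fry and 0.524 by camera with an estimated correlation. In S, 4.7e-04 for epithelium became 0.353 by fry and 0.467 by camera with an estimated correlation, 6.5e-04 for smooth muscle became 0.176 by fry and 0.411 by camera with an estimated correlation, and 6.5e-04 for leukocytes became 0.16 by fry and 0.411 by camera with an estimated correlation. With 1 library left out, the adjusted p by camera ranged in BV from 9.3e-12 to 6.1e-08 for epithelium, from 6.1e-08 to 0.00178 for smooth muscle, from 0.0253 to 0.361 for endothelium, from 0.0109 to 0.391 for fibroblast and from 5.4e-04 to 0.575 for leukocyte. In S it ranged from 4.0e-07 to 0.00994 for epithelium, from 3.0e-07 to 0.00925 for smooth muscle, from 0.00215 to 0.768 for endothelium, from 0.0385 to 0.792 for fibroblast and from 1.6e-04 to 0.0158 for leukocyte. It came under 0.05 in BV for endothelium (0.0253 without cyclic gilt 42), for fibroblast (0.0109 without cyclic gilt 78) and for leukocyte (5.4e-04 without pregnant gilt 139), and in S for endothelium (0.049 and 0.00215 without cyclic gilts 40 and 78, and 0.00476 and 0.0091 without pregnant gilts 39 and 41) and for fibroblast (0.0385 without cyclic gilt 78). The cause of these changes was not tested.

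Of 254 results for single genes, 2 changed direction under an alternative and were called there, with a log2 fold change of -5.10 for ACAN in BV by the robust GLM against 0.56, and for CNTN1 in BV of -4.83 by the robust GLM and -6.13 without pregnant gilt 139 against 0.24, where the highest value with 1 library left out was 0.69, without cyclic gilt 78. RLE kept the direction and the call of all 254. DESeq2 kept 179 and added a call for 75, the robust GLM kept 129, added a call for 117 and changed the sign of 6 without a call, and a false discovery rate of 5% added 41. With 1 library left out, 1721 of 1977 fits kept direction and call, 152 lost a call, 48 gained one and 55 changed the sign of a gene that was not called.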

Differences from the paper's values

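Numbers of DEGs in LE, GE, BV and S were 398, 89, 206 and 35 by the quasi-likelihood test and 1410, 800, 1216 and 384 in the paper, upregulated genes 243, 61, 144 and 22 here and 833, 501, 643 and 245 in the paper, downregulated genes 155, 28, 62 and 13 here and 577, 299, 573 and 139 in the paper, and genes called in 1 compartment only 361, 62, 189 and 21 here and 962, 439, 785 and 107 in the paper. Of the alternatives set before the data were examined, DESeq2 and the robust GLM, which the paper's methods name, came within 1.5 times of all 16 of the paper's numbers, and a false discovery rate of 5% did so for the 4 numbers of LE and the 4 of BV. RLE, no filter, filterByExpr, thinned counts, the raw p limit of 0.0012, a false discovery rate of 1%, the epithelial genes left out and each library left out did not. The robust GLM without the ribosomal RNA genes, which was chosen after the values had been seen, gave the paper's 16 numbers exactly and drops 0 of the DEGs that the paper lists (1410 of 1410 called in LE, 799 of 799 in GE and 281 of the 281 in BV that were at hand). With the raw p limit or the false discovery rate of 1%, both also chosen after the values had been seen, the robust GLM came within 1.5 times in LE, GE and BV, and with the raw p limit in S too, and DESeq2 at 1%, chosen then too, did so in LE, GE and BV, except for downregulated genes in BV. The robust GLM with the epithelial genes left out, chosen after the values had been seen as well, came within 1.5 times of the number of DEGs and of downregulated genes in BV and of downregulated genes in S.

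Genes called in all 4 compartments numbered 1 here, and the paper gives 18 for all 4 LCM cell types. It also gives a separate number for genes called in these 4 and in complete tissue. Its Fig. 1b numbers for 1 cell type alone are lower than its numbers that also admit complete tissue. This argues that the sets are counted apart and that 18 is only the part not called in complete tissue. DESeq2 gave 18, and the robust GLM at a false discovery rate of 1%, chosen after the values had been seen, gave 21, while the robust GLM gave 30 and without ribosomal RNA genes 31. No other alternative came within 1.5 times of 18. With the sets counted apart, the 18 of DESeq2 is no match. The 30 and 31 of the robust GLM are then no miss.

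Log2 fold changes of Table 1 of the paper that differed by more than the standard error here were, with the value here first, IRF1 in GE (3.13, the paper 1.9, reached without pregnant gilt 139), IRF1 in BV (1.32, the paper 0.7, reached without pregnant gilt 43) and HPGD in GE (2.60, the paper 4.2, reached without cyclic gilt 78). The robust GLM came within the standard error for these, and DESeq2, RLE, thinned counts and the other libraries left out did not. For SPP1 in LE (0.72, the paper 0.0), the robust GLM (-0.0069), DESeq2 (0.70), thinned counts (0.70) and leaving out cyclic gilt 78 (0.55) or pregnant gilt 41 (-0.40) came within the standard error, and RLE and the other libraries left out did not.

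Of 37 log2 fold changes of Table S5 that differed, the robust GLM alone of the alternatives set before the data were examined reached the paper's value within the standard error for 12, and the others, DESeq2, RLE, thinned counts and each library left out, did not. These were, with the value here first, IL24 in LE (-8.24, the paper -9.89), GLDN in BV (-1.72, the paper -6.64), CSRNP3 in BV (-1.25, the paper -6.50), HTR2B in BV (-1.00, the paper -6.19), KRT80 in BV (-1.53, the paper -5.57), ACAN in BV (0.56, the paper -5.10), RBP4 in BV (5.68, the paper 11.08), LOC100152206 in BV (4.40, the paper 6.75), SLC28A3 in BV (3.43, the paper 5.66), MUC4 in S (4.46, the paper 6.99), GRB7 in S (4.06, the paper 6.79) and BCAS1 in S (3.90, the paper 5.69). In ACAN and CNTN1 the sign differed.

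For the other 25 of Table S5, the robust GLM and 1 or more libraries left out reached the paper's value, and DESeq2 reached it for LOC100156854 in S only, while RLE and thinned counts did not for any. In LE these were LOC100626264 (-2.17, the paper -6.81, reached without pregnant gilt 139), CDH17 (-9.52, the paper -6.60, reached without cyclic gilt 128), GPX3 (6.00, the paper 7.62, reached without cyclic gilt 78), C15H2orf72 (3.63, the paper 6.65, reached without cyclic gilt 78), PENK (-2.62, the paper -4.04, reached without cyclic gilt 78 or pregnant gilt 41) and GRB7 (2.44, the paper 3.46, reached without cyclic gilt 78). In GE these were CYP2C34 (-3.96, the paper -5.89, reached without cyclic gilt 128) and LOC100515857 (1.99, the paper 5.55, reached without cyclic gilt 128). In BV these were LOC100626264 (2.57, the paper 4.82, reached without cyclic gilt 40), KCNMB1 (-2.43, the paper -5.75, reached without pregnant gilt 139), COL8A1 (-1.48, the paper -5.35, reached without pregnant gilt 139), ANGPTL1 (-1.56, the paper -4.92, reached without pregnant gilt 139), CNTN1 (0.24, the paper -4.83, reached without pregnant gilt 139), SYT13 (5.39, the paper 6.62, reached without cyclic gilt 40 or pregnant gilt 41), SLC30A2 (2.84, the paper 6.10, reached without cyclic gilt 40) and MUC1 (3.36, the paper 5.16, reached without cyclic gilt 40). In S these were RBP4 (3.64, the paper 5.34, reached without cyclic gilt 78), LOC100152206 (4.46, the paper 6.47, reached without cyclic gilt 78), PENK (-3.02, the paper -5.08, reached without pregnant gilt 41), HDC (-2.16, the paper -4.06, reached without pregnant gilt 41), COLCA1 (-1.68, the paper -3.54, reached without pregnant gilt 41), HMCN2 (-1.80, the paper -3.47, reached without pregnant gilt 41), EAF2 (-1.30, the paper -3.12, reached without pregnant gilt 41), LOC100156854 (5.97, the paper 7.42, reached without pregnant gilt 39) and TRPV6 (5.42, the paper 6.77, reached without cyclic gilt 78).

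The fold change of IL24 in LE was 302 here and 946 in the paper, and 946 by the robust GLM, the only alternative set before the data were examined that came within 1.5 times of it. With 3 counts in pregnant LE, the ratio of pooled CPM was 367 with an exact 95% counting interval from 125 to 1781, which holds the value of the paper.

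The paper states a direction for 147 pairs of gene and compartment, and the sign here was the stated one for 144 with the quasi-likelihood test and 146 with the robust GLM. The quasi-likelihood test called 30 of them, DESeq2 96 and the robust GLM 138, and the robust GLM without ribosomal RNA genes, chosen after the values had been seen, 139. No test called SFRP1 in LE (1.67, adjusted p = 0.172), SGK1 in LE (1.14, adjusted p = 0.117), MSX1 in LE (-1.26, adjusted p = 0.118), IL1RAP in BV (0.69, adjusted p = 0.194), IRF8 in BV (1.26, adjusted p = 0.112) and ITGAM in BV (0.95, adjusted p = 0.211), which had the direction the paper states, with values of edgeR's quasi-likelihood test, and for SFRP1 the adjusted p by the robust GLM was 0.0113. FZD1 is stated to be lower in pregnant GE, and its log2 fold change there was 0.47 (adjusted p = 0.421). IFITM3 in LE was called by DESeq2 and not by the robust GLM, and LRP10 in S by DESeq2 and by the robust GLM without ribosomal RNA genes. CXCL10 is stated once not to be upregulated in the LCM samples and elsewhere to be a DEG of GE, and in GE it rose by 5.53 on the log2 scale (adjusted p = 0.0624), with calls by the robust GLM and DESeq2. CCL3L1 is stated to be a DEG of GE, where it had 0 counts in both groups. CFTR is stated to be undetectable in S, where it had 58 counts in cyclic and 68 in pregnant libraries though it is not among the genes of the filtered table of S. SFRP1 is placed in LE and SFRP2 in S, and both had their highest mean in BV, at 34.3 CPM against 3.83 in LE and 7.89 CPM against 4.09 in S, above S in 8 of 8 gilts, while SFRP4 was highest in BV as stated.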

Other observations

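The tests in this part were chosen only after the result was seen, except for camera and fry on the marker lists in BV and S and the genes left out by their level in LE or GE. Epithelium markers, mean log2 CPM of 11 of 20 genes detectable in BV, had 2.06 ± 0.94 in cyclic and 4.72 ± 0.34 in pregnant BV (SD, n = 4 each, exact permutation test, two-sided p = 0.0286, 0.143 adjusted over the 5 lists), and all 11 rose (camera of limma, adjusted p = 1.3e-09). CLDN3, CLDN4 and CLDN7 of this list are genes the paper also names, and levels of abundant ones were, as CPM in cyclic and pregnant BV, SPINT2 26.0 and 82.2 and CDH1 4.60 and 62.7. At the same time 85 of 144 upregulated genes in BV were at least 4-fold higher in LE or GE than in BV. Over 75 genes abundant in GE and little changed there, the rise in pregnant BV was a median of 10.8% of the level in GE and 75 of 75 rose, which gives a share of GE RNA of 3.55 ± 1.74% in cyclic and 15.5 ± 6.95% in pregnant BV (SD, n = 4 each, exact permutation test, two-sided p = 0.0286). Over 56 genes of LE the median was 0.626% and 35 rose, with a share of LE RNA of 4.40 ± 0.415% in cyclic and 5.91 ± 0.930% in pregnant BV (SD, n = 4 each, exact permutation test, two-sided p = 0.0286). RNA of LE beside that of GE and a change of these genes in BV itself cannot be told apart, since the genes of LE moved in both directions while their share rose. Depth and ribosomal RNA are argued against, since 139 genes were upregulated in BV with thinned counts and 147 without ribosomal RNA genes, against 144. RNA of GE in the BV captures is a candidate explanation for the epithelial genes, and glands growing closer to vessels or expression of these genes by cells of the vessel wall in pregnancy stay open as untested. At the estimated shares, 77 of 133 upregulated genes not used for the share would owe at least 50% of their rise to this RNA, and after its subtraction 39 of 144 upregulated and 26 of 62 downregulated genes were still called.

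Estimated in the same way but without the limit on the other epithelium, shares of RNA in the epithelial captures were, in cyclic and pregnant gilts, 13.6 ± 4.15% and 19.5 ± 3.76% of BV in LE (exact permutation p = 0.0286), 16.1 ± 5.05% and 21.1 ± 4.16% of S in LE (exact permutation p = 0.2), 13.7 ± 3.31% and 12.5 ± 5.34% of GE in LE (exact permutation p = 0.657), 7.70 ± 0.766% and 10.7 ± 2.08% of BV in GE (exact permutation p = 0.0571), 7.96 ± 0.681% and 11.1 ± 2.02% of S in GE (exact permutation p = 0.0286) and 9.13 ± 1.20% and 13.2 ± 2.35% of LE in GE (exact permutation p = 0.0571) (SD, n = 4, and 3 for pregnant GE). The genes behind the shares of BV and S were not kept apart from each other, and the part of a gene's rise that this RNA would give was not computed for LE and GE. RNA of BV or S therefore stays open for genes that rose in LE or GE at a higher level in BV or S. SFRP1 and ITGAM in LE and DKK1 and HOXA10 in GE are examples.

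In S, epithelium markers (14 genes) had 2.24 ± 1.65 in cyclic and 3.74 ± 1.42 in pregnant S (SD, n = 4 each, exact permutation test, two-sided p = 0.229, 0.381 adjusted over the 5 lists), with camera at an adjusted p of 4.7e-04 and 14 of 14 higher, and CDH1 at 16.0 CPM in cyclic and 82.1 CPM in pregnant S. The median rise was 4.40% of the level in LE over 53 genes and 2.06% of that in GE over 86, with shares of 6.41 ± 3.29% and 11.5 ± 4.66% for LE (exact permutation p = 0.143) and 5.40 ± 2.31% and 8.56 ± 7.21% for GE (exact permutation p = 0.543), SD and n = 4 each. With shares that overlap between the groups, RNA of LE, RNA of GE and a change in S itself cannot be told apart. Of the 22 upregulated genes in S, 10 were at least 4-fold higher in LE or GE.

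Smooth muscle markers, 12 genes, had 8.86 ± 0.81 in cyclic and 7.19 ± 1.03 in pregnant BV (SD, n = 4 each, exact permutation test, two-sided p = 0.0857, 0.19 adjusted over the 5 lists), with camera at an adjusted p of 5.4e-05 and none of the 12 higher, and the most abundant were, as CPM in cyclic and pregnant BV, MYH11 3637 and 980.4 and ACTA2 2936 and 902. The highest share of GE RNA estimated for a pregnant BV library, above that of the lowest library, was 22.5%, which argues against dilution by it as the whole cause of a difference of -1.66 on the log2 scale. The excess of these genes in BV over S left in pregnant gilts had a median of 32.6% of that in cyclic gilts. A smaller share of smooth muscle in the captures and a lower expression in muscle cells cannot be told apart, since the captures hold no other measure of that share, and a change by pregnancy stays open as untested.

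For the other lists, differences in mean log2 CPM in BV were 0.26 (exact permutation p = 0.114, camera adjusted p = 0.0988) for endothelium, -0.38 (exact permutation p = 0.257, camera adjusted p = 0.157) for fibroblasts and 0.32 (exact permutation p = 0.543, camera adjusted p = 0.199) for leukocytes. In S they were -0.71 (exact permutation p = 0.0857, camera adjusted p = 6.5e-04) for smooth muscle, 0.42 (exact permutation p = 0.486, camera adjusted p = 0.0511) for endothelium, -0.24 (exact permutation p = 0.4, camera adjusted p = 0.33) for fibroblasts and 0.52 (exact permutation p = 0.0286, camera adjusted p = 6.5e-04) for leukocytes. In LE they were -0.30 (exact permutation p = 0.143, camera adjusted p = 0.52) for epithelium, -0.13 (exact permutation p = 0.743, camera adjusted p = 0.951) for smooth muscle, 0.82 (exact permutation p = 0.171, camera adjusted p = 0.0442) for endothelium, 0.25 (exact permutation p = 0.771, camera adjusted p = 0.347) for fibroblasts and 0.47 (exact permutation p = 0.114, camera adjusted p = 0.317) for leukocytes. In GE, with 3 pregnant libraries, they were -0.042 (exact permutation p = 0.743, camera adjusted p = 0.921), -0.28 (exact permutation p = 0.714, camera adjusted p = 0.921), 0.79 (exact permutation p = 0.4, camera adjusted p = 0.208), 0.31 (exact permutation p = 0.4, camera adjusted p = 0.208) and 0.93 (exact permutation p = 0.0857, camera adjusted p = 0.208) in the same order. Camera and the exact test were run on the same genes, and for smooth muscle in LE and GE the sign of camera differed from that of the mean. The lists hold 20 genes for epithelium, 12 each for smooth muscle, endothelium and leukocytes and 10 for fibroblasts, and share no gene.

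The robust GLM called 580 downregulated genes in BV, and for 98 of them the library of pregnant gilt 139 was at or above the cyclic median. Without its weights, the same fit called 0 of these 98 and 311 of the other 482, and neither the quasi-likelihood test nor DESeq2 called any of the 98. The weights of the robust fit, which lower the influence of a library far from the rest of its group, are a candidate explanation for these calls.

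Over genes that vary between gilts, 30 of 31 libraries correlated most with the libraries of their own gilt in the other compartments, with a median r of 0.601, and these genes are not independent replicates. Each cyclic gilt also had a pregnant gilt that it resembled, cyclic 128 with pregnant 41 (mean r = 0.208), 40 with 43 (0.321), 42 with 39 (0.316) and 78 with 139 (0.454). Of 24 ways to match the gilts, this way had the highest mean r, 0.325 against 0.216 for the next and 0.00401 on average, and the matched gilt was the most similar other gilt for 27 of 31 libraries. The labels and the paper give no litter or batch for the gilts, so a shared litter and a shared batch stay open as untested, and the comparisons and the splits of the gilts take no account of this resemblance.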
